# Gli1^+^ progenitors mediate bone anabolic function of teriparatide via Hh and Igf signaling

**DOI:** 10.1016/j.celrep.2021.109542

**Published:** 2021-08-17

**Authors:** Yu Shi, Xueyang Liao, James Y. Long, Lutian Yao, Jianquan Chen, Bei Yin, Feng Lou, Guangxu He, Ling Ye, Ling Qin, Fanxin Long

## Abstract

Teriparatide is the most widely prescribed bone anabolic drug in the world, but its cellular targets remain incompletely defined. The Gli1^+^ metaphyseal mesenchymal progenitors (MMPs) are a main source for osteoblasts in postnatal growing mice, but their potential response to teriparatide is unknown. Here, by lineage tracing, we show that teriparatide stimulates both proliferation and osteoblast differentiation of MMPs. Single-cell RNA sequencing reveals heterogeneity among MMPs, including an unexpected chondrocyte-like osteoprogenitor (COP). COP expresses the highest level of Hedgehog (Hh) target genes and the insulin-like growth factor 1 receptor (Igf1r) among all cell clusters. COP also expresses Pth1r and further upregulates Igf1r upon teriparatide treatment. Inhibition of Hh signaling or deletion of Igf1r from MMPs diminishes the proliferative and osteogenic effects of teriparatide. The study therefore identifies COP as a teriparatide target wherein Hh and insulin-like growth factor (Igf) signaling are critical for the osteoanabolic response in growing mice.

## In brief

Gli1^+^ metaphyseal mesenchymal progenitors (MMPs) are a main source for osteoblasts in postnatal mice. Through single-cell RNA sequencing, Shi et al. find a chondrocyte-like osteoprogenitor (COP) among MMPs. COP is a target of teriparatide, the mainstay of bone anabolic therapy, and requires Hh and Igf signaling for bone formation.

## INTRODUCTION

Osteoblasts (OBs), the chief bone-making cells, are replenished throughout life in mammals, but their origin in postnatal life remains to be fully elucidated (Long, 2011). Lineage-tracing experiments have identified the Gli1-positive metaphyseal mesenchymal progenitors (MMPs) as a major source for trabecular osteoblasts in the long bones of mice up to four months of age (Shi et al., 2017). Besides osteoblasts, MMPs give rise to the leptin receptor-positive (LepR^+^) bone marrow stromal cells, which in turn have been shown to produce osteoblasts in adult mice progressively with age (Mizoguchi et al., 2014; Zhou et al., 2014a). Thus, MMPs are not only immediate osteoblast precursors in the growing mice but may also provide long-term osteoprogenitors persisting in the bone marrow later in life.

Teriparatide, a recombinant peptide corresponding to the N-terminal fragment (amino acids 1–34) of human parathyroid hormone (PTH), has been the mainstay of bone anabolic therapy for nearly two decades (Cipriani et al., 2012). Once-daily injections of teriparatide stimulate bone formation in humans and mice alike (Esen et al., 2015). Extensive studies in mice have indicated that PTH or teriparatide promotes bone formation through direct regulation of osteoblast-lineage cells at multiple levels, including promotion of osteoblast activity, stimulation of osteoblast differentiation, attenuation of osteoblast apoptosis, and activation of quiescent bone-lining cells (Jilka, 2007; Kim et al., 2012). More recently, teriparatide was shown to increase both number and osteoblast differentiation of a Sox9-positive osteoprogenitor population located within the primary spongiosa of growing mice (Balani et al., 2017). Because previous immunostaining did not detect Sox9 protein in MMPs, it is not known whether MMPs would similarly respond to the anabolic regimen of teriparatide (Shi et al., 2017).

Indian Hedgehog (Ihh), one of the three Hedgehog (Hh) proteins in mammals, is a critical regulator of osteoblast differentiation during endochondral bone development (St-Jacques et al., 1999). Like all Hh proteins, Ihh signals via the seven-pass transmembrane protein Smoothened (Smo) to modulate gene expression by activating or de-repressing the Gli family (Gli1–Gli3) of transcription factors (Ingham and McMahon, 2001). Gli1 is both an effector and a transcriptional target of Hh signaling, thus serving as a useful marker for Hh-responding cells. Genetic studies of Smo in the mouse have demonstrated a direct requirement for Hh signaling in osteoblast differentiation in the long bones; the osteoblastogenic effect is mediated by both de-repression of Gli3 and activation of Gli2 (Joeng and Long, 2009; Long et al., 2001). Furthermore, Hh signaling via Gli2 was shown to activate insulin-like growth factor (Igf) signaling in a positive feedback mechanism to induce osteoblast differentiation (Shi et al., 2015). However, a potential role for Igf signaling in the Hh-responding MMPs is yet to be determined.

Here we show that once-daily injection of teriparatide promotes both proliferation and osteoblast differentiation of MMPs to enhance bone formation in growing mice. The effects of teriparatide on MMPs require both Ihh and Igf signaling. Single-cell RNA sequencing (scRNA-seq) has uncovered heterogeneity among MMPs, including a chondrocyte-like osteoprogenitor (COP) responsive to Hh and teriparatide signaling during bone formation.

## RESULTS

### Teriparatide stimulates bone formation from Gli1^+^ progenitors

To investigate the potential effect of teriparatide on the Gli1^+^ MMPs *in vivo*, we genetically marked the cells and their progenies with the red fluorescent protein tdTomato before subjecting the mice to once-daily treatment of teriparatide. Mice with a genotype of Gli1-CreER^T2^;tdTomato;ColI-GFP were administered tamoxifen (TAM) once daily for three consecutive days starting at one month of age and then injected with teriparatide daily for 21 days before harvest. Micro-computed tomography (μCT) imaging and quantification of the cancellous bone in the distal femur confirmed that teriparatide caused a notable increase in bone mass (BV/TV), trabecular thickness (Tb.th), and trabecular bone number (Tb.N), coupled with decreased trabecular spacing (Tb.Sp), compared to the vehicle injection (Figure S1). When the bone sections were examined for tdTomato marking the Gli1-lineage cells, we found that teriparatide greatly increased the number of tdTomato+ cells within the metaphyseal trabecular bone region (Figures 1A–1C). Teriparatide also extended the red domain within the metaphyseal periosteum but had no obvious effect on the labeling of the growth plate or the articular cartilage (Figures 1A and 1B). More importantly, teriparatide markedly increased the number of the GFP^+^ tdTomato^+^ cells (yellow) within the trabecular bone region, indicating a greater number of mature osteoblasts derived from MMPs (Figures 1A1, 1B1, and 1D). Thus, teriparatide not only expands the total population of MMPs and progenies but also increases the number of osteoblast descendants.

### Teriparatide stimulates proliferation and osteoblast differentiation of Gli1^+^ progenitors

To examine the acute effect of teriparatide on MMPs, we injected the Gli1-CreER^T2^;tdTomato mice with teriparatide once daily for three days after marking the cells with TAM at one month of age. The mice were harvested at one day after the last teriparatide dose, and EdU (5-ethynyl-2’-deoxyuridine) was injected shortly before sacrifice to assess cell proliferation *in vivo*. Quantification of the EdU^+^ cells on sections through the bone metaphysis revealed that teriparatide increased the proliferation index among tdTomato^+^ cells (Figures 1E–1G). The proliferative effect was specific to MMPs or their progenies, because teriparatide did not alter EdU labeling of the Gli1-lineage cells within the growth plate (Figure S2). In addition, immunostaining for Osx showed that a higher percentage of Gli1-lineage cells expressed the osteoblast marker upon teriparatide treatment (Figures 1H–1J). However, TUNEL staining detected no change in the rate of apoptosis among the Gli1-lineage cells (9.3% ± 3.2% for vehicle versus 9.5% ± 2.3% for teriparatide, n = 3), even though teriparatide reduced overall apoptosis within the metaphyseal marrow compartment (45.1 ± 3.8/section for vehicle versus 27.3 ± 6.1/section for teriparatide, p < 0.05, n = 3 mice, one section per mouse). The data therefore indicate that teriparatide stimulates both proliferation and osteogenic differentiation of MMPs or their progenies.

To examine the effect of teriparatide more directly on MMPs, we treated the mice first with teriparatide once daily for three days before marking the MMPs with TAM. To exclude the possibility that teriparatide might simply activate the Gli1-CreER^T2^ allele in mature osteoblasts, we performed the experiment in Gli1-CreER^T2^;tdTomato;ColI-GFP mice wherein the mature osteoblasts expressed GFP and therefore would turn yellow if they activated Gli1-CreER^T2^. Teriparatide expanded the tdTomato^+^ population in the primary spongiosa but did not increase the small percentage (~10%) of yellow cells normally seen among MMPs (Figures 1K–1N). Thus, the increase in Gli1^+^ cells likely resulted from direct expansion of MMPs instead of Gli1-CreER^T2^ activation in mature osteoblasts. To assess directly the effect on the proliferation status, we performed EdU labeling in Gli1-CreER^T2^;Ai9 mice that received teriparatide for three days before TAM for one day. The EdU labeling index among tdTomato+ cells was increased by teriparatide (Figures 1O–1Q). Thus, teriparatide expands the pool size of MMPs through stimulation of cell proliferation.

### scRNA-seq identifies chondrocyte-like osteoprogenitors as a teriparatide target

To gain further insights about MMPs, we performed single-cell RNA sequencing with or without teriparatide treatment. Specifically, we treated one-month-old Gli1-CreER^T2^;tdTomato mice with three daily doses of TAM and then three daily injections of teriparatide or vehicle before sacrifice on the following day (6 days from the first TAM injection). After removal of the growth plate, the metaphyseal trabecular bone was enzymatically digested; tdTomato^+^CD45^−^Ter119^−^CD31^−^ cells were selected from the dissociated cells by flow cytometry. 

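Each condition had 5 mice (3 males and 2 females) and 1 library on the 10x Genomics platform. In a library every captured mRNA molecule carries a unique molecular identifier (UMI). The cells of the 5 mice are taken here as pooled in the library of their condition. The paper does not state such pooling, and its methods mention a matrix for each mouse. Teriparatide was injected at 400 ng per g of body weight. With 1 library per condition there are no replicates, so the 95% intervals given for these data cover counting error between the captured molecules or cells and not the difference between mice. The authors aligned the reads to the mouse genome and counted UMIs per gene with Cell Ranger, and the deposited values are these raw counts. The vehicle library held 1286 barcodes with 10567335 UMIs in all and a median of 3622 UMIs per barcode. The teriparatide library held 2142 barcodes with 26270041 UMIs and a median of 6218. Cells were kept, with the limits of the paper, when at least 200 and at most 6000 genes were detected and mitochondrial genes held at most 10% of the UMIs. The mitochondrial limit was exceeded by 55.8% of the vehicle and 40.2% of the teriparatide barcodes, and 549 and 1217 cells passed all limits. The libraries were integrated by canonical correlation analysis in Seurat and clustered on the first 20 principal components at a resolution of 0.6. Markers of the mesenchymal classes and the genes the paper names for these data were kept out of the variable genes, so that they did not shape the clusters. Markers of blood cells other than Ptprc were not kept out. Clusters were then named from the markers given in the paper, and cells of a named cluster are called OB-like, preOB-like, COP-like or MALP-like. Expression is given as UMIs of the gene per 1000000 UMIs (CPM), summed over the cells of a class in 1 library, with an exact Poisson interval. Positions are those of GENCODE vM21 on GRCm38. A cell was called male when it held a UMI of Ddx3y, Eif2s3y, Uty or Kdm5d and none of Xist, and female when it held Xist alone. Of the mesenchymal cells with a call, 52.6% (47.2 to 58.0) were male in the vehicle and 90.0% (87.1 to 92.5) in the teriparatide library.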

The single cells were then subjected to RNA sequencing with 10x Genomics. After excluding the residual contamination of hematopoietic cells expressing Ptprc (encoding CD45), integrated analysis of the vehicle and teriparatide datasets identified four major clusters by tSNE (t-distributed stochastic neighbor embedding), including osteoblasts (OBs) marked by Sp7, Col1a1, Bglap2, and Dmp1 (Figures 2A and 2B; Figure S3). 

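Clusters with the markers of hematopoietic cells held 73 of the 549 vehicle cells (13.3%, exact 95% interval 10.6 to 16.4) and 443 of the 1217 teriparatide cells (36.4%, 33.7 to 39.2). Erythroid-like clusters held 51 (9.29%, 6.99 to 12.0) and 167 cells (13.7%, 11.8 to 15.8). These clusters were left out together with 1 further vehicle and 3 further teriparatide cells with a UMI of Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708). The 424 vehicle and 604 teriparatide cells that remained had a median of 12236 and 21328 UMIs and were clustered again into 9 clusters. Some of them could not be named from the markers, and these held 62 vehicle cells (14.6%) and 74 teriparatide cells (12.3%). In the OB-like cells, Sp7 (ENSMUSG00000060284, chromosome 15 from 102356606 to 102367182) had 235 CPM (216 to 256) in the vehicle and 235 CPM (218 to 253) in the teriparatide library. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) reached 132456 and 104506 CPM, against 9825 and 20513 CPM in the preOB-like cells and 204 and 461 CPM in the COP-like cells. Bglap2 (ENSMUSG00000074486, chromosome 3 from 88377736 to 88378699), whose reads the counting could split with its paralogs, stood at 20040 and 20511 CPM in the OB-like cells and at no more than 989.6 CPM in another class of either library. Dmp1 (ENSMUSG00000029307, chromosome 5 from 104202613 to 104214102) had 754 CPM (719 to 789.5) in the vehicle and 2175 CPM (2122 to 2229) in the teriparatide library in the same cells.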

A second cluster expressed early osteoblast genes such as Runx2, Sp7, and Postn, but not Dmp1, and therefore was designated preosteoblast (preOB) (Figures 2B and 2C). 

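Runx2 (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797) was highest in the preOB-like cells of both libraries, at 308 CPM (268 to 352) in the vehicle and 362 CPM (319.9 to 408) in the teriparatide library. The OB-like cells had 144 and 191 CPM of it. Sp7 in preOB-like cells stood at 176 CPM (146 to 209) in the vehicle and 140.2 CPM (114 to 170.0) in the teriparatide library. Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037) had 552 CPM (499 to 610.1) in the vehicle and 1572 CPM (1483 to 1666) in the teriparatide library, against 27.4 and 106 CPM in the OB-like cells. Dmp1 was seen in 2 of 58 preOB-like cells of the vehicle library (3.45%, 0.420 to 11.9) and in 6 of 53 of the teriparatide library (11.3%, 4.27 to 23.0), so that most cells of the class held none. The share was 42.5% and 78.6% in the OB-like cells and 0.459% in the erythroid-like cells of both libraries, which should lack it. The median preOB-like cell held 9294 and 11799 UMIs, and at 3400 UMIs per cell the shares were 1.79% and 11.8%. The few cells with Dmp1 brought the class to 47.1 and 276 CPM, below the OB-like cells in both libraries. Tnn and Aspn, the other markers of the cluster, had 127 and 203 CPM and 649 and 1045 CPM in the vehicle and teriparatide libraries.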

The third cluster was enriched for chondrocyte markers, including Sox9, Sox5, Sox6, Col2a1, and Acan (Figures 2B and 2C). 

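In the COP-like cells, Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) had 831 CPM (789.5 to 874) in the vehicle and 1023 CPM (1001 to 1045) in the teriparatide library. Its level in the preOB-like cells was 31.4 and 31.3 CPM, and it was lower still in the OB-like (13.1 and 8.50 CPM) and MALP-like cells (6.11 and 7.87 CPM). Sox5 had 188 and 186 CPM in the COP-like cells and Sox6 had 103 and 105 CPM. Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) stood at 40151 CPM (39859.6 to 40444) in the vehicle and 41917 CPM (41775 to 42059) in the teriparatide library, and Acan (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099) at 3001 CPM (2922 to 3082) in the vehicle and 2963 CPM (2925 to 3001) in the teriparatide library. The OB-like cells held 674 and 291 CPM of Col2a1. The class joined 3 clusters, with 125, 124 and 83 cells, whose leading genes were Chad and Stc2 in the first, Cpm, Meg3 and Sfrp5 in the second, and Ppa1, Ndufa4l2 and Top2a in the third. The median cell of the class held 28718 UMIs in the vehicle and 30875 in the teriparatide library, more than in any other class.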

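A separate cluster led by Col10a1 and Ihh, genes of prehypertrophic and hypertrophic chondrocytes, held 8 vehicle cells (1.89%) and 20 teriparatide cells (3.31%). To count for a name, a marker had to be seen in at least 10% of the cells of a cluster and to exceed the mean CPM of the other clusters, and 3 such markers of a class were needed. Of the COP markers, Col2a1 and Acan met both terms in this cluster, Sox9 and Sox5 were below the mean, and Sox6 was just below it, at 38.8 against 40.5 CPM, so that the cluster stayed unnamed by a narrow margin. In this cluster Col10a1 (ENSMUSG00000039462, chromosome 10 from 34389981 to 34397085) stood at 81129 CPM, Ihh (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672) at 1343 CPM, Acan at 8384 CPM and Sox9 at 209 CPM, over both libraries together. In the COP-like cells, Col10a1 had 1.66 CPM (0.342 to 4.84) in the vehicle and 547 CPM (531 to 563) in the teriparatide library, and Ihh 0.552 CPM (0.0140 to 3.08) in the vehicle and 47.8 CPM (43.2 to 52.9) in the teriparatide library. The vehicle values rest on 3 UMIs of Col10a1 and 1 UMI of Ihh. Those of the teriparatide library come from few cells, with 95.4% of the 4377 UMIs of Col10a1 and 66.6% of the 383 UMIs of Ihh in 5 of 266 cells. A UMI of Col10a1 was seen in 19.2% of these COP-like cells and in 6.59% of the erythroid-like cells, with medians of 30875 and 10461 UMIs, and thinned to 3400 UMIs in 4.96% and 3.73%. Over both libraries, the COP-like cluster led by Chad held 3849 of its UMIs. Ucma, a gene of resting and proliferating growth plate cartilage, had 2199 and 2343 CPM in the COP-like cells, Matn3 had 3073 and 2586 CPM and Pthlh had 21.5 and 36.8 CPM. Prg4, a gene of articular cartilage, had 0 UMIs in the vehicle and 12 in the teriparatide COP-like cells.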

Because the growth plate was discarded before single-cell isolation and the hypertrophic chondrocytes that were closest to the trabecular bone region did not express tdTomato, we considered those chondrocyte-like cells unlikely to be conventional growth-plate chondrocytes. Furthermore, because most of the cluster also expressed Runx2 (81.2% of the cells) and Sp7 (60.7%), which are indicative of osteoblastogenic potentials, we termed the cluster COP (Figure 2C). 

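Of the 332 COP-like cells of both libraries, 81.0% (76.4 to 85.1) held at least 1 UMI of Runx2 and 60.2% (54.8 to 65.5) at least 1 UMI of Sp7, with Clopper-Pearson intervals. The median COP-like cell had 30284 UMIs, and the share of cells with a UMI rises with depth. Each cell was therefore also thinned at random to 3400 UMIs, the 10th percentile of the mesenchymal cells, and shallower cells were left out. At this depth, Runx2 was seen in 25.4% (20.8 to 30.5) and Sp7 in 15.6% (11.8 to 20.0) of 327 COP-like cells, the alternative that moved both values most. Erythroid-like cells, which should lack both genes, had a median of 10000 UMIs, and 0.917% of 218 held a UMI of Runx2 and as many a UMI of Sp7. After thinning these shares were 0.599% for Runx2 and 0% for Sp7, the latter with 0 of 167 cells and an upper limit of 2.18%. In the thinned preOB-like cells Runx2 was seen in 71.0% and Sp7 in 42.1%, and in the thinned MALP-like cells in 52.5% and 3.96%. As CPM, Runx2 in the COP-like cells was 85.6 and 99.4 CPM in the vehicle and teriparatide libraries and Sp7 was 51.4 and 56.3 CPM. The MALP-like cells held more Runx2, at 179.6 and 279.9 CPM, and less Sp7, at 6.72 and 21.0 CPM.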

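In the MALP-like cells, Lepr (ENSMUSG00000057722, chromosome 4 from 101717404 to 101815352) had 1154 CPM (1103 to 1207) in the vehicle and 835 CPM (783 to 889.9) in the teriparatide library, and Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028) had 3059 CPM (2975 to 3145) in the vehicle and 1058 CPM (999 to 1119.6) in the teriparatide library. Cxcl12 (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) stood at 25544 and 22527 CPM in the vehicle and teriparatide libraries, Vcam1 at 1646 and 1184 CPM and Pdgfrb at 430.1 and 449.5 CPM. The preOB-like cells held the next highest levels of several of these genes, with 277 and 191 CPM of Lepr, 4174 and 1742 CPM of Cxcl12, 244 and 373 CPM of Pdgfrb and 695 and 93.9 CPM of Adipoq. The COP-like cells had 7.73 and 5.25 CPM of Lepr and 0 and 0.250 CPM of Adipoq.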

The final cluster expressed Lepr, Cxcl12, Vcam1, Pdgfrb, and Adipoq, among other markers, and appeared to be identical to the adiponectin-expressing bone marrow stromal cells recently designated as marrow adipogenic lineage progenitors (MALPs) (Mukohira et al., 2019; Zhong et al., 2020) (Figure 2B;FigureS3). Thus, scRNA-seq has uncovered heterogeneous cell clusters among MMPs.

Further analysis of the clusters revealed unique features of COP. They were enriched for the prototypical Hh target genes Gli1, Ptch1, and Hhip, indicating that they were most responsive to Hh signaling among the clusters at the time of isolation (Figure 2D). 

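Gli1 (ENSMUSG00000025407, chromosome 10 from 127329882 to 127341974) was sparsely detected. The COP-like cells held 9 UMIs of it in the vehicle library, or 4.97 CPM (2.27 to 9.43), and 75 UMIs in the teriparatide library, or 9.37 CPM (7.37 to 11.7). The log2 ratio of the COP-like cells to the OB-like, preOB-like and MALP-like cells together was 4.55 (1.70 to 10.00) in the vehicle and 3.17 (1.89 to 4.84) in the teriparatide library, with the conditional binomial interval for 2 counts. Ptch1 (ENSMUSG00000021466, chromosome 13 from 63508328 to 63573598) had 160.1 CPM (142 to 179.7) and 169 CPM (160.0 to 178) in the COP-like cells, and the ratio was 2.78 (2.46 to 3.11) and 3.15 (2.84 to 3.47). Hhip (ENSMUSG00000064325, chromosome 8 from 79965851 to 80058006) had 73.4 CPM (61.5 to 87.0) and 112 CPM (105 to 119), with a ratio of 5.43 (4.41 to 6.68) and 7.49 (5.94 to 9.77). Of these ratios, that of Gli1 in the vehicle library moved most under another setting, to 2.70 with cells of up to 20% mitochondrial UMIs kept. Within the class, Hhip was uneven. The cluster led by Cpm, which has Hhip itself among its leading genes, held 233 CPM, and the clusters led by Chad and by Ppa1 held 49.7 and 33.0 CPM over both libraries. Ptch1 and Gli1 ran the other way and were lowest in the Cpm-led cluster, at 115 and 4.64 CPM. Ptch1 stood at 220 and 162 CPM in the Chad-led and Ppa1-led clusters, and the sparse Gli1 at 11.4 and 9.48 CPM. Of the 120 cells of the Cpm-led cluster with a call of sex, 118 were male.

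**Figure D1:**
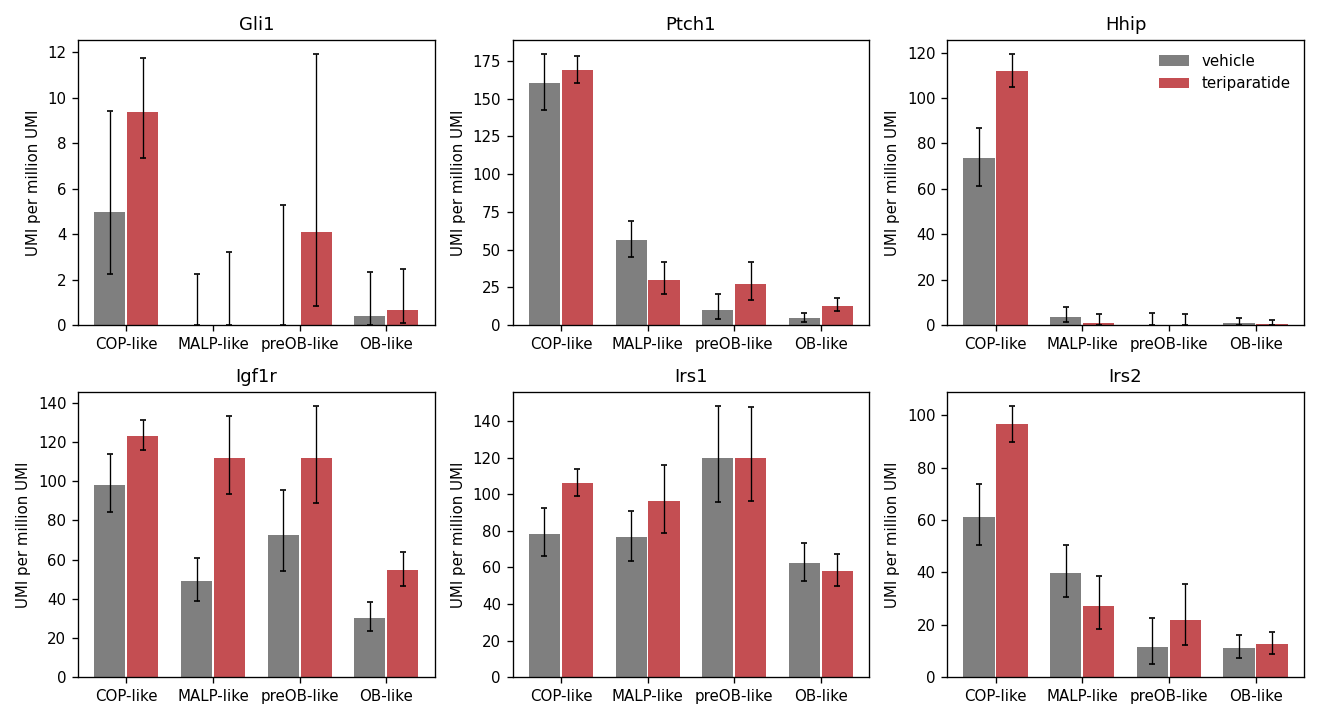
Expression of Gli1, Ptch1, Hhip, Igf1r, Irs1 and Irs2 in CPM (vertical axis) in each class (horizontal axis) of the vehicle and teriparatide libraries, with bars for 95% Poisson intervals. Hhip stands at 73.4 and 112 CPM in the COP-like cells and at or below 3.67 CPM in the other classes.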

Although all clusters expressed the teriparatide receptor Pth1r, COP was further enriched for the Igf signaling components including Igf1r, Irs1, and Irs2, whereas MALP expressed the most Igf1 (Figure 2E). 

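Pth1r (ENSMUSG00000032492, chromosome 9 from 110722085 to 110747145) had 343 CPM (316 to 371) in the COP-like cells of the vehicle library, 559 CPM (505 to 618) in the preOB-like, 504 CPM (476 to 533) in the OB-like and 118 CPM (102 to 136) in the MALP-like cells. In the teriparatide library these values were 766, 496, 494 and 135 CPM. The log2 ratio of Pth1r in the COP-like cells to the other 3 classes was -0.14 (-0.27 to -0.01) in the vehicle library, which changed sign under some alternatives, and 0.91 (0.83 to 0.98) in the teriparatide library. Igf1r (ENSMUSG00000005533, chromosome 7 from 67952827 to 68233668) had a ratio of 1.19 (0.89 to 1.49) and 0.68 (0.51 to 0.86) in the vehicle and teriparatide libraries. Irs1 was not detectably higher in the COP-like cells of the vehicle library, with a ratio of 0.05 (-0.24 to 0.33) and the highest level in the preOB-like cells (119.9 CPM against 78.4 CPM). In the teriparatide library its ratio was 0.47 (0.30 to 0.65), and the preOB-like cells had 119.8 CPM against 106 CPM, with overlapping intervals of 96.1 to 148 and 99.3 to 114. Irs2 had a ratio of 1.54 (1.14 to 1.95) and 2.47 (2.14 to 2.81). Igf1 (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042) had 627 CPM (591 to 664) and 186 CPM (177 to 196) in the COP-like cells and 368 CPM (339.6 to 399) and 183 CPM (159 to 209) in the MALP-like cells, and the intervals of the teriparatide library overlap. A UMI of Igf1 was seen in 34.8% and 26.7% of the COP-like, 88.0% and 78.8% of the MALP-like and 1.96% and 0.599% of the erythroid-like cells, whose medians were 28718 and 30875, 12721 and 14116 and 9189 and 10461 UMIs. Thinned to 3400 UMIs, the shares were 29.2% and 19.5%, 64.2% and 45.6% and 3.03% and 0%. Since shares and CPM rank the classes differently, no order of COP-like and MALP-like cells is read from either. Of the Igf1 UMIs of the COP-like cells, nearly all lay in the cluster led by Cpm, which had 794 CPM over both libraries, while the clusters led by Chad and by Ppa1 had 12.8 and 5.23 CPM. That cluster held 118 male and 2 female cells, so that the level of Igf1 in the COP-like class is almost that of male cells alone. The preOB-like cells had 288 and 127 CPM of Igf1. In the OB-like cells it had 2 UMIs in the vehicle and 0 in the teriparatide library, with an upper limit of 1.25 CPM.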

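Of the mesenchymal cells of the vehicle library, 15.6% (12.2 to 19.4; 66 cells) were COP-like, and of those of the teriparatide library 44.0% (40.0 to 48.1; 266 cells). The shares differed by 28.5 (23.1 to 33.5) percentage points, with Newcombe's interval, and by a ratio of 2.83 (2.15 to 3.76). MALP-like cells made up 29.5% (25.2 to 34.1; 125 cells) of the vehicle and 13.2% (10.6 to 16.2; 80 cells) of the teriparatide library, a difference of -16.2 (-21.4 to -11.2) percentage points. For the preOB-like cells the shares were 13.7% (10.6 to 17.3; 58 cells) and 8.77% (6.64 to 11.3; 53 cells), a difference of -4.90 (-9.02 to -1.02) percentage points. All these shares are of the cells of a library that were kept, the unnamed cells among them. They add up to the whole, so a larger COP-like share by itself lowers the shares of the other classes. A lower share of another class is therefore not by itself a loss of its cells. Within male cells alone, 28.9% (22.4 to 36.1; 52 of 180 cells) of the vehicle and 51.0% (46.3 to 55.7; 230 of 451 cells) of the teriparatide library were COP-like. Within female cells the shares were 6.79% (3.44 to 11.8; 11 of 162 cells) and 50.0% (35.5 to 64.5; 25 of 50 cells). MALP-like cells fell from 28.3% to 13.7% of the male and from 40.7% to 14.0% of the female cells. The difference in the COP-like share moved most, to 43.2 percentage points, when only female cells were counted.

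**Figure D2:**
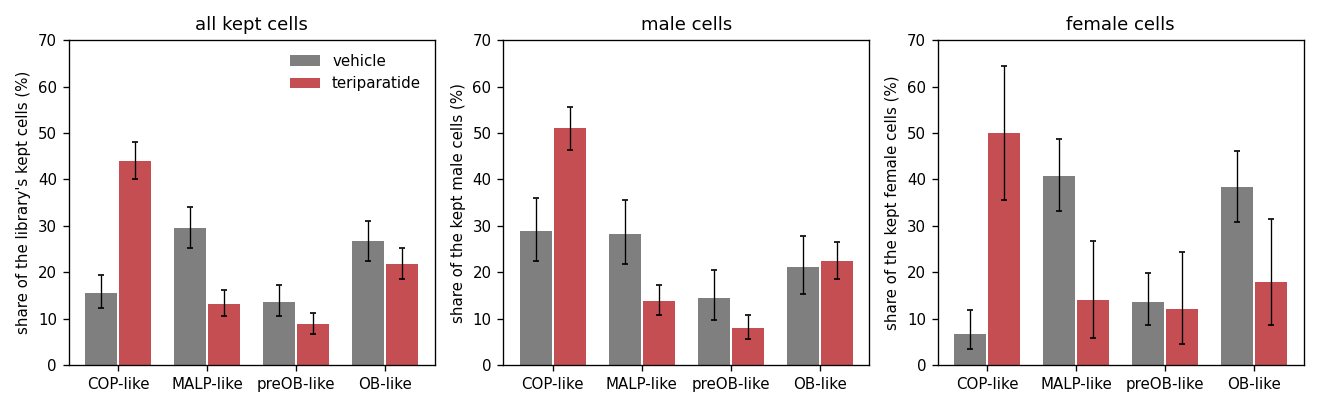
Share of each class in percent (vertical axis) in all mesenchymal cells, male cells and female cells of the vehicle and teriparatide libraries, with bars for exact 95% intervals. COP-like cells rise from 15.6% to 44.0% of all cells.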

Interestingly, teriparatide expanded the COP cluster, apparently at the expense of MALP and preOB (Figure 2F) (see Discussion). However, analysis of the differential gene expression showed that teriparatide increased the expression of multiple osteoblast marker genes in all four clusters, indicating a broad osteogenic effect of teriparatide (Table S1). In particular, Igf1r was upregulated by teriparatide in the COP, OB, and MALP clusters, supporting a potential role of the Igf pathway in mediating teriparatide signaling. Furthermore, Gene Ontology and pathway analysis with DAVID (the database for annotation, visualization and integrated discovery) identified ribosomal proteins and oxidative phosphorylation as the top categories induced by teriparatide across all clusters (Tables S2–S5). Thus, teriparatide exerts a broad osteogenic and anabolic effect on all MMPs and their progenies, including the expansion of COP.

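Table S1 lists 33 pairs of a gene and a cluster with a higher level under teriparatide, chosen by the study on these same libraries, and 32 of the pairs were higher in the teriparatide library when UMIs were summed over each class. In the OB-like cells, Mepe had a log2 ratio of teriparatide to vehicle CPM of 2.36 (2.21 to 2.51), Dmp1 of 1.53 (1.45 to 1.61), Spp1 of 1.91 (1.89 to 1.93) and Ibsp of 1.23 (1.19 to 1.28). Within male and female cells Dmp1 was 0.75 and 4.12 and Ibsp 0.72 and 1.98. Mepe lay almost wholly in 1 cluster of the class, led by Mepe and Dmp1. That cluster held 17 of 113 vehicle and 37 of 131 teriparatide cells of the class, so that the ratio of Mepe can also reflect its larger part. The same holds for Dmp1 and Spp1. Over both libraries the cluster had 14862 CPM of Dmp1 and 205566 CPM of Spp1, against 504 and 13380 CPM in the other cluster of the class. Sost had no UMI in the vehicle and 66 in the teriparatide library. It was 17.8-fold higher against a floor of 3 counts, with a lower 95% limit of 3.81 on the log2 scale. All of these UMIs lay in 3 of 131 cells (2.29%, 0.475 to 6.55), against 0 of 113 in the vehicle library (up to 3.21%). Phex was 0.76 (0.61 to 0.92) over all cells, but -0.29 within male and 3.06 within female cells. Of the genes listed for preOB, the highest ratios were those of Dmp1 at 2.55 (2.02 to 3.13), from 2 and 6 cells with a UMI, Ibsp at 1.61 (1.52 to 1.70) and Enpp1 at 1.52 (0.88 to 2.19). Col1a1 was 1.06 (1.02 to 1.10) and Col1a2 1.27 (1.22 to 1.32) there. Mgp was the pair that was lower, at -0.28 (-0.41 to -0.14), with -1.39 in male and 1.08 in female cells. In the COP-like cells, Pth1r was 1.16 (1.04 to 1.28), with 1.23 in male and 0.24 (-0.12 to 0.61) in female cells, and Mgp 0.66 (0.65 to 0.67). The ratios of Spp1, Bglap and Bglap2 in these cells, 0.63, 1.43 and 1.06, took opposite signs in the sexes. They were -0.10, 2.66 and 2.31 in male and 2.15, -1.01 and -2.30 in female cells. In the MALP-like cells, Runx3 was 0.92 (0.21 to 1.64), Runx2 0.64 (0.41 to 0.87), Col1a2 0.43 (0.36 to 0.50) and Runx1 0.22 (0.10 to 0.35). Over all genes with at least 50 UMIs, the median log2 ratio lay at -0.20, -0.08, -0.15 and -0.09 in the COP-like, MALP-like, preOB-like and OB-like cells, and each ratio can be read against that shift.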

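In the COP-like cells, Igf1r rose from 178 UMIs, or 98.3 CPM (84.4 to 114), to 987 UMIs, or 123 CPM (116 to 131), a log2 ratio of 0.33 (0.10 to 0.57). The MALP-like cells had 48.9 CPM (38.8 to 60.8) and 112 CPM (93.4 to 133), a ratio of 1.20 (0.78 to 1.62), and the OB-like cells 30.3 CPM (23.7 to 38.2) and 54.7 CPM (46.6 to 63.9), a ratio of 0.85 (0.44 to 1.27). A rise was also measured in the preOB-like cells, from 72.8 CPM (54.2 to 95.7) to 112 CPM (88.8 to 139), or 0.62 (0.10 to 1.15). Within male cells the ratios were 0.36 in COP-like, 0.97 in MALP-like, 1.18 in OB-like and 0.95 in preOB-like cells. Within female cells, of which the teriparatide library held few, they were 0.04, 0.40, 0.25 and -0.29. With every cell thinned to 3400 UMIs, the ratio in the OB-like cells turned negative, to -0.40.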

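The ribosomal protein genes with at least 50 UMIs in a class, 84 in each, had a median log2 ratio of teriparatide to vehicle CPM of 0.28, 0.55, 0.26 and 0.25 in the COP-like, MALP-like, preOB-like and OB-like cells. The numbers of genes that were higher were 57, 83, 66 and 63. Among 10000 random lists of as many genes matched on mean expression, whose medians centred on -0.14, -0.13, -0.21 and -0.09, the observed median stood at the percentile of 100 in every class. In female cells alone that of the MALP-like cells stood at 93.2. This describes the 2 libraries and is not a test of the treatment. Ribosomal protein genes held 18.5, 8.48, 13.6 and 11.3% of the UMIs in the vehicle and 22.5, 13.4, 17.3 and 14.6% in the teriparatide library. The nuclear genes of oxidative phosphorylation had medians near 0, at -0.11, 0.01, -0.01 and 0.03. Of 81, 77, 78 and 78 genes, 37, 41, 38 and 41 were higher. The random lists matched to them centred on -0.28, -0.11, -0.20 and -0.15, and the observed medians stood at percentiles of 99.9, 98.8, 99.4 and 100. In female cells alone the percentiles were 100, 37.8, 94.8 and 99.7, with the MALP-like median of 0.06 below the 0.08 on which its random lists centred. Their side of 0 depends on the scaling. With the median ratio over all genes as the scale in place of the total UMIs, the medians of the oxidative phosphorylation genes were 0.10, 0.09, 0.13 and 0.13, and those in the COP-like and preOB-like cells changed sign.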

To explore the potential lineage relationship among clusters, we next performed trajectory analysis with Monocle 3. Clustering of the integrated data by UMAP (uniform manifold appropriation and projection) confirmed the same four clusters as found by tSNE, except that it distinguished a subgroup of the osteoblast cluster as Ocy marked by the expression of Dmp1 and Mepe (Figure 2G, upper). 

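A cluster of 54 cells led by Mepe and Dmp1, counted among the OB-like cells, was set apart from the main OB-like cluster of 190 cells. Dmp1 stood at 14862 CPM in it over both libraries, against 504 CPM in the main cluster. Mepe (ENSMUSG00000053863, chromosome 5 from 104325329 to 104338611) had 8207 CPM, against 0.406 CPM. Phex had 1426 and 206 CPM, and all 66 UMIs of Sost in the named classes lay in the smaller cluster. It held 17 cells of the vehicle library (4.01%) and 37 of the teriparatide library (6.13%), a ratio of the shares of 1.53 (0.839 to 2.89), so that a difference between the libraries was not detectable at this number of cells. The median cell of the cluster had 6438 UMIs.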

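The 3 clusters that made up the COP-like class were each larger in the teriparatide library. The cluster led by Chad and Stc2 held 23 vehicle and 102 teriparatide cells (5.42% and 16.9%), a ratio of the shares of 3.11 (1.97 to 5.13). The cluster led by Cpm, Meg3 and Sfrp5 held 25 vehicle and 99 teriparatide cells (5.90% and 16.4%), a ratio of the shares of 2.78 (1.78 to 4.50). In the cluster led by Ppa1 and Top2a there were 18 vehicle and 65 teriparatide cells (4.25% and 10.8%), a ratio of the shares of 2.53 (1.49 to 4.54). These intervals overlap, so that the rise was not detectably different between the clusters. The Cpm-led cluster was almost all male, with 118 male and 2 female cells, and the teriparatide library held more male cells. Within male cells its share went from 13.3% to 20.8%, a ratio of 1.56 (0.990 to 2.56), with 1 inside the interval. The ratio within male cells was 2.21 (1.26 to 4.12) for the Chad-led and 1.63 (0.875 to 3.25) for the Ppa1-led cluster, the latter again with 1 inside. Within female cells these 2 clusters had 6 and 4 vehicle and 13 and 11 teriparatide cells, with ratios of 7.02 (2.49 to 22.5) and 8.91 (2.64 to 38.4).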

Separate visualization of the datasets confirms that teriparatide expanded the COP cluster (Figure S4A). Trajectory prediction based on Sox9 or Acan expression revealed temporal progression from COP to preOB and further to either MALP or OB/Ocy (Figure 2G, lower; Figure S4B). 

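Diffusion pseudotime in scanpy, on the integrated principal components, was used in place of Monocle 3. From the COP-like cell with the most Sox9 per UMI, the median pseudotime was 0.0713 in the COP-like, 0.690 in the preOB-like, 0.689 in the OB-like and 0.859 in the MALP-like cells of both libraries together. The preOB-like and OB-like cells thus could not be ordered. Rooted at the cell with the most Acan, the medians were 0.0892, 0.661, 0.661 and 0.844. In the vehicle library alone, rooted by Sox9, the order was COP-like (0.0499), preOB-like (0.537), MALP-like (0.668) and OB-like (0.823). In the teriparatide library it was COP-like (0.0970), OB-like (0.740), preOB-like (0.753) and MALP-like (0.858). The connectivity between classes, from 0 for none to 1, was computed with PAGA on the same neighbor graph. It was 0.115 between MALP-like and preOB-like and 0.0505 between preOB-like and OB-like cells. Over both libraries the COP-like cells were linked weakly, with 0.0104 to the preOB-like and 0.00630 to the OB-like cells and 0 to the MALP-like cells. In the vehicle library the link between COP-like and preOB-like cells was 0.0707. It lay there between the links of the preOB-like cells to the OB-like (0.0492) and MALP-like cells (0.0836). In the teriparatide library it was 0.0121, below these 2 links at 0.147 and 0.352. The start at COP-like cells was set by the choice of the root. From the order along its own trajectory, the paper proposes that COP could act as progenitors of osteoblasts and MALPs.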

The computational analysis therefore indicates that COP could potentially function as osteoblast and MALP progenitors.

To test directly the computational prediction of COP as osteoblast progenitors, we used the Acan-CreER^T2^ mouse that expresses CreER^T2^ from the endogenous aggrecan gene locus and is therefore expected to mark the COP cells upon TAM administration. We first dosed the Acan-CreER^T2^;Ai9 mice with TAM at four weeks of age before harvesting them 24 h later. Compared with Gli1-CreER^T2^, Acan-CreER^T2^ marked significantly fewer cells within the primary spongiosa (Figures S5A–S5C). Immunostaining detected Runx2 or Gli1 protein in most Acan-CreER^T2^-targeted cells in the primary spongiosa, thus confirming the utility of Acan-CreER^T2^ in targeting COP cells (Figures 3A–3C). However, Sox9 immunostaining failed to detect a clear signal in the primary spongiosa, indicating that the COP cells may contain little Sox9 protein despite mRNA expression; the result confirms our previous finding (Figures S5D and S5E) (Shi et al., 2017). We next tracked the fate of the COP cells for two weeks in the Acan-CreER^T2^;Ai9 mice after TAM dosing at 4 weeks of age. Immunostaining for Osx showed that compared with 24 h, the tdTomato+Osx+ cells greatly expanded in the primary spongiosa and trabecular bone region (Figures 3D–3F). To clarify whether COP targeted by Acan-CreER^T2^ became mature osteoblasts with time, we repeated the lineage tracing experiment in mice with the genotype of Acan-CreER^T2^;Ai9;ColI-GFP. At 24 h, the tdTomato^+^ COP cells were distinct from the GFP+ mature osteoblasts (Figure 3G). However, after 2 weeks, many double-positive cells were detected within the trabecular bone region, providing direct evidence for the differentiation of COP to osteoblasts (Figure 3H). The lineage tracing experiments therefore confirm the prediction from trajectory analysis that COP is an osteoblast progenitor.

We next examined the effect of teriparatide on COP. Mice with the genotype of Acan-CreER^T2^;Ai9 were dosed with TAM at four weeks of age and then injected with teriparatide or vehicle once daily for three days before harvest. The mice were injected with EdU shortly before sacrifice to allow for cell proliferation assays. Immunostaining for Osx showed that teriparatide increased both the total number of tdTomato^+^ Osx^+^ cells and the percentage of double positives among tdTomato+ cells within the primary spongiosa (Figures 4A–4D). Moreover, EdU labeling detected an increase in proliferation among the tdTomato+ cells by teriparatide (Figures 4E–4G). To determine whether teriparatide enhances the production of mature osteoblasts from COP, we treated the Acan-CreER^T2^;Ai9;ColI-GFP mice with teriparatide or vehicle for seven days after they were dosed with TAM at four weeks of age. Teriparatide markedly increased the number of tdTomato+GFP+ osteoblasts within the trabecular bone region (Figures 4H–4J). Thus, genetic experiments demonstrate that teriparatide stimulates COP to proliferate and produce more osteoblasts *in vivo*.

### Hh signal is required for teriparatide stimulation of MMPs

Because MMPs are characterized by Hh signaling and stimulated by teriparatide, we next examined whether the two signals interact in the progenitors. Ihh expressed by growth-plate chondrocytes is the predominant Hh ligand in the growing skeleton, so we decided to test whether reduced Ihh signaling might change the effect of teriparatide. Although the full knockout of Ihh leads to neonatal lethality, heterozygous mice live without obvious defects (St-Jacques et al., 1999). Therefore, we produced mice with the genotype of Gli1-CreER^T2^;Ai9;Ihh^+/−^ and the littermate control of Gli1-CreER^T2^;Ai9 to compare their response to teriparatide followed by TAM administration at 1 month of age. When the animals were injected the vehicle solution, the number of tdTomato^+^ cells within the metaphysis was similar between the genotypes (Figures 5A, 5A1, 5B, and 5B1). As expected, teriparatide greatly expanded the tdTomato^+^ population in the control mice (Figures 5A, 5A1, 5C, and 5C1). However, no such increase was observed in the Gli1-CreER^T2^;Ai9;Ihh^+/−^ mice (Figures 5B, 5B1, 5D, and 5D1). These results indicate that teriparatide expands the pool of MMPs, likely by amplifying Hh signaling among mesenchymal cells within the primary spongiosa.

We next assessed the effect of Hh signaling on MMP proliferation and differentiation induced by teriparatide. GDC-0449, a potent inhibitor of Smo, was used to block Hh signaling with or without teriparatide coinjection for three days, following TAM administration in the Gli1-CreER^T2^;Ai9 mice. EdU staining showed that GDC-0449 not only decreased the basal proliferation rate of MMPs but also eliminated the mitogenic effect of teriparatide (Figures 6A and 6B). Similarly, the inhibitor abolished the induction of Osx in MMPs by teriparatide (Figures 6C and 6D). Thus, Hh signaling is essential for teriparatide to stimulate the proliferation and osteoblast differentiation of MMPs.

To assess the impact of Hh inhibition on the bone anabolic effect of teriparatide, we treated wild-type mice with teriparatide, GDC-0449, or both for ten days. μCT analyses revealed that GDC-0449 modestly reduced the normal cancellous bone mass but essentially eliminated the increase caused by teriparatide (Figures 6E and 6F; Figure S6A). Histology of the tibia confirmed that GDC-0449 abolished the expansion of the cancellous bone region by teriparatide (Figure S6B). Serum biochemistry showed that the inhibitor significantly suppressed the circulating PINP (procollagen type I N-terminal propeptide) level, an indicator of overall bone formation activity (Figure 6G). However, GDC-0449 did not seem to affect the bone resorption marker CTX-I (type I collagen cross-linked c-telopeptide), which was elevated by teriparatide as expected (Figure 6H). Because teriparatide is known to increase the activity of existing osteoblasts,we performed double-labeling experiments to assess whether GDC-0449 also affected osteoblast function. Quantification showed that the stimulation of mineral apposition rate (MAR) by teriparatide on the endosteal surface of the tibia was not affected by GDC-0449, indicating that the suppression of serum PINP levels by the inhibitor mostly resulted from decreased *de novo* osteoblast production (Figures 6I and 6J). Potential minor effects of GDC-0449 on bone resorption or osteoblast activity could still exist but were not detected here because of the small sample size. Nonetheless, the data support that Hh signaling is required for teriparatide to stimulate osteoblast differentiation from MMPs.

### Igf signaling is required for teriparatide to stimulate bone formation from MMPs

Because COP is enriched for the Igf signaling components and upregulates Igf1r expression in response to teriparatide, we next investigated whether Igf and teriparatide signaling interact in MMPs. To this end, we generated mice with the genotype of Gli1-CreER^T2^;Ai9;Igf1r^c/c^ (CKO) to allow simultaneous labeling of MMPs and deletion of Igf1r upon TAM administration. We first assessed the impact of Igf1r deletion on the acute effect of teriparatide. For this, the CKO and control littermates with the genotype of Gli1-CreER^T2^;Ai9;Igf1r^c/+^ (Ctrl) were treated with teriparatide or vehicle for three days following TAM dosing at one month of age. EdU labeling indicated that Igf1r deletion reduced the basal rate of MMP proliferation; it also blunted, but did not eliminate, induction by teriparatide (Figures 7A and 7B). Statistical analysis with two-way ANOVA did not detect a significant interaction between Igf1r and teriparatide (p value 0.8856), indicating that the two signals may stimulate proliferation independently. However, because we have not determined the deletion efficiency of Igf1r in MMPs, we cannot rule out that the apparent lack of interaction may result from incomplete deletion of Igf1r. Deletion of Igf1r also reduced the percentage of Osx^+^ cells derived from MMPs under both basal and teriparatide conditions (Figures 7C and 7D). Here, statistical analysis detected a significant interaction between Igf1r deletion and teriparatide (interaction p value 0.0321), indicating that Igf and teriparatide signaling synergize in promoting osteoblast differentiation. Overall, Igf signaling at least partially mediates the osteogenic function of teriparatide in MMPs.

We next assessed the effect of Igf1r deletion in MMPs on the overall bone anabolic activity of teriparatide after a longer-term treatment. Here we compared CKO or Ctrl littermate mice, both of which received once-daily teriparatide injection for 21 days after TAM administration at one month of age. Analyses of the proximal tibia by μCT detected a significant loss of cancellous bone mass in CKO versus Ctrl mice, regardless of teriparatide (Figures 7E and 7F). Importantly, statistical analysis detected significant interaction between Igf1r and teriparatide (two-way ANOVA, interaction p value 0.0054). Additional quantification revealed that Igf1r deletion reduced Tb.th, coupled with increased Tb.Sp, without altering Tb.N (Figure S7). Serum biochemistry showed that Igf1r deletion suppressed both basal and teriparatide-induced PINP levels, with significant interaction between Igf1r and teriparatide (Figure 7G) (two-way ANOVA, interaction p value 0.0025). However, the deletion did not influence CTX-I levels, which were elevated by teriparatide regardless of Igf1r deletion (Figure 7H). Overall, Igf signaling in MMPs not only contributes to normal trabecular bone formation but also mediates the optimal anabolic response to teriparatide in growing mice.

## DISCUSSION

The study shows that once-daily teriparatide stimulates both proliferation and osteoblast differentiation of the Gli1^+^ MMPs in postnatal growing mice. The proliferative effect of teriparatide critically depends on Hh, whereas the osteogenic function requires both Hh and Igf signaling in MMPs. scRNA-seq reveals that MMPs are heterogeneous and include a COP that responds to Hh signaling and increases in number when exposed to teriparatide. The study therefore identifies COPs as important target cells of teriparatide within the primary spongiosa of long bones in growing mice.

Besides COP, scRNA-seq has revealed three additional populations (OB, preOB, and MALP) among MMPs or their progenies. Compared with COP, those other populations exhibited little to no expression of the classic Hh target genes, and trajectory analysis predicts that they could derive from Hh-responsive COP. Indeed, lineage tracing with Acan-CreER^T2^ shows that COP can give rise to OB. However, because Acan-CreER^T2^ marked fewer cells than Gli1-CreER^T2^ in the primary spongiosa at 24 h after TAM induction, COP likely represents only a subset of the MMPs initially marked by Gli1 but maintains Hh responsiveness, whereas the others (e.g., preOB) have lost the response by the time of harvest (6 days after the initial TAM injection). 

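In the MALP-like cells of the vehicle library, Ptch1 had 56.2 CPM (45.3 to 68.9), and in those of the teriparatide library 29.7 CPM (20.6 to 41.6). The preOB-like cells had 9.99 CPM (4.02 to 20.6) and 27.2 CPM (16.6 to 42.0) of it, so that the MALP-like level stood apart from theirs in the vehicle library alone, and the OB-like cells had 4.63 and 12.9 CPM. Gli1 had no UMI in the MALP-like cells of either library, with upper limits of 2.25 and 3.23 CPM. In the preOB-like cells Gli1 had 0 UMIs in the vehicle and 3 in the teriparatide library, and in the OB-like cells 1 and 2. Hhip had no UMI in the preOB-like cells, and 6 and 1 in the MALP-like cells. The upper limits for Hhip in the preOB-like cells were 5.26 and 5.02 CPM.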

The origin of COP or the other MMPs is uncertain at present but could be the perichondrium, which has been shown to supply trabecular osteoblasts, as well as marrow stromal cells in developing bones (Maes et al., 2010). Alternatively, COP could arise from hypertrophic growth-plate chondrocytes, which have been shown to produce osteoblasts in the primary spongiosa (Yang et al., 2014; Zhou et al., 2014b). However, a recent study shows that the contribution of hypertrophic chondrocytes to trabecular bone mass is minimal after birth (Qin et al., 2020). In contrast, MMPs are a major source for trabecular bone formation in postnatal growing mice (Shi et al., 2017). Therefore, hypertrophic chondrocytes may not be the main source for postnatal MMPs, including COP.

The scRNA-seq data show that three daily injections of teriparatide expand the COP population, apparently at the expense of preOB and MALP without overt changes in OB. 

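OB-like cells, the osteocyte-like cluster among them, made up 26.7% (22.5 to 31.1; 113 cells) of the vehicle and 21.7% (18.5 to 25.2; 131 cells) of the teriparatide library. The difference was -4.96 (-10.3 to 0.315) percentage points, an interval that includes 0. Of the 2 clusters of the class, the main one fell from 22.6% to 15.6%, a ratio of 0.687 (0.512 to 0.923), while the osteocyte-like one went from 4.01% to 6.13%, a ratio of 1.53 (0.839 to 2.89). The ratio for the main cluster was 1.06 (0.692 to 1.68) within male and 0.279 (0.0874 to 0.690) within female cells. Within male cells the shares of the class were 21.1% (15.4 to 27.8; 38 of 180 cells) and 22.4% (18.6 to 26.5; 101 of 451 cells), and within female cells 38.3% (30.8 to 46.2; 62 of 162 cells) and 18.0% (8.58 to 31.4; 9 of 50 cells), so that the OB-like share was lower under teriparatide in the female cells alone. The difference between the sexes was not tested. In the female cells the COP-like share was 6.79% in the vehicle and 50.0% in the teriparatide library. Such a rise by itself lowers the shares of the other classes, so a lower OB-like share need not be a loss of OB-like cells. The preOB-like share fell from 14.4% to 7.98% of the male cells and from 13.6% to 12.0% of the female cells.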

Whereas increased proliferation is likely responsible for the COP expansion, the decrease in preOB and MALP may result from changes in differentiation. 

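The summed level of 12 genes of cycling cells (Mki67, Top2a, Cdk1, Ccnb1, Ccnb2, Birc5, Cenpf, Tpx2, Ube2c, Pclaf, Rrm2 and Tyms) in the COP-like cells was 255 CPM (232 to 279) in the vehicle and 301 CPM (289 to 313) in the teriparatide library. Cells with at least 2 of the genes made up 28.8% (18.3 to 41.3) and 23.3% (18.4 to 28.9) of the class, and 10.8% and 6.49% at 3400 UMIs per cell. No order between the libraries can be read from these shares, whose intervals overlap. In the preOB-like cells the level was 47.1 CPM (32.4 to 66.1) and 199 CPM (168 to 234), in the OB-like cells 28.6 CPM (22.2 to 36.3) and 106 CPM (94.6 to 119), and in the MALP-like cells 27.5 CPM (20.1 to 36.8) and 32.4 CPM (22.8 to 44.6).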

Because the trajectory analysis indicates that preOB could give rise to either OB or MALP, teriparatide may accelerate the differentiation of preOB in favor of OB over MALP, thus reducing both preOB and MALP populations. Such a model would predict an increase in OBs, but all OBs may not be readily dissociated from the bone matrix, resulting in incomplete representation of OBs in scRNA-seq.

Our finding about COP is consistent with previous reports. The Col2 promoter was previously found to be active in at least a subset of the osteogenic progenitors associated with the trabecular bone during embryonic development (Hilton et al., 2007). Lineage tracing of cells expressing Col2, Sox9, or Acan in postnatal day-3 mice showed that they gave rise to osteoblasts during the subsequent growing phase (Ono et al., 2014). Further studies showed that the Sox9^+^ cells persisted in the metaphysis of long bones in 6-week-old mice and produced osteoblasts with time, although it was not clear whether the Sox9^+^ osteoblast precursors expressed the classic chondrocyte markers (Balani et al., 2017). 

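Among the 328 of 332 COP-like cells that held a UMI of Sox9, 99.7% also held a UMI of Col2a1, 99.4% of Acan, 99.1% of Col9a1, 94.8% of Matn3, 92.4% of Sox5 and 88.7% of Sox6. Col2a1 was abundant enough to appear as free RNA in 28.0% of the erythroid-like cells, where Acan was seen in 4.59% and Sox9 in 1.38%. At 3400 UMIs per cell, Sox9 was seen in 288 of 327 COP-like cells, and 100% of these held Col2a1, 96.5% Acan, 48.3% Sox5 and 27.4% Sox6. Col2a1 was then seen in 7.78% and Acan in 1.80% of the erythroid-like cells. The 39 thinned COP-like cells without Sox9 held Sox5 in 38.5% (23.4 to 55.4), against 48.3% (42.4 to 54.2) with Sox9, and Sox6 in 33.3% (19.1 to 50.2), against 27.4% (22.4 to 33.0). The intervals overlap for both genes and for Matn3, at 74.4%, 57.9 to 87.0, without and 89.9%, 85.9 to 93.2, with Sox9. They do not overlap for Col2a1 (87.2%, 72.6 to 95.7, without and 100%, 98.7 to 100, with Sox9), Acan (82.1%, 66.5 to 92.5, without and 96.5%, 93.7 to 98.3, with Sox9) and Col9a1 (34 of 39 cells without and 285 of 288 with Sox9), which were seen less often in the cells without Sox9.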

Here, by scRNA-seq, we detected coexpression of Sox9 with all known chondrocyte markers in the COP cluster, indicating that the Sox9^+^ osteoblast precursors, as previously reported, may overlap significantly with COP. However, despite mRNA expression, the COP cells seem to express little, if any, Sox9 protein detectable by immunostaining. Similarly, others reported only few cells targeted by Sox9-CreER^T2^ in the primary spongiosa to exhibit Sox9 immunostaining (Balani et al., 2017).

The study has revealed important roles of Hh and Igf in mediating the proliferation and differentiation effect of teriparatide on MMPs. We have not explored the molecular mechanism here but have previously shown that Igf signaling augments the Hh signaling output in osteoprogenitors by activating Gli2 through site-specific phosphorylation (Shi et al., 2015). Because teriparatide upregulates Igf1r expression in multiple cell clusters, including COP, it may potentiate Hh signaling in MMPs via Gli2 activation. Although PKA (protein kinase A) activation by teriparatide is expected to dampen Hh signaling, stimulation of Gli2 by Igf signaling could counteract the inhibitory effect and lead to an increase in Hh signaling output (Riobó et al., 2006). Thus, the increased proliferation and osteoblast differentiation of MMPs by teriparatide could be mediated by Igf-induced enhancement of Hh signaling.

The study highlights the pleiotropic effect of teriparatide on skeletal cells. Teriparatide increases trabecular bone formation though stimulation of both proliferation and osteoblast differentiation of MMPs. Interestingly, an early study through *in vivo* competitive binding in the metaphasis of rat long bones identified a cell located in the intertrabecular tissue as a main parathyroid hormone target (Rouleau et al., 1990). The cell, described to be of osteoblast lineage but distinct from a differentiated osteoblast, could be related to MMPs. The expansion of MMPs by teriparatide also helps to explain the previous observation that a single injection of parathyroid hormone increased the number of mesenchymal progenitors that could be isolated from the metaphyseal bone for *in vitro* assays (Siclari et al., 2013). Despite the heterogeneity of MMPs, teriparatide induces in all four populations the expression of osteoblast genes, as well as genes encoding ribosomal proteins and the mitochondrial electron transport chain. 

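The 13 protein-coding genes of the mitochondrial genome were tallied apart from the nuclear genes of the electron transport chain. Their summed UMIs had a log2 ratio of teriparatide to vehicle of 0.13 (0.11 to 0.14) in the COP-like, 0.48 (0.46 to 0.50) in the MALP-like and 0.18 (0.17 to 0.19) in the OB-like cells, and of -0.18 (-0.20 to -0.16) in the preOB-like cells, where they were lower. They held 2.75, 2.30, 5.01 and 3.01% of the UMIs of the COP-like, MALP-like, preOB-like and OB-like cells in the vehicle library, and 3.00, 3.20, 4.43 and 3.41% in the teriparatide library. Of the 13 genes, 10, 13, 4 and 11 were higher in the 4 classes. Cells above 10% had been left out before, which limits how far these values can differ.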

The gene expression changes may reflect a general increase in protein synthesis and energy demands in cells responding to teriparatide.

## STAR⋆METHODS

### KEY RESOURCES TABLE

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

Sp7/Osterix	Abcam	Ab22552; RRID:AB_2194492
Runx2 (D1L7F) Rabbit mAb	Cell Signaling Technology	12556; RRID:AB_2732805
Gli1	Novus Biologicals	Nb600-600; RRID:AB_2111758
Sox9	Millipore Sigma	AB5535; RRID: AB_2239761
Goat anti-rabbit Alexa Fluor 488	Thermo-Fisher Scientific	A27034; RRID:AB_2536097
Goat anti-rabbit Alexa Fluor 647	Thermo-Fisher Scientific	A27040; RRID:AB_2536101

Chemicals, peptides, and recombinant proteins		

Tamoxifen	Sigma	T5648
PTH (1-34) (human) Acetate	Bachem Biosciences	H-4835-GMP, 4033364
Tissue-Tek® O.C.T. Compound	Vavantor	4583
GDC-0449	LC laboratories	V-4050
DPBS	Thermo	14190250
FBS	Thermo	26140087
DAPI	Vector Laboratories	H-1200-10

Critical commercial assays		

RatLaps ELISA	Immunodiagnostic Systems	AC-02F1
Rat/Mouse PINP EIA Kit	Immunodiagnostic Systems	AC-33F1
Click-iT EdU Alexa Fluor 488 Imaging Kit	Invitrogen	C10337
DeadEndTM fluorometric TUNEL System	Promega	G3250

Deposited data		

Raw and analyzed data	This paper	GEO: GSE169560

Experimental models: Organisms/strains		

Mouse: Gli1tm3(cre/ERT2)Alj/J (common name: Gli1-CreER^T2^)	The Jackson Laboratory	007913
Mouse: B6.Cg-Acantm1(cre/ERT2)Crm/J (common name: Acan-CreER^T2^)	The Jackson Laboratory	019148
Mouse: B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J (common name: Ai9)	The Jackson Laboratory	007909
Mouse: B6.Cg-Tg(Col1a1*2.3-GFP)1Rowe/J (common name: ColI-GFP)	The Jackson Laboratory	013134
Mouse: 129-Ihhtm1Amc/J (common name: Ihh^+/−^)	The Jackson Laboratory	004290
Mouse: B6;129-Igf1rtm2Arge/J (common name: Igf1r^c/c^)	The Jackson Laboratory	012251

Software and algorithms		

BIOQUANT Image Analysis System	BIOQUANT Image Analysis Corporation	BIOQUANT Osteo II
ImageJ	(Schneider et al., 2012)	https://imagej.nih.gov/ij/

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Fanxin Long ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- The single-cell RNA-seq data generated during this study are available at Gene Expression Omnibus (GEO: GSE169560, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169560)
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

Mouse strains Gli1-CreER^T2^, Acan-CreER^T2^, Ai9, ColI-GFP, Ihh^+/−^ and Igf1r^c/c^ are as described (Ahn and Joyner, 2004; Dietrich et al., 2000; Henry et al., 2009; Kalajzic et al., 2002; St-Jacques et al., 1999). Acan-CreER^T2^ and Ai9 are in the C57BL6 genetic background. Gli1-CreER^T2^, Igf1r^c/c^and Ihh^−/−^ are mostly C57BL6 mixed with 129.ColI-GFP ismostly C57BL6 mixed with CD-1. All mice were maintained in a specific pathogen-free facility with a 12-hr light cycle (6 am –6 pm) and standard chow diet (Lab Diet, 5015). Both male and female mice were used with no sex difference observed unless otherwise indicated. Mice were injected with TAM at four weeks (for Gli1-CreER^T2^ studies) or one month (for Acan-CreER^T2^ studies) of age and then harvested at indicated times. All mouse studies were approved by the Institutional Animal Care and Use Committee (IACUC) at The Children’s Hospital of Philadelphia.

### METHOD DETAILS

#### Tamoxifen administration

Tamoxifen (TAM) (Sigma) dissolved in corn oil was administered by oral gavage once daily for three consecutive days unless otherwise indicated. TAM dose of 4 mg/30 g body weight was used except for Acan-CreER^T2^ experiments where 3 mg/30 g was used. Both males and females were used in lineage tracing experiments and no sex-dependent difference was observed. Sex-matched littermates were used for comparison between experimental groups.

#### Chemicals

PTH (1–34) (human) Acetate (H-4835-GMP, 4033364), also known as teriparatide, was purchased from Bachem Biosciences (Torrance, CA, USA). Teriparatide was dissolved in a sterile aqueous solution containing 0.9%NaCl, 0.1%BSA, 0.001 NHCl. This solution was used as vehicle control. Teriparatide was injected intraperitoneally once daily at 400 ng per gram of body weight. GDC-0449 (Vismodegib, LC laboratories, V-4050) was injected intraperitoneally twice a day with a 6-hr interval at 1.5 mg per 30 g of body weight for indicated days.

#### Immunofluorescence staining

Dissected bones were fixed with 4% paraformaldehyde (PFA) overnight at room temperature and partially decalcified in 14% EDTA for 3 days with daily changes of solution. The bones were then infiltrated with 30% sucrose overnight at 4°C for cryoprotection and embedded in optimal cutting temperature (Tissue-Tek). Sections of 10-μm thickness were prepared with a Leica cryostat equipped with Cryojane (Leica, IL). The sections were stained with the primary antibody for Osx (ab22552, Abcam, 1:200), Runx2 (12556, CST, 1:500), Gli1 (NB600–600, Novus, 1:50), or Sox9 (#AB5535, Millipore Sigma, 1:200) and then the secondary antibody goat anti-rabbit Alexa Fluor 488 or goat anti-rabbit Alexa Fluor 647 (Thermo-Fisher Scientific, 1:500). Slides were mounted with anti-fade mounting medium with DAPI (Vector Laboratories), and images were acquired with a Leica confocal microscope.

#### Histology and dynamic histomorphometry

For histology, tibiae were isolated from mice and fixed in 10% buffered formalin overnight at room temperature, followed by decalcification in 14% EDTA for 2 weeks. After decalcification, tibiae were processed for paraffin embedding and then sectioned at 6-μm thickness. Hematoxylin and eosin (H&E) staining was performed on paraffin sections. For dynamic histomorphometry, calcein green or alizarin red (10 mg/kg; Sigma, Saint Louis, MO, USA) were injected intraperitoneally on 7 days and 2 days before sacrificing the mice and femur were harvested. Bone were fixed with 4% PFA for 24hrs and then infiltrated with 30% sucrose overnight at 4°C for cryoprotection and embedded in optimal cutting temperature (Tissue-Tek). Sections of 10-μm thickness were prepared with a Leica cryostat (Leica, IL) and Cryoflim type II membrane (Section Lab, Co. Ltd., Japan). Double labeling parameters were acquired with a BIOQUANT Osteo II from 3 sections per mouse and 3 mice for each genotype. The specific bone surfaces being quantified are indicated in figure legends.

#### MicroCT

The tibias were scanned with μCT 35 (Scanco Medical AG) according to recommendations of American Society of Bone and Mineral Research (Bouxsein et al., 2010). For quantification of trabecular bone parameters, 100 CT slices (1.6 mm total) immediately below the proximal tibial or distal femoral growth plate were analyzed.

#### Serum CTX-I and PINP assays

Serum was collected from mice after 6 hours of fasting for CTX-I and PINP assays. The assays were performed with the RatLaps ELISA or Rat/Mouse PINP EIA Kit (both from Immunodiagnostic Systems, Ltd.).

#### Proliferation and apoptosis assay

EdU was injected intraperitoneally at 10 μg/g body weight at 4 h before harvest. Frozen sections of bones were prepared as above; EdU signals were detected with the Click-iT EdU Alexa Fluor 488/647 Imaging Kit (Invitrogen). Apoptotic cells were detected by TUNEL assay with DeadEnd™ fluorometric TUNEL System (G3250, Promega).

#### Single-cell RNA sequencing

Gli1-CreER^T2^; Ai9 mice at one month of age were administrated TAM for three consecutive days once daily followed by three daily injections of teriparatide or vehicle (n = 5 per group, 3 males and 2 females). Cells from the cancellous bone region of the femur were isolated as follows. Upon removal of the epiphysis, the metaphyseal bone region extending about 5 mm below the growth plate was dissected and crushed with mortar and pestle in FACS Buffer, followed by digestion with 0.25% collagenase type I (C0130, Sigma-Aldrich) in PBS (GIBCO) for 20 min at 37°C with gentle shaking. The cells were then centrifuged and re-suspended with FACS Buffer and filtered with a 70-μm cell strainer. The tdTomato^+^CD31^−^CD45^−^Ter119^−^ cells were sorted with Navios EX (Beckman Coulter). Cell viability and number were determined with a cell counter (Biorad).

10x Genomics Chromium platform was used to capture and barcode cells to generate single-cell Gel Beads-in-Emulsion (GEMs) by following the manufacturer’s protocol. The oligonucleotides coating the gel beds enable mRNA capture by 30 bp oligo-dT and provide barcodes to index cells (16 bp) as well as transcripts (10 bp unique molecular identifier; UMI). Following reverse transcription, cDNAs with both barcodes were amplified, and a library was constructed using the Single Cell 3′ Reagent Kit (v2 chemistry) for each sample. The resulting libraries were sequenced on an Illumina NovaSeq 6000 System. Sample demultiplexing, barcode processing and UMI counting were performed by using the official 10x Genomics pipeline Cell Ranger v2.1.0 (https://support.10xgenomics.com). Briefly, FASTQs generated from Illumina sequencing output were aligned to the mouse reference genome (mm10). Next, Gene-Barcode matrices were generated for each individual sample by counting unique molecular identifiers (UMIs) and filtering non-cell associated barcodes. Finally, we generated a gene-barcode matrix containing the barcoded cells and gene expression counts. The resulting gene-cell UMI count matrices for each sample were then concatenated into one matrix using the “cellranger aggr” pipeline, which also normalized the libraries to the same sequencing depth. All downstream single-cell analyses were performed using Cell Ranger and Seurat by default setting. The filtered gene-barcode matrix of each mouse identified by Cell Ranger Count was inputted into Seurat. Doublets or cells with poor quality (genes > 6000, genes < 200, or > 10% genes mapping to mitochondrial genome) were excluded. To avoid batch differences, the Seurat alignment method canonical correlation analysis (CCA) was used for integrated analysis of datasets. For clustering, highly variable genes were selected and the principal components based on those genes used to build a graph, which was segmented with a resolution of 0.6. Based on filtered gene expression matrix by Seurat, between samples differential expression analysis was carried out using the edgeR package to obtain zone-specific marker genes. Genes with a p value < 0.05 and absolute fold change ≥ 1.5 were regarded as differentially expressed genes. The trajectory and pseudotime analysis was performed with the algorithms of Monocle package V3 (Cao et al., 2019). The sequencing data is deposited in NCBI GEO: GSE169560.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical significance is calculated with Student’s t test or two-way ANOVA as indicated in figure legends. P value of > 0.05 is considered statistically significant. N refers to number of mice quantified. Error bars denote standard deviation.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
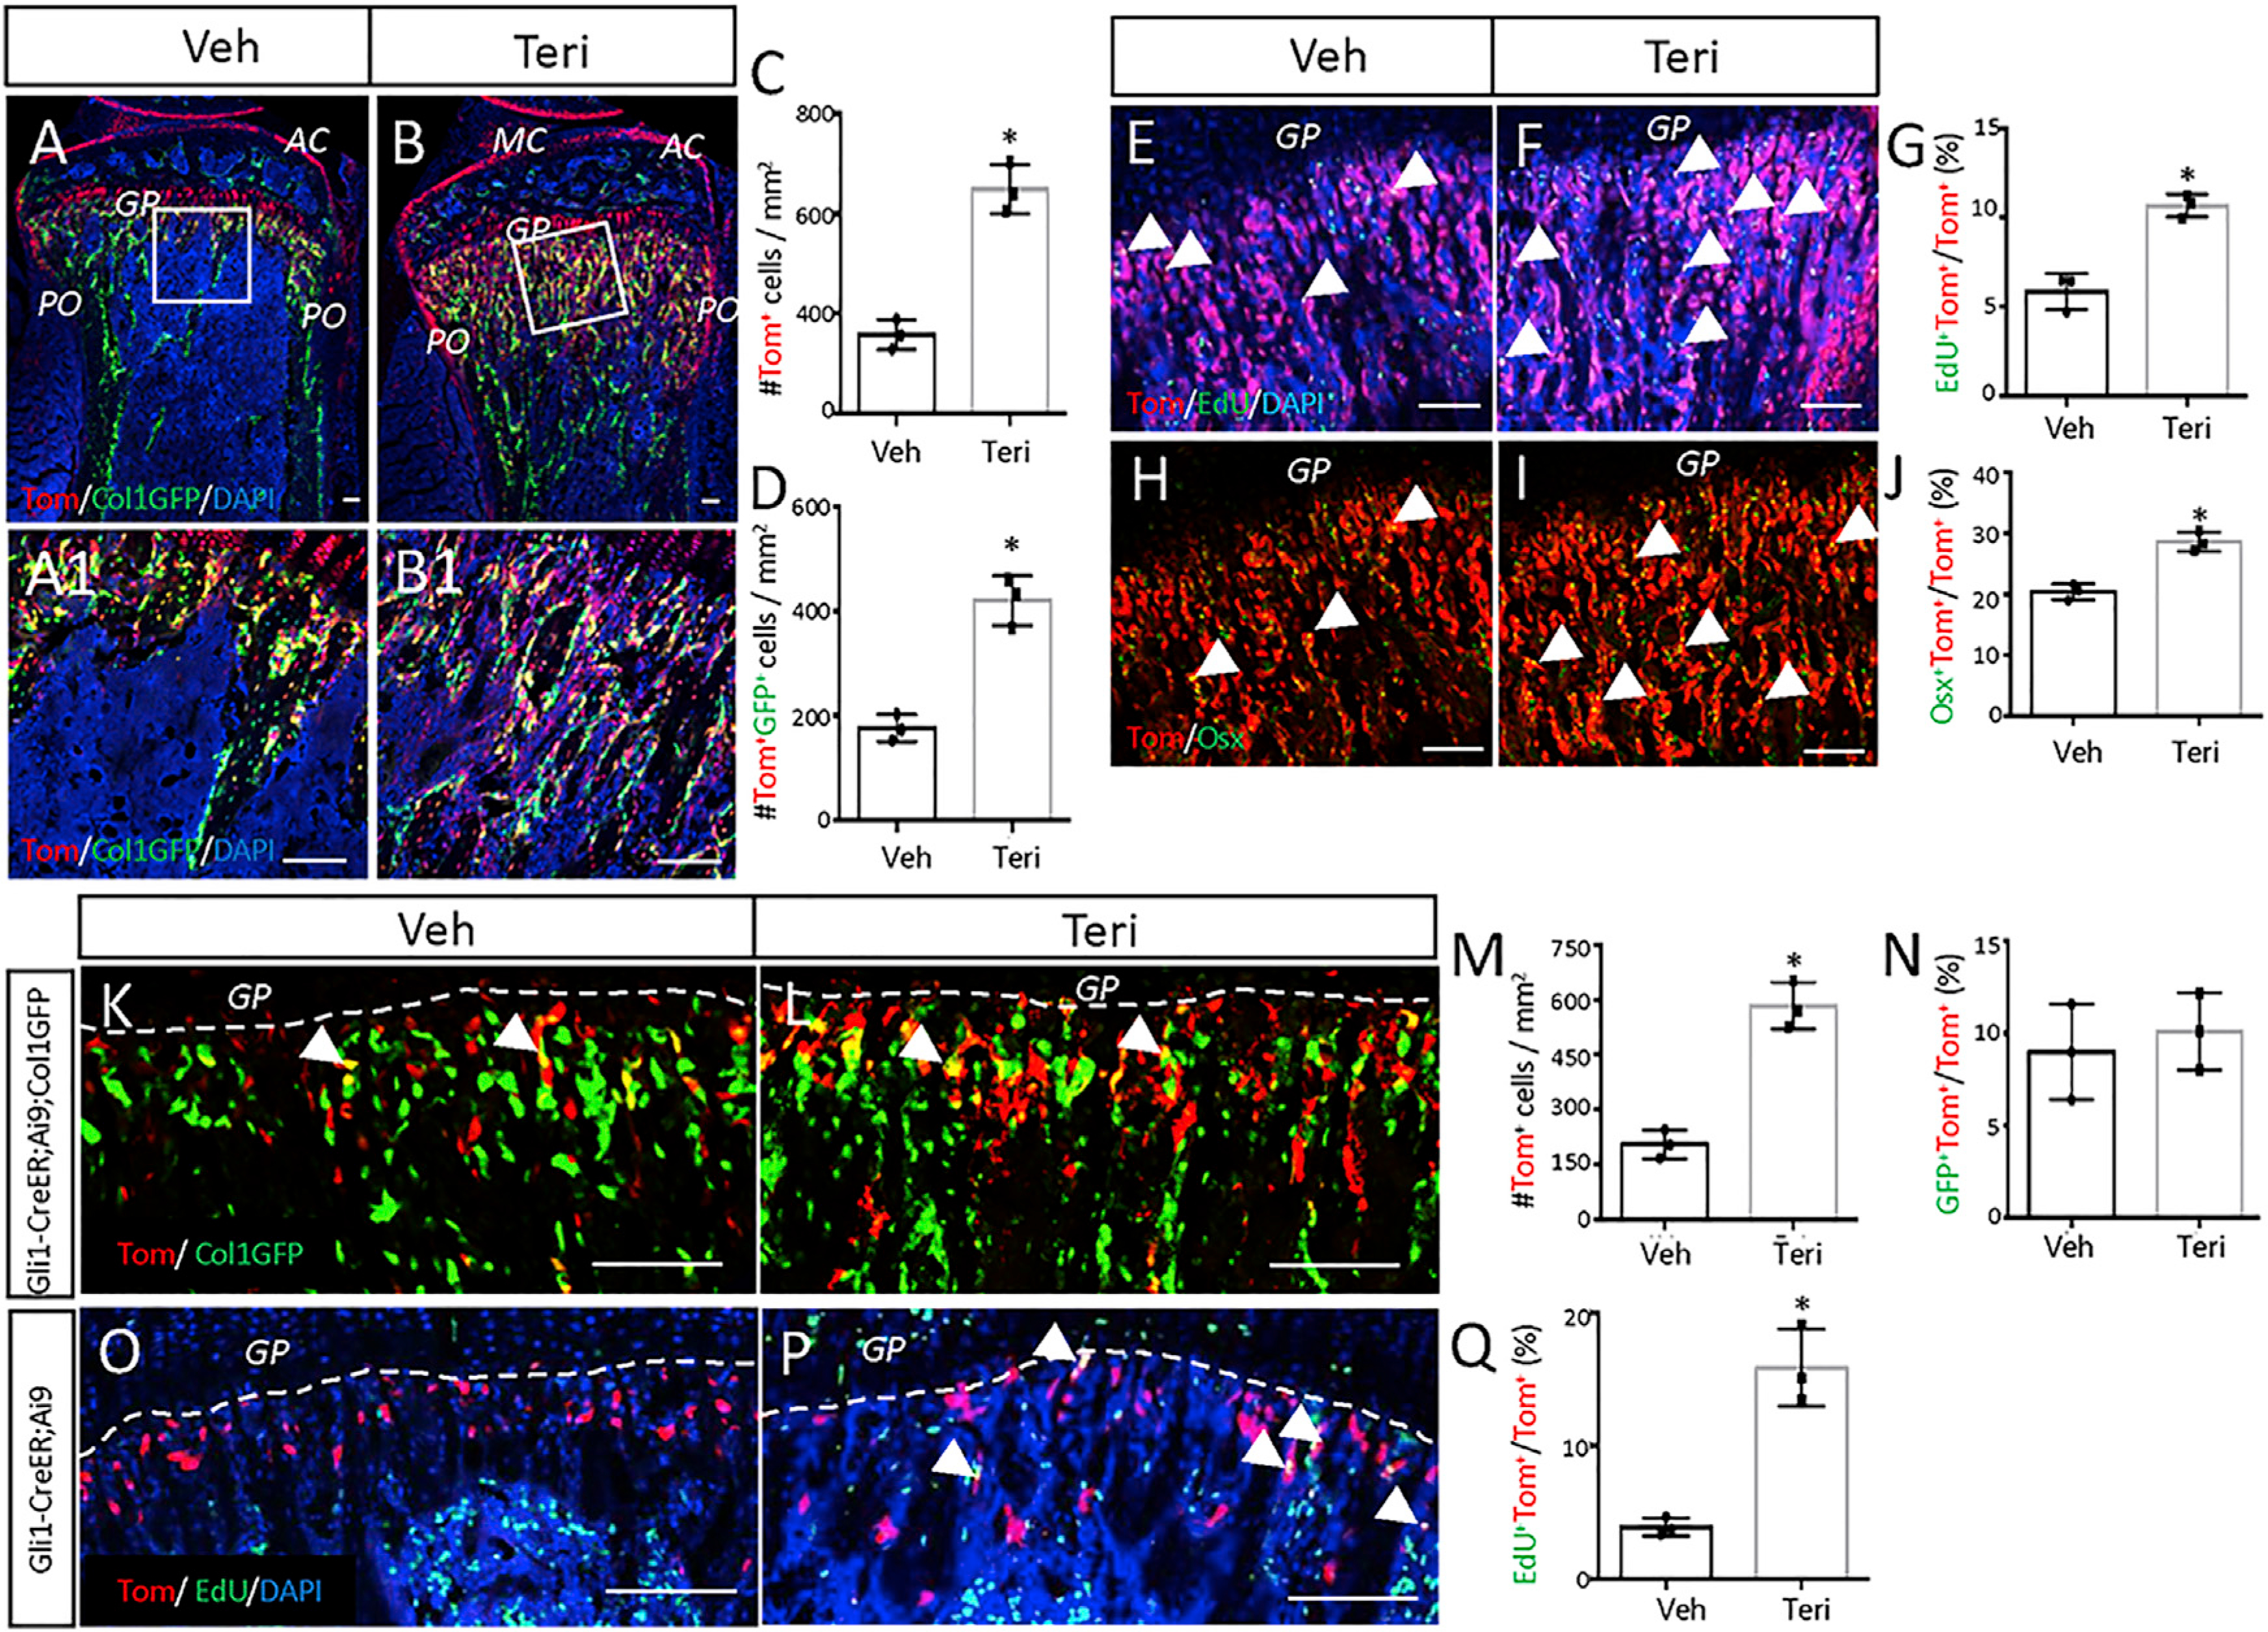
Teriparatide promotes proliferation and osteoblast differentiation of MMPs (A–D) Mice with the genotype of Gli1-CreER^T2^;Ai9;ColI-GFP were injected daily with teriparatide (Teri) or vehicle (Veh) for 21 days after TAM induction. (A and B) Representative confocal images of the proximal tibia. MC, meniscus; AC, articular cartilage; GP, growth plate; PO, periosteum. Boxed areas are shown below at a higher magnification (A1 and B1). tdTomato, GFP, and DAPI were visualized by direct fluorescence. Same below. DAPI stains nuclei of all cells. (C and D) Number of tdTomato+ (C) or tdTomato^+^GFP^+^ cells (D) in the primary spongiosa region extending 300 μm from the growth plate and spanning the width of the bone flanked by the periosteum. The same region of interest applies to quantifications below. ImageJ was used for all quantifications. (E–J) Mice with the genotype of Gli1-CreER^T2^;Ai9 were injected with teriparatide or vehicle for 3 days after TAM. (E, F, H, and I) Representative confocal images of primary spongiosa in the proximal tibia showing colocalization of tdTomato with EdU (E and F) or Osx (H and I). EdU was detected by click reaction, and Osx was detected by immunostaining. Arrowheads denote double-positive cells. (G and J) Quantification of EdU-positive cells (G) or Osx-positive cells (J) among tdTomato^+^ cells in the primary spongiosa region as described in (C) and (D). (K–N) Mice with the genotype of Gli1-CreER^T2^;Ai9;ColI-GFP were injected with teriparatide or vehicle for three days before TAM for three days. (K and L) Representative confocal images of primary spongiosa in the proximal tibia. (M and N) Quantification of total tdTomato^+^ (M) or the percentage of tdTomato^+^ cells expressing GFP (N) in the primary spongiosa region as described in (C) and (D). (O–Q) Mice with the genotype of Gli1-CreER^T2^;Ai9 were injected with teriparatide or vehicle for three days before TAM for one day. (O and P) Representative confocal images of primary spongiosa in the proximal tibia. (Q) Quantification of the EdU-labeling percentage among tdTomato^+^ cells in the primary spongiosa region as described in (C) and (D). Dashed lines demarcate the boundary of the growth plate. Arrows denote double-positive cells. Scale bars: 100 μm. All quantifications were performed within the primary spongiosa region. Error bars: SD. *p < 0.05, n = 3 mice, 2 sections for each mouse, Student’s t test.

**Figure 2.**
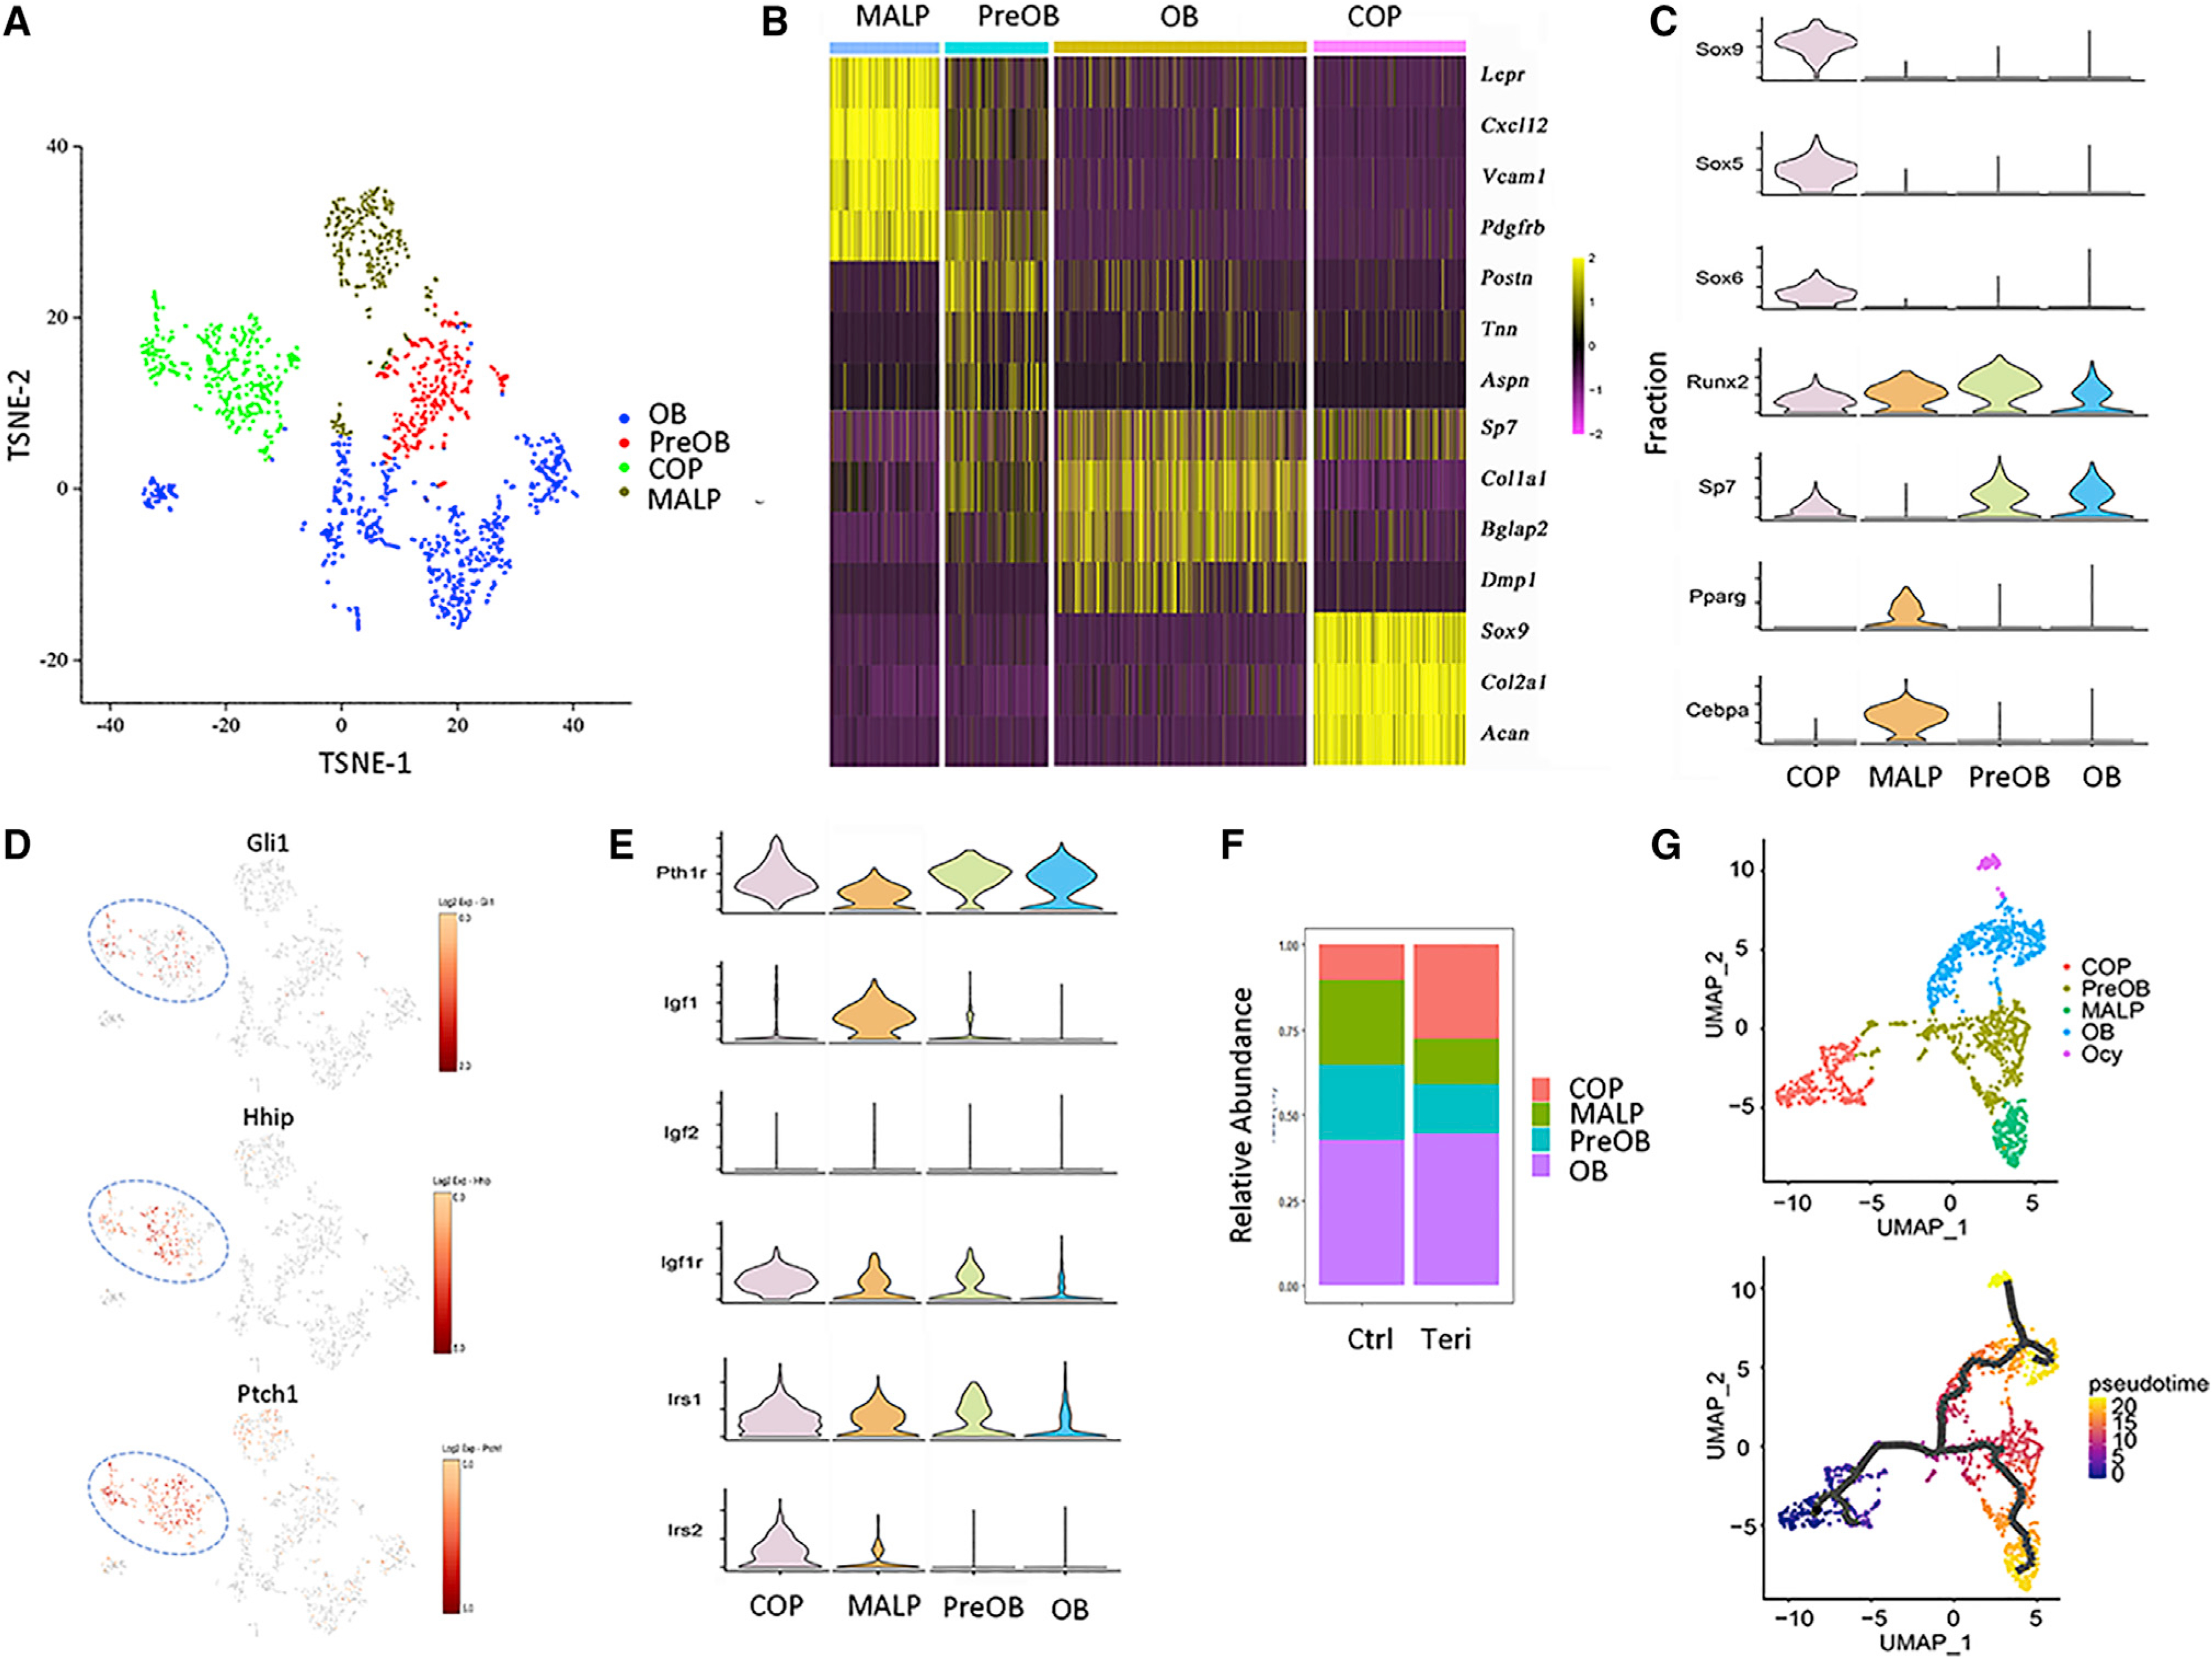
scRNA-seq reveals heterogeneity of MMPs (A) Visualization of clusters from integrated analysis of vehicle and teriparatide datasets. (B) Heatmap of representative marker genes for each cluster. (C and E) Violin plots of representative genes for each cluster. (D) Enriched expression of Hh target genes in the COP cluster. (F) Relative abundance of each cluster in MMPs of vehicle-versus teriparatide-treated mice. OB, osteoblast; preOB, preosteoblast; COP, chondrocyte-like osteoprogenitor; MALP, marrow adipocyte lineage progenitor. (G) Clustering by UMAP (upper) and subsequent pseudotime analysis with Monocle 3 (lower).

**Figure 3.**
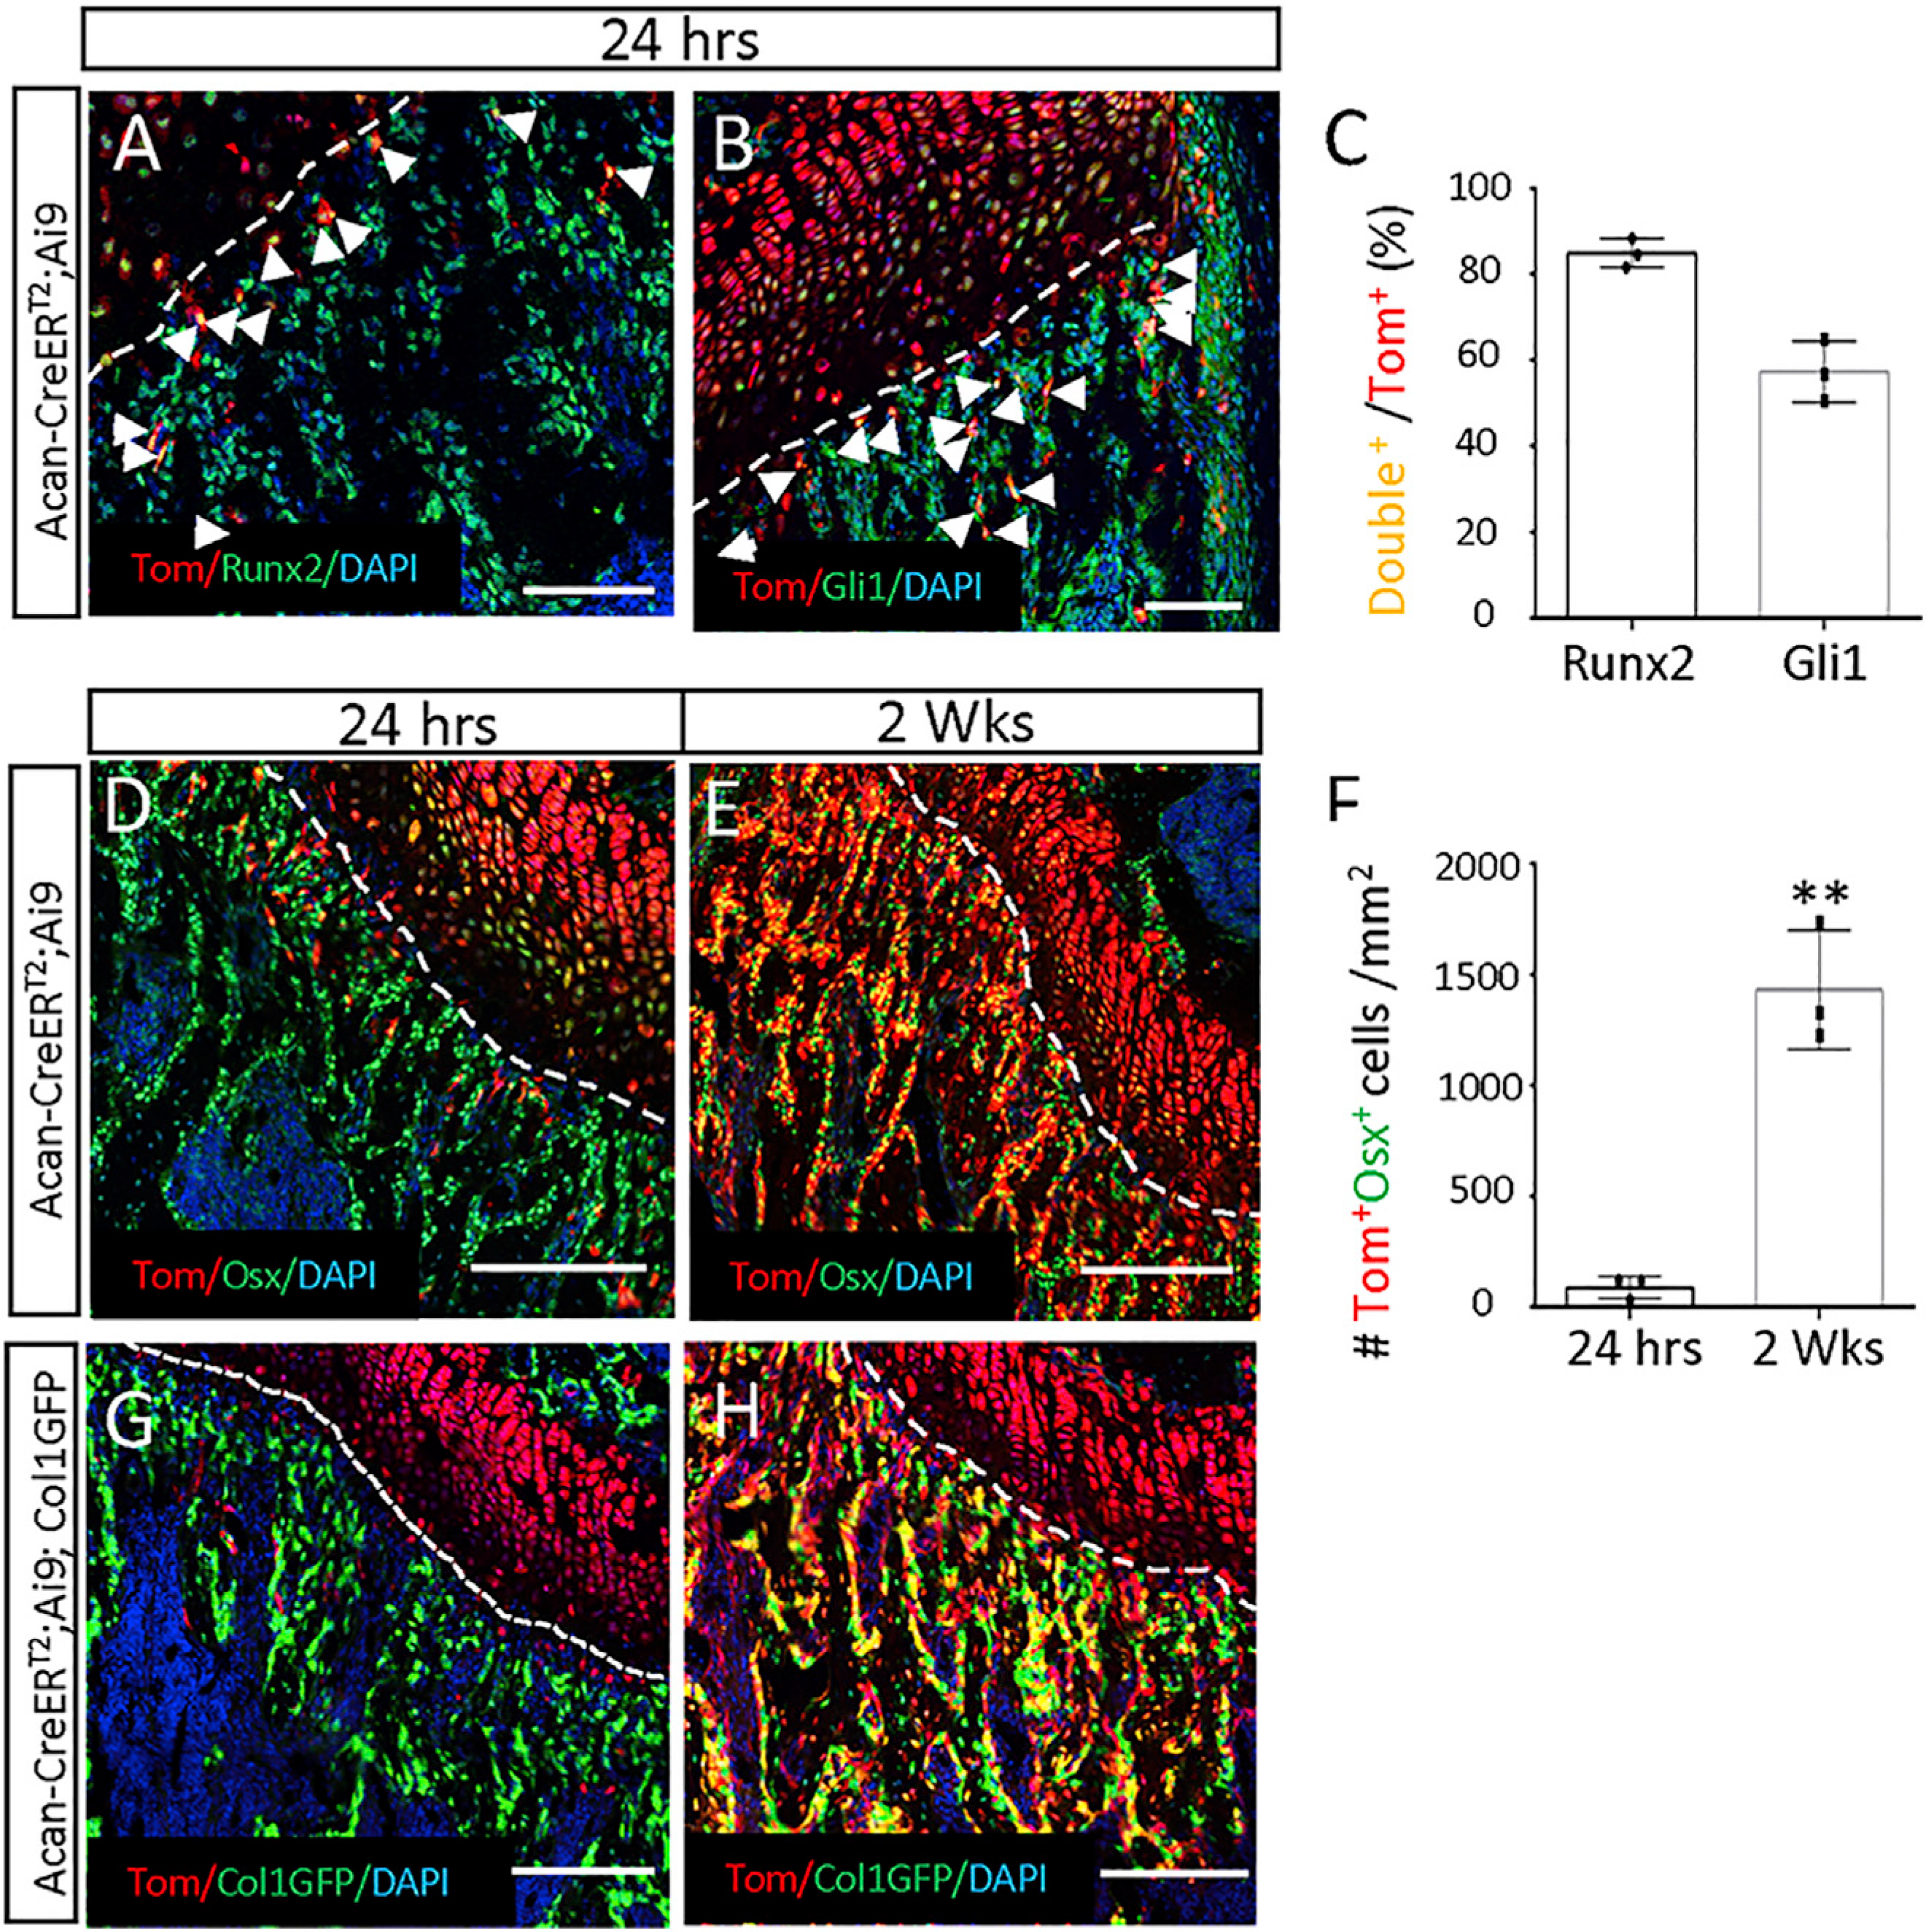
COP gives rise to osteoblasts in the mouse Acan-CreER^T2^;Ai9 mice (A–F) or Acan-CreER^T2^; Ai9;ColI-GFP mice (G and H) were treated with TAM for three days at 28 days of age and harvested after 24 h or 2 weeks. (A and B) Representative confocal images showing direct fluorescence of tdTomato and immunostaining of Runx2 (A) or Gli1 (B) in the distal femur of Acan-CreER^T2^;Ai9 mice harvested at 24 h after TAM. DAPI stains all nuclei. Nonnuclear staining from the Gli1 antibody is likely nonspecific. Arrowheads point to double-positive cells in the primary spongiosa. Dotted line denotes the boundary between the growth plate and the primary spongiosa. Same below. (C) Quantification of double-positive cells among tdTomato+ cells in the primary spongiosa region represented in (A) and (B). Region of interest (ROI) extends 200 μm below the growth plate and spans the width of bone. Image Pro Plus was used for quantification. (D and E) Representative confocal images showing direct fluorescence of tdTomato and immunostaining of Osx in the distal femur of Acan-CreER^T2^;Ai9 mice harvested at 24 h (D) or 2 weeks (E) after TAM. (F) Quantification of double-positive cells in the primary spongiosa region as represented in (D) and (E). Same ROI as in (C). Error bars: SD. **p < 0.01, n = 3, Student’s t test. (G and H) Representative confocal images showing direct fluorescence of tdTomato and GFP in the distal femur of Acan-CreER^T2^;Ai9;ColI-GFP mice harvested at 24 h (G) or 2 weeks (H) after TAM. Scale bars: 100 μm (A and B), 200 μm (D, E, G, and H).

**Figure 4.**
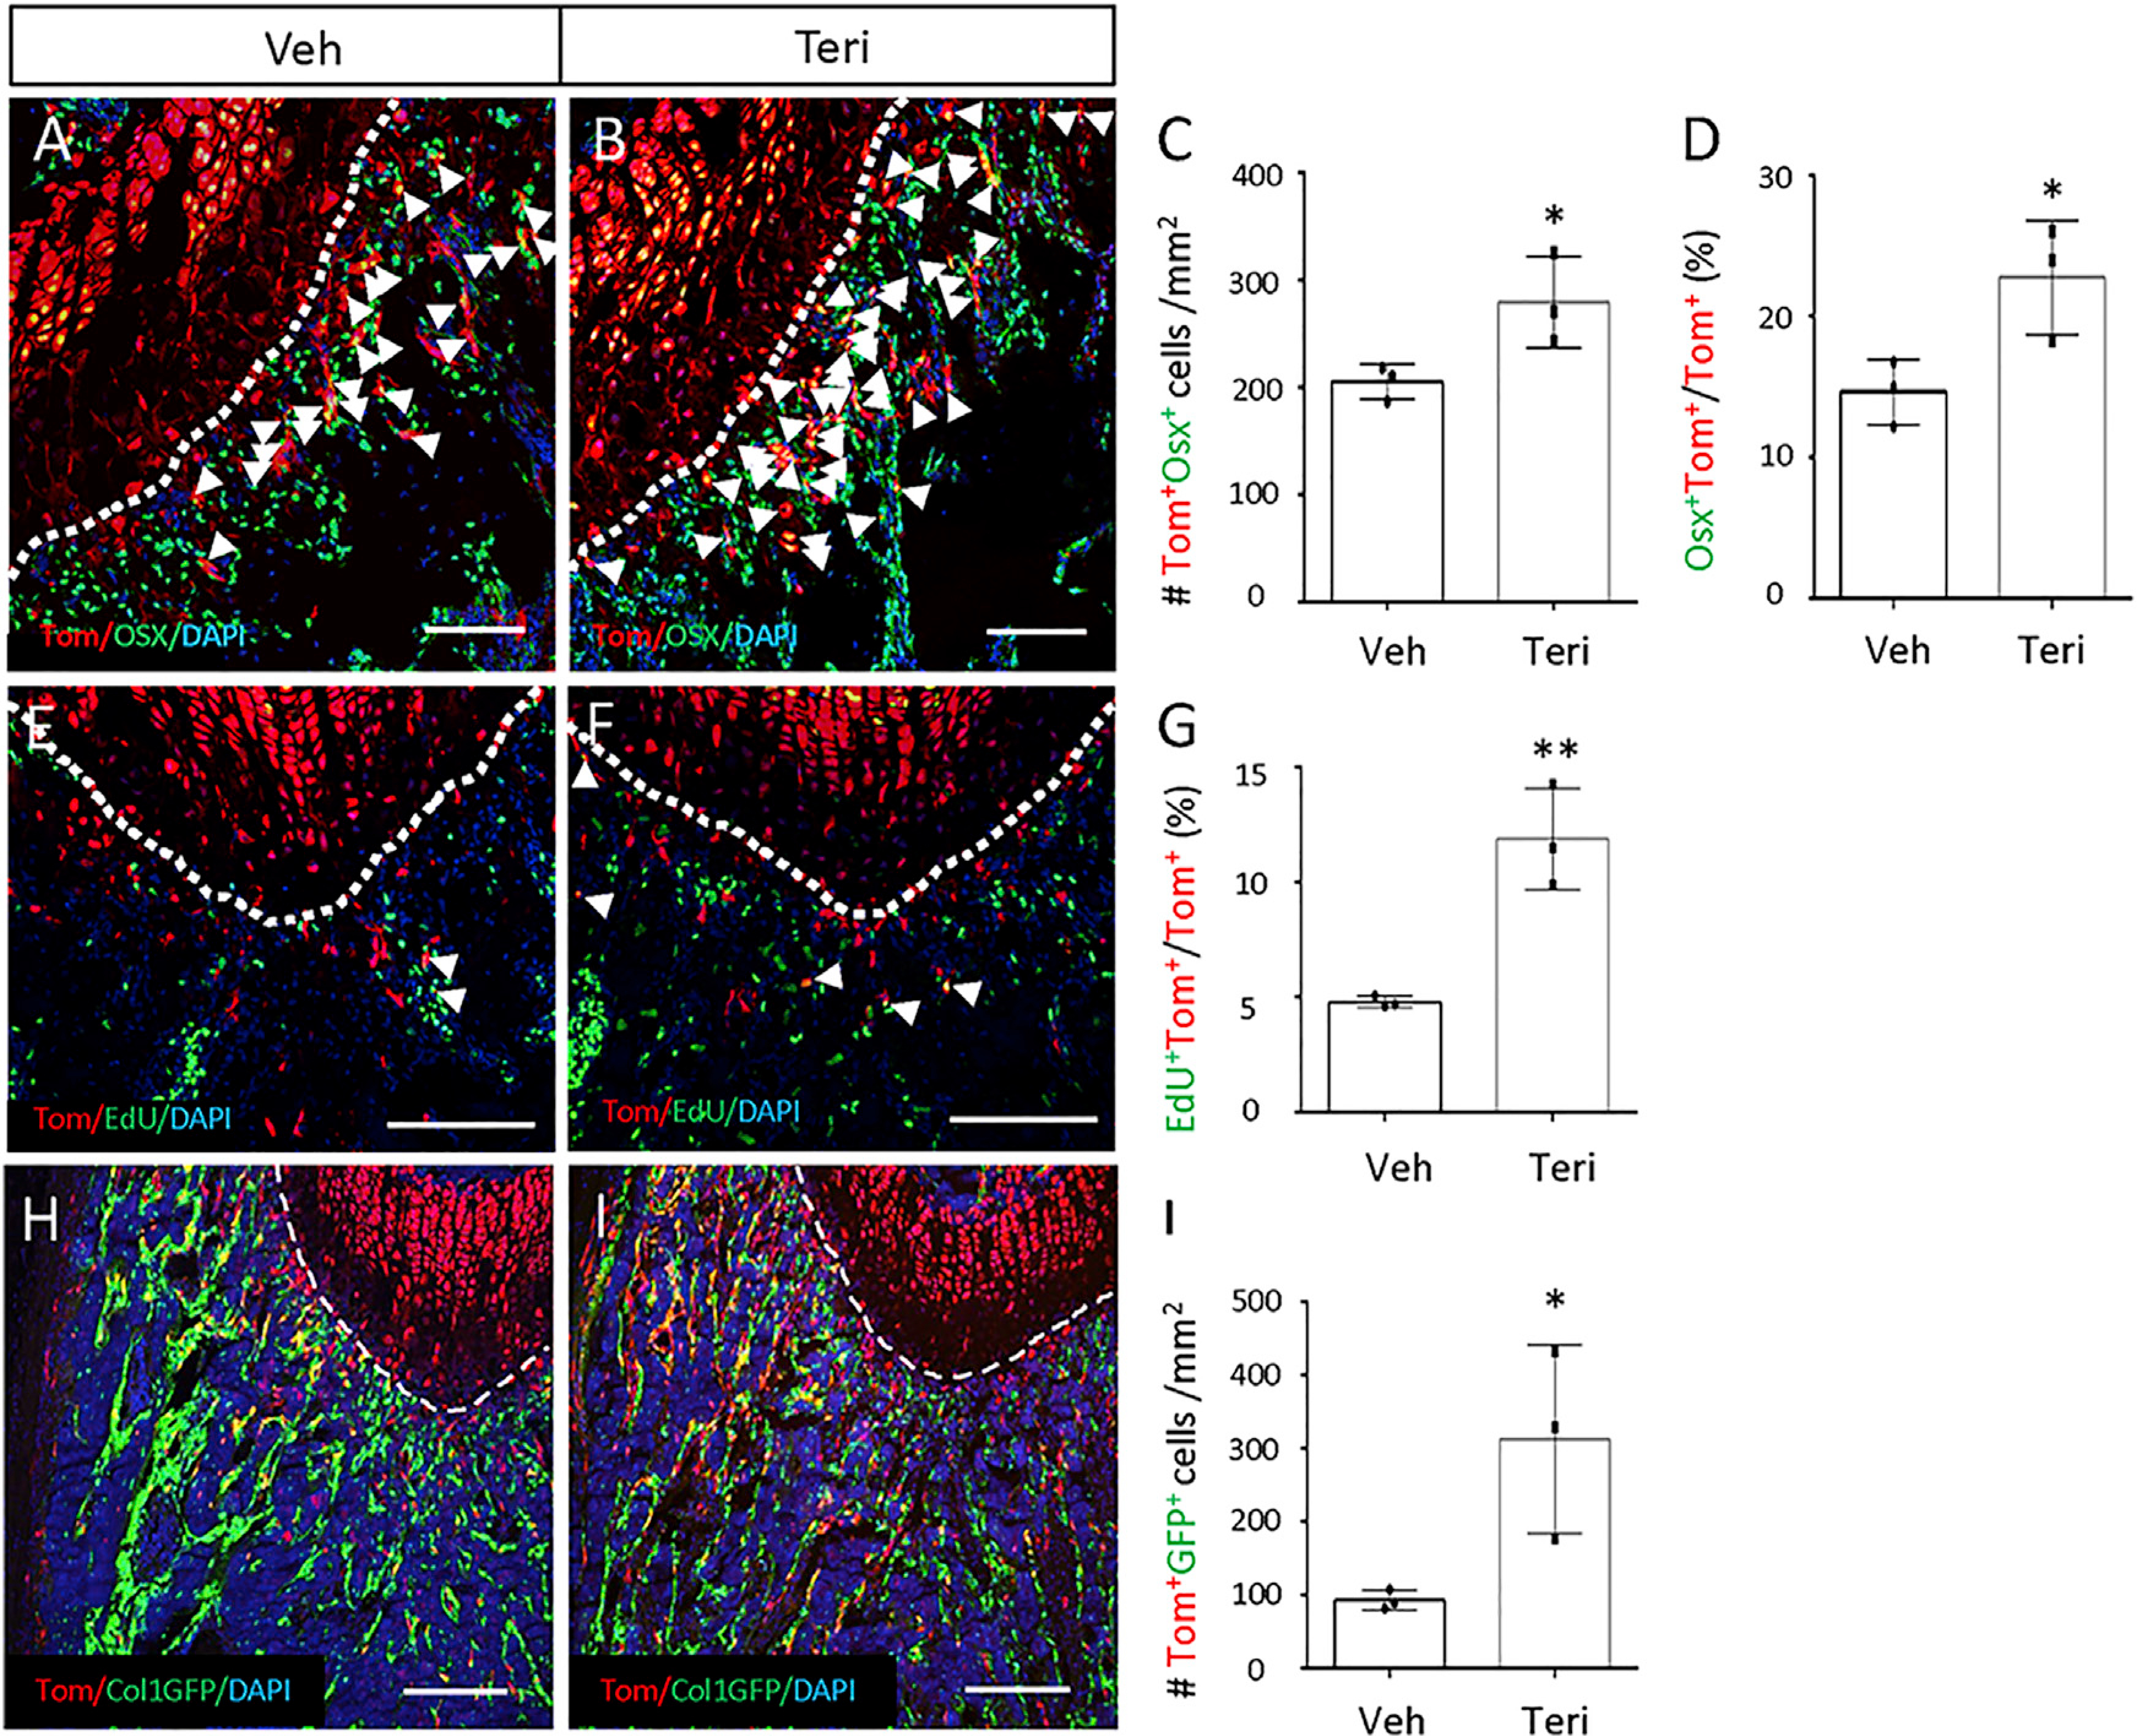
Teriparatide stimulates COP proliferation (A–G) Acan-CreER^T2^;Ai9 mice were treated with TAM and then injected with teriparatide or vehicle for 3 days. (A and B) Confocal images showing tdTomato direct fluorescence and Osx immunostaining on sections of the distal femur. Arrowheads denote double-positive cells in the primary spongiosa. Dotted lines denote the boundary of the growth plate. Same below. (C and D) Quantification of double-positive cells in the primary spongiosa as represented in (A) and (B). The region for quantification extends 200 mm below the growth plate and spans the width of the bone flanked by the periosteum. Same below. ImageJ used for quantification. (E and F) Confocal images showing tdTomato^+^EdU^+^ cells (arrowheads) in the primary spongiosa of the distal femur. (G) EdU labeling index of tdTomato^+^ cells in the primary spongiosa as represented in (E) and (F). Region of quantification is the same as in (C) and (D). (H–J) Mice with the genotype of Acan-CreER^T2^;Ai9;ColI-GFP were treated with TAM and then injected with teriparatide or vehicle for 7 days. (H and I) Confocal images showing tdTomato and GFP direct fluorescence in the primary spongiosa region of the distal femur. (J) Quantification of tdTomato^+^GFP^+^ cells in the primary spongiosa region as represented in (H) and (I). Region for quantification is the same as in (C) and (D). Scale bars: 100 μm. Error bars: SD. *p < 0.05, **p < 0.01, n = 3, Student’s t test.

**Figure 5.**
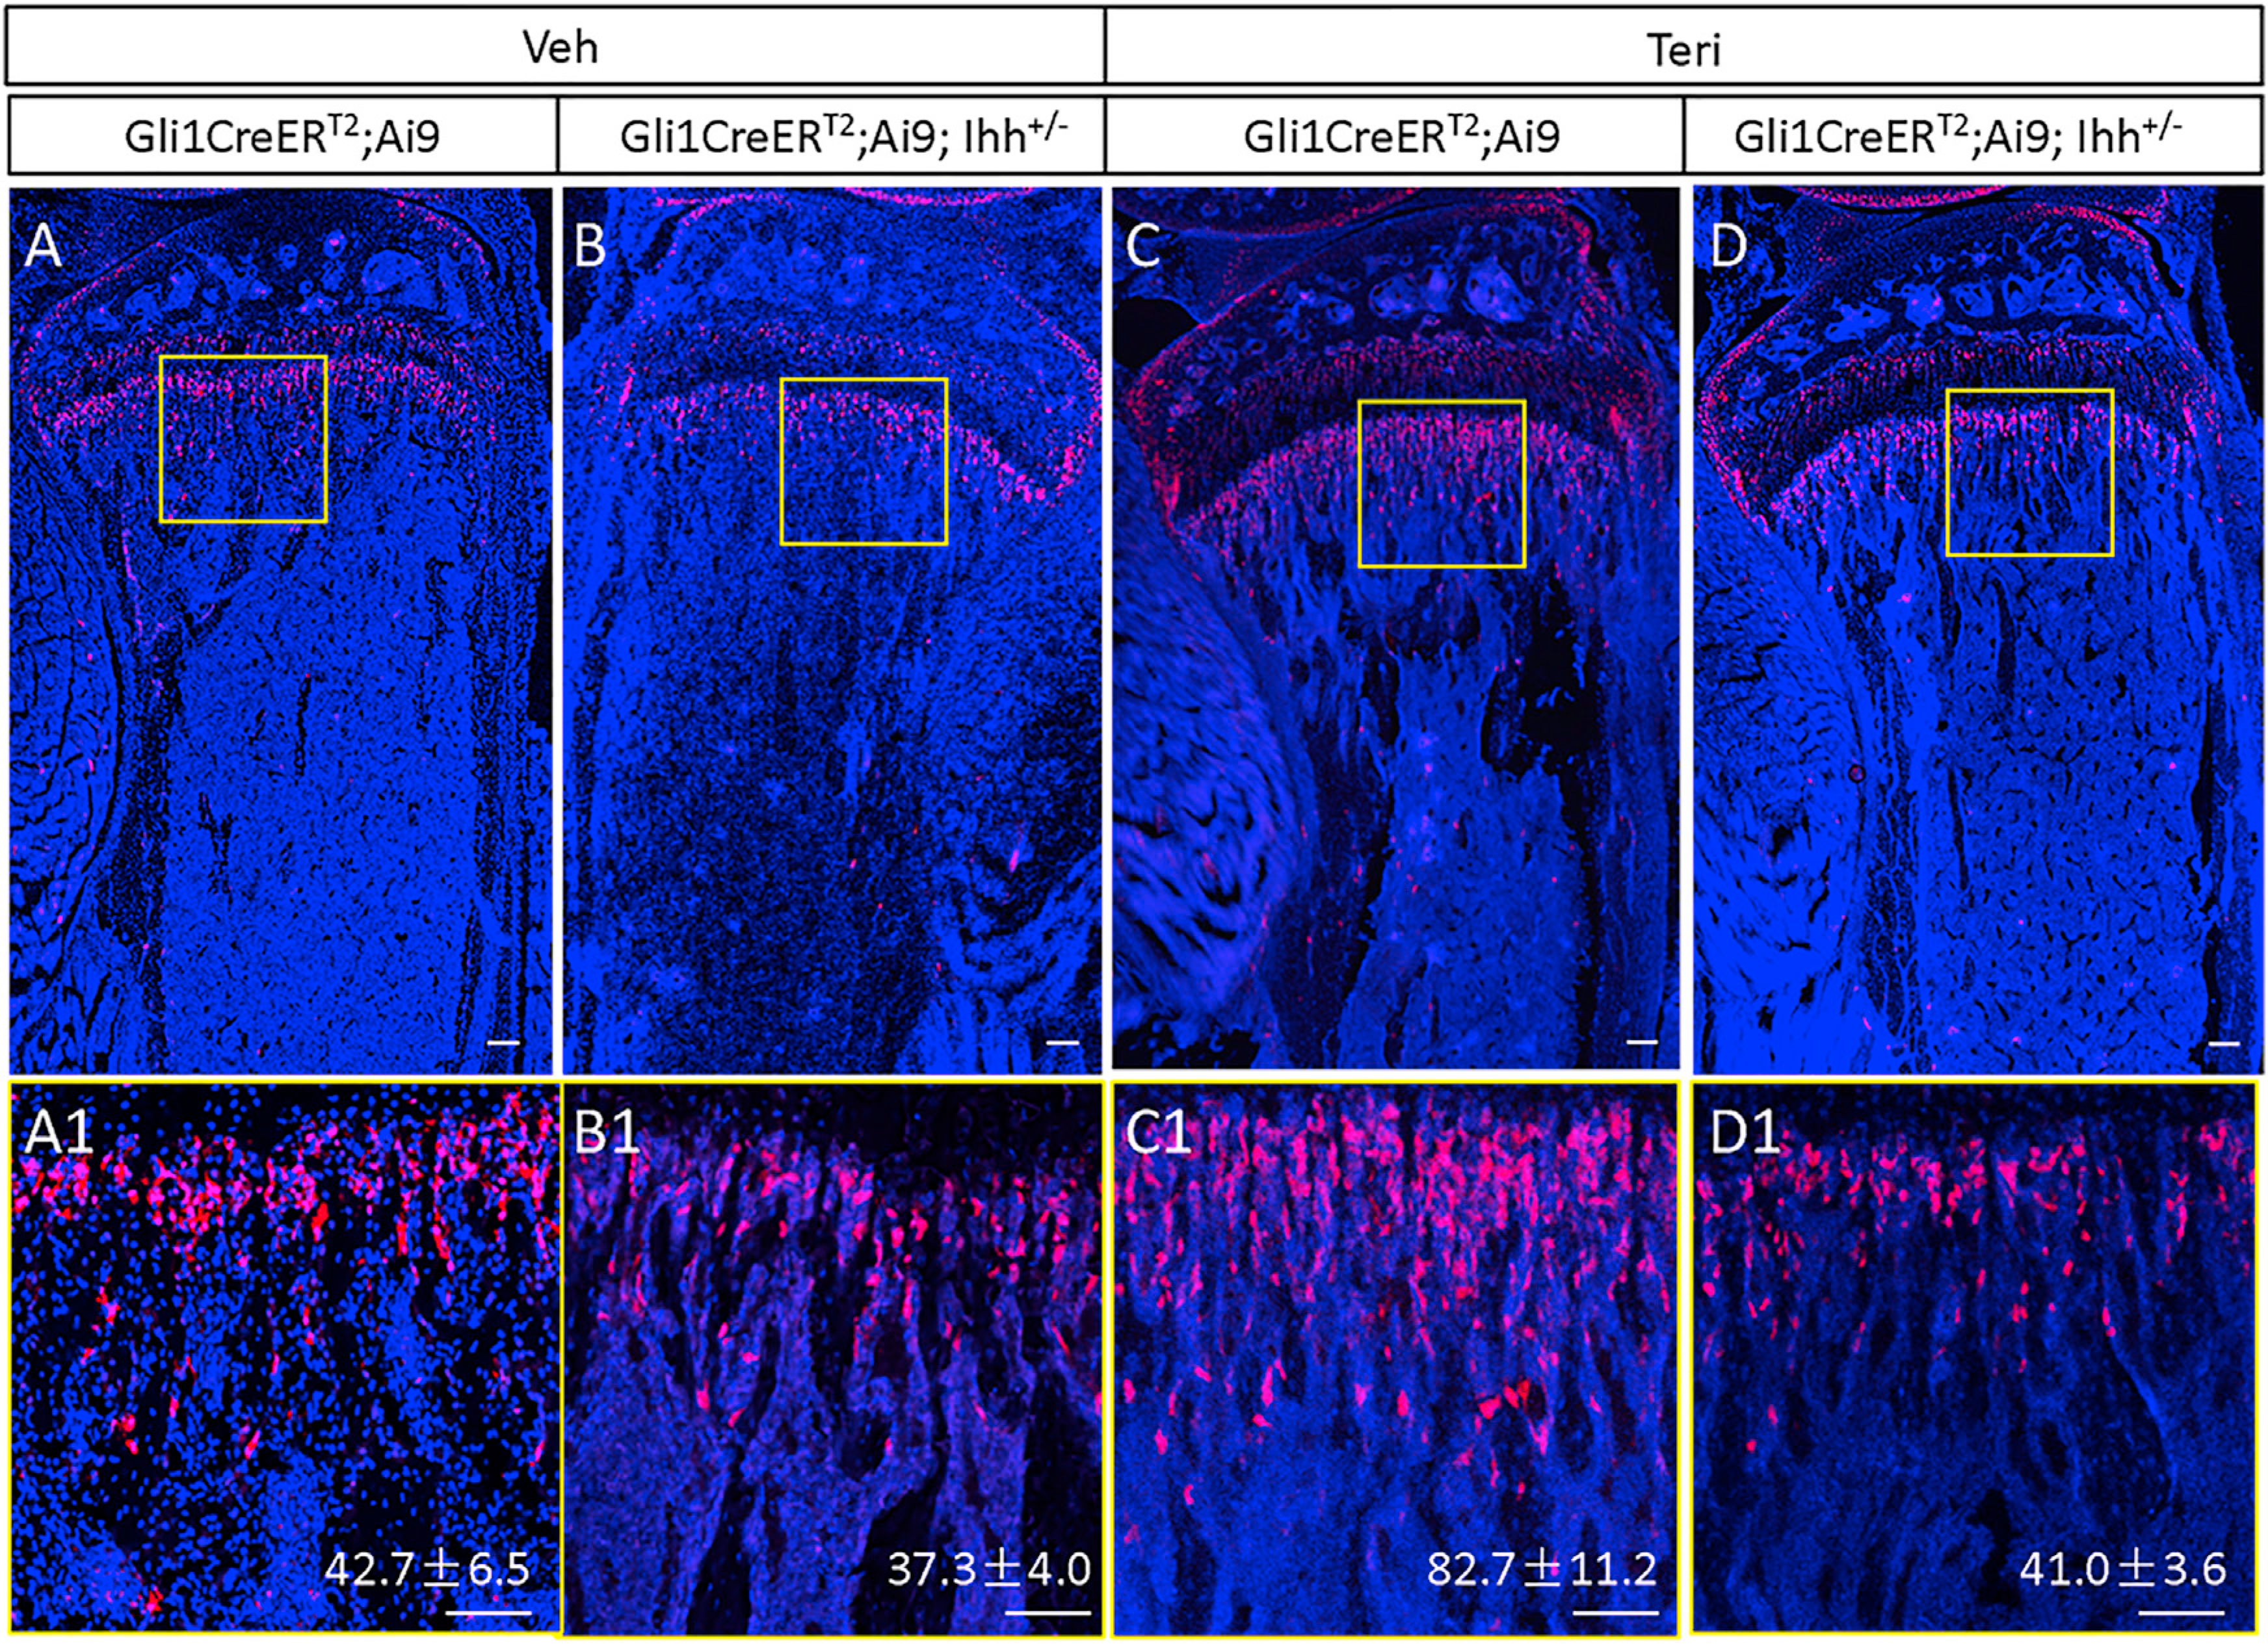
Ihh is required for teriparatide stimulation of MMPs and progenies Mice of indicated genotypes were injected at one month of age with teriparatide or vehicle for three days and then TAM for three days. (A–D) Confocal images of longitudinal sections through the proximal tibia. (A1–D1) Boxed regions in (A)–(D) shown at higher magnification. Red, tdTomato^+^ MMPs and progenies; blue, DAPI nuclear staining. Scale bar: 100 μm. tdTomato^+^ cells were counted in a primary spongiosa area of 0.09 mm^2^ (300 × 300 μm) immediately below the growth plate. Quantification indicates mean cell number ± SD, n = 3. One section per mouse was quantified.

**Figure 6.**
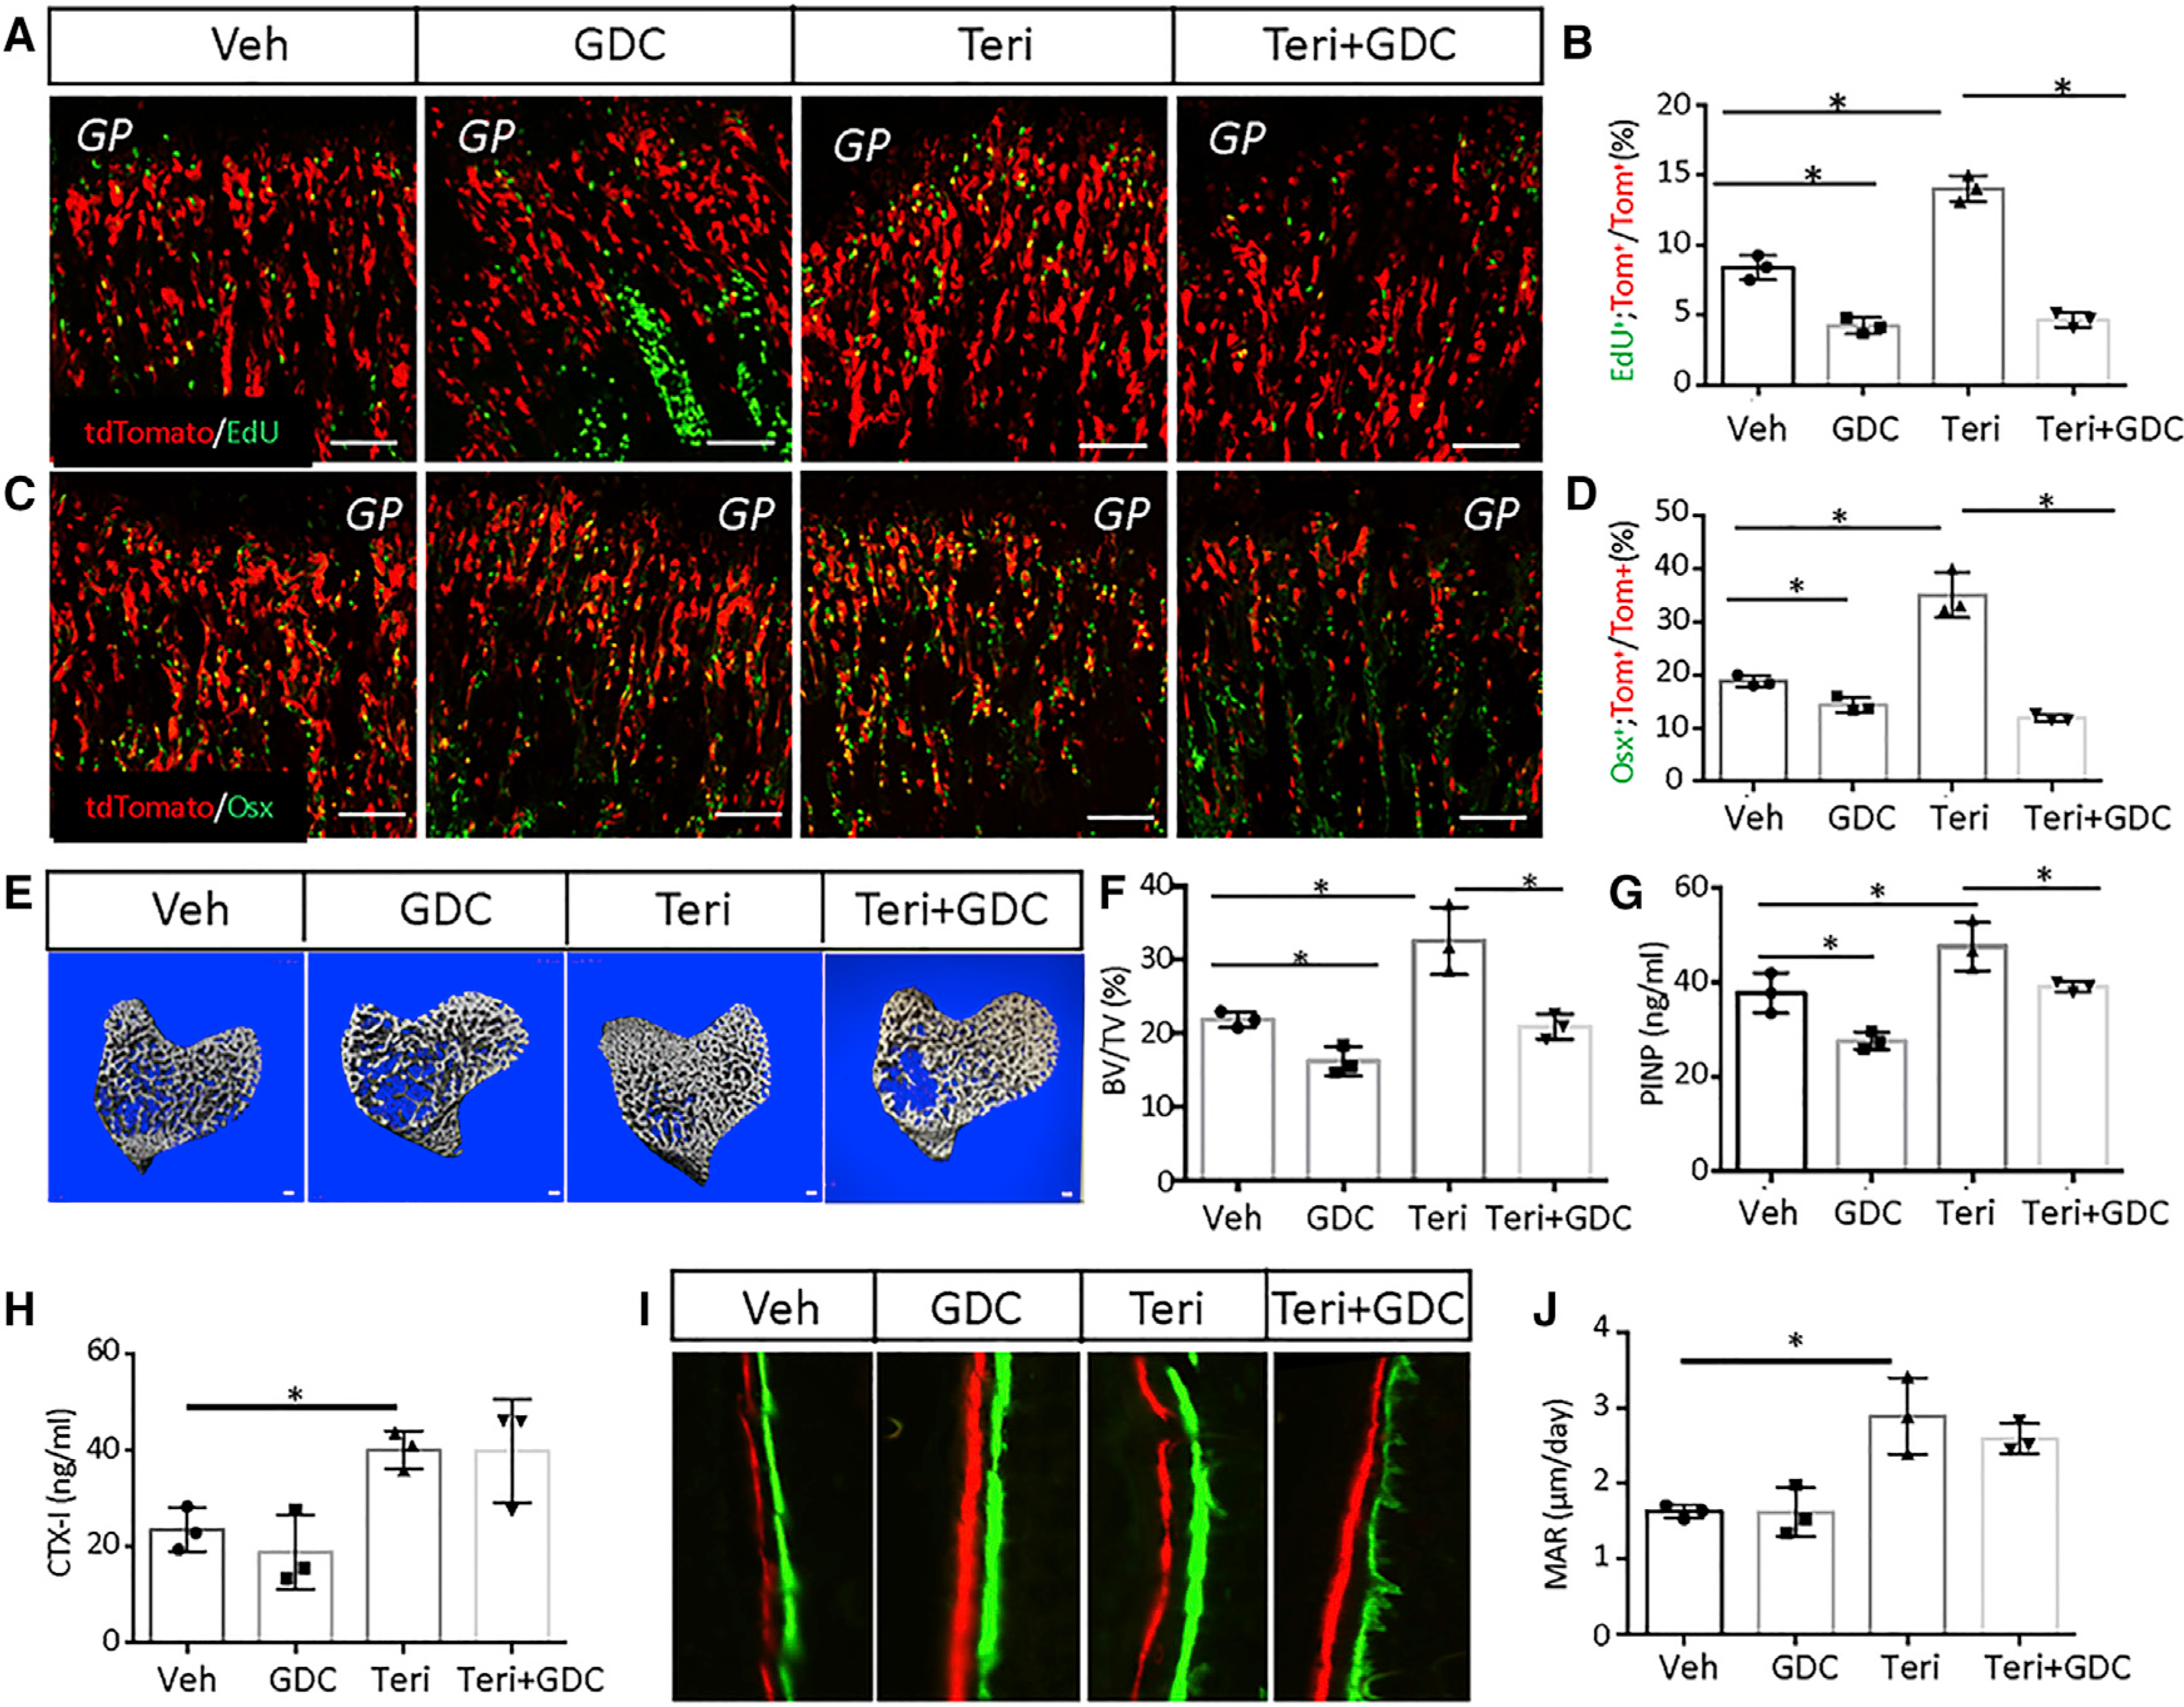
Hh signal is required for proliferative and osteogenic effects of teriparatide (A and C) Representative confocal images of the chondro-osseous junction in the distal femur. Gli1-CreER^T2^;Ai9 mice were first treated with TAM and then injected with GDC, teriparatide, or both for 3 days. Scale bar: 100 μm. PBS was used as vehicle control. (B and D) Quantification of tdTomato^+^EdU^+^ (B) or tdTomato^+^Osx^+^ (D) over tdTomato^+^ cells in areas represented by (A) or (C), respectively. Percentage (mean ± SD) was quantified within the primary spongiosa of the proximal tibia, extending 300 μm from the growth plate and across the width of the bone in two sections per mouse and three mice per group. (E) μCT images of cancellous bone of the proximal tibia in wild-type mice with indicated treatments for 10 days. Scale bar: 100 μm. (F) Quantification of the trabecular bone mass (BV/TV) by μCT. (G and H) Serum levels of bone formation (G) or resorption (H) markers. (I) Representative images of double labeling for bone formation on the endosteal surface of the tibia. Green, calcein; red, alizarin red. (J) Quantification of the mineral apposition rate (MAR) at the endosteal bone surface from double-labeling experiments. Error bars: SD. *p < 0.05, n = 3, two-way ANOVA.

**Figure 7.**
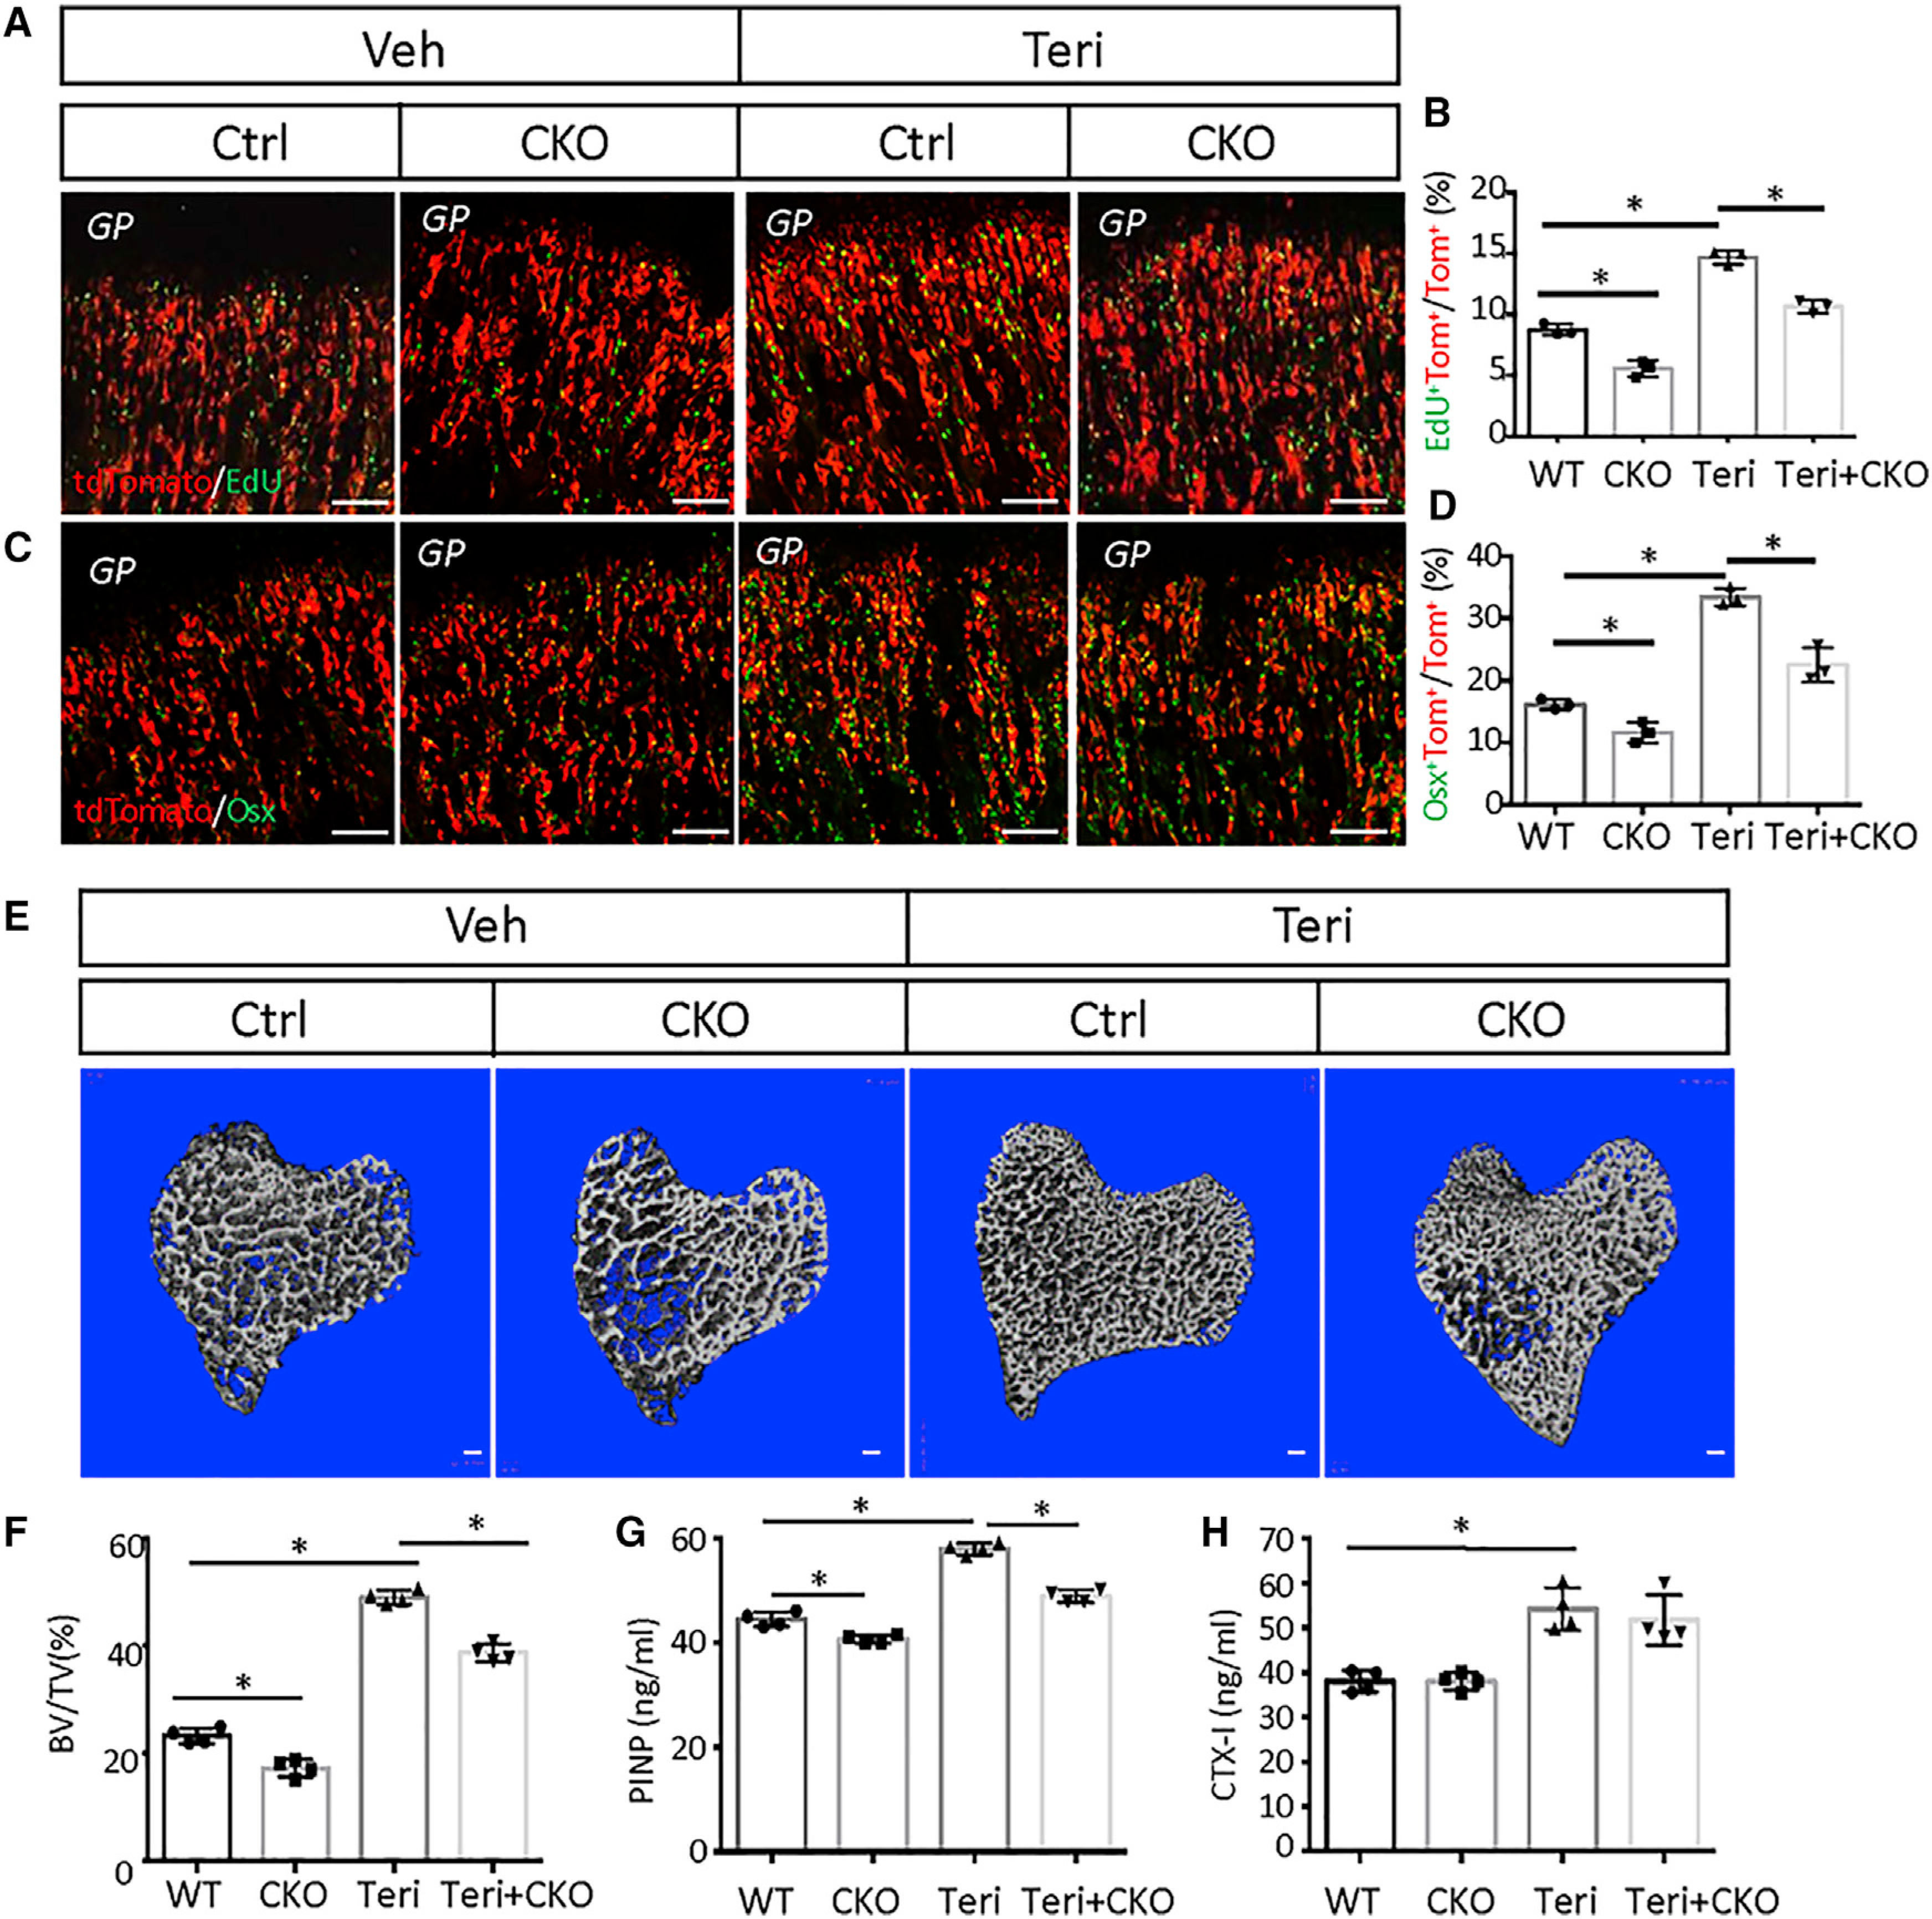
Igf signaling mediates effects of teriparatide on MMPs and bone formation (A and C) Representative confocal images of the chondro-osseous junction in the distal femur. Mice with the genotype of Gli1-CreER^T2^;Ai9;Igf1r^c/+^ (Ctrl) or Gli1-CreER^T2^;Ai9;Igf1r^c/c^ (CKO) were injected with teriparatide or vehicle for three days after TAM treatment. Scale bar: 100 μm. (B and D) Quantification of tdTomato^+^EdU^+^ (B) or tdTomato^+^Osx^+^ (D) over tdTomato^+^ cells in areas represented by (A) or (C), respectively. Percentage (mean ± SD) was quantified within the primary spongiosa region extending 300 μm from the growth plate of the proximal tibia and spanning the width of the bone, in two sections per mouse and three mice per group. Error bar: SD. *p < 0.05, n = 3, two-way ANOVA. (E) μCT images of cancellous bone of the proximal tibia. Ctrl or CKO mice were injected with teriparatide or vehicle for 21 days. Scale bar: 100 μm. (F) Quantification of BV/TV by μCT. Error bar: SD. *p < 0.05, n = 4, two-way ANOVA. (G and H) Serum levels of bone formation (G) or resorption (H) markers. Error bar: SD. *p < 0.05, n = 4, two-way ANOVA.

# Supplementary material for: Gli1+ progenitors mediate bone anabolic function of teriparatide via Hh and Igf signaling
**Source:** Cell Rep. Author manuscript; Available in PMC 2021 Sep 10.
**Supplement:** 2

# Gli1<sup>+</sup> progenitors mediate bone anabolic function of teriparatide via Hh and Igf signaling

## Graphical abstract

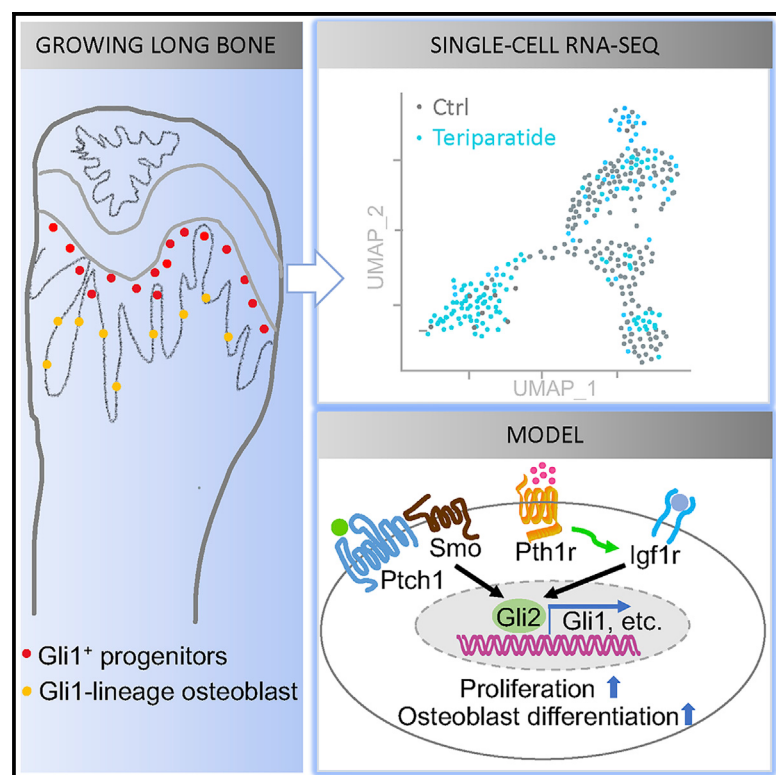

## Authors

Yu Shi, Xueyang Liao, James Y. Long, ..., Ling Ye, Ling Qin, Fanxin Long

## In brief

Gli1<sup>+</sup> metaphyseal mesenchymal progenitors (MMPs) are a main source for osteoblasts in postnatal mice. Through single-cell RNA sequencing, Shi et al. find a chondrocyte-like osteoprogenitor (COP) among MMPs. COP is a target of teriparatide, the mainstay of bone anabolic therapy, and requires Hh and Igf signaling for bone formation.

## Highlights

- Teriparatide promotes proliferation and osteoblast differentiation of Gli1<sup>+</sup> progenitors
- scRNA-seq uncovers chondrocyte-like osteoprogenitors (COPs) among Gli1<sup>+</sup> progenitors
- COPs are target cells of teriparatide
- Hh and Igf signaling in Gli1<sup>+</sup> progenitors mediates the anabolic effect of teriparatide

## Article

# Gli1<sup>+</sup> progenitors mediate bone anabolic function of teriparatide via Hh and Igf signaling

Yu Shi,<sup>1,2</sup> Xueyang Liao,<sup>1,2</sup> James Y. Long,<sup>3</sup> Lutian Yao,<sup>2</sup> Jianquan Chen,<sup>4</sup> Bei Yin,<sup>1</sup> Feng Lou,<sup>5</sup> Guangxu He,<sup>6</sup> Ling Ye,<sup>1</sup> Ling Qin,<sup>7</sup> and Fanxin Long<sup>2,7,8,\*</sup>

<https://doi.org/10.1016/j.celrep.2021.109542>

## SUMMARY

Teriparatide is the most widely prescribed bone anabolic drug in the world, but its cellular targets remain incompletely defined. The Gli1<sup>+</sup> metaphyseal mesenchymal progenitors (MMPs) are a main source for osteoblasts in postnatal growing mice, but their potential response to teriparatide is unknown. Here, by lineage tracing, we show that teriparatide stimulates both proliferation and osteoblast differentiation of MMPs. Single-cell RNA sequencing reveals heterogeneity among MMPs, including an unexpected chondrocyte-like osteoprogenitor (COP). COP expresses the highest level of Hedgehog (Hh) target genes and the insulin-like growth factor 1 receptor (Igf1r) among all cell clusters. COP also expresses Pth1r and further upregulates Igf1r upon teriparatide treatment. Inhibition of Hh signaling or deletion of Igf1r from MMPs diminishes the proliferative and osteogenic effects of teriparatide. The study therefore identifies COP as a teriparatide target wherein Hh and insulin-like growth factor (Igf) signaling are critical for the osteoanabolic response in growing mice.

## INTRODUCTION

Osteoblasts (OBs), the chief bone-making cells, are replenished throughout life in mammals, but their origin in postnatal life remains to be fully elucidated (Long, 2011). Lineage-tracing experiments have identified the Gli1-positive metaphyseal mesenchymal progenitors (MMPs) as a major source for trabecular osteoblasts in the long bones of mice up to four months of age (Shi et al., 2017). Besides osteoblasts, MMPs give rise to the leptin receptor-positive (LepR<sup>+</sup>) bone marrow stromal cells, which in turn have been shown to produce osteoblasts in adult mice progressively with age (Mizoguchi et al., 2014; Zhou et al., 2014a). Thus, MMPs are not only immediate osteoblast precursors in the growing mice but may also provide long-term osteoprogenitors persisting in the bone marrow later in life.

Teriparatide, a recombinant peptide corresponding to the N-terminal fragment (amino acids 1–34) of human parathyroid hormone (PTH), has been the mainstay of bone anabolic therapy for nearly two decades (Cipriani et al., 2012). Once-daily injections of teriparatide stimulate bone formation in humans and mice alike (Esen et al., 2015). Extensive studies in mice have indicated that PTH or teriparatide promotes bone formation through

direct regulation of osteoblast-lineage cells at multiple levels, including promotion of osteoblast activity, stimulation of osteoblast differentiation, attenuation of osteoblast apoptosis, and activation of quiescent bone-lining cells (Jilka, 2007; Kim et al., 2012). More recently, teriparatide was shown to increase both number and osteoblast differentiation of a Sox9-positive osteoprogenitor population located within the primary spongiosa of growing mice (Balani et al., 2017). Because previous immunostaining did not detect Sox9 protein in MMPs, it is not known whether MMPs would similarly respond to the anabolic regimen of teriparatide (Shi et al., 2017).

Indian Hedgehog (Ihh), one of the three Hedgehog (Hh) proteins in mammals, is a critical regulator of osteoblast differentiation during endochondral bone development (St-Jacques et al., 1999). Like all Hh proteins, Ihh signals via the seven-pass transmembrane protein Smoothened (Smo) to modulate gene expression by activating or de-repressing the Gli family (Gli1–Gli3) of transcription factors (Ingham and McMahon, 2001). Gli1 is both an effector and a transcriptional target of Hh signaling, thus serving as a useful marker for Hh-responding cells. Genetic studies of Smo in the mouse have demonstrated a direct requirement for Hh signaling in osteoblast differentiation in

the long bones; the osteoblastogenic effect is mediated by both de-repression of Gli3 and activation of Gli2 (Joeng and Long, 2009; Long et al., 2001). Furthermore, Hh signaling via Gli2 was shown to activate insulin-like growth factor (Igf) signaling in a positive feedback mechanism to induce osteoblast differentiation (Shi et al., 2015). However, a potential role for Igf signaling in the Hh-responding MMPs is yet to be determined.

Here we show that once-daily injection of teriparatide promotes both proliferation and osteoblast differentiation of MMPs to enhance bone formation in growing mice. The effects of teriparatide on MMPs require both Ihh and Igf signaling. Single-cell RNA sequencing (scRNA-seq) has uncovered heterogeneity among MMPs, including a chondrocyte-like osteoprogenitor (COP) responsive to Hh and teriparatide signaling during bone formation.

## RESULTS

### Teriparatide stimulates bone formation from Gli1<sup>+</sup> progenitors

To investigate the potential effect of teriparatide on the Gli1<sup>+</sup> MMPs *in vivo*, we genetically marked the cells and their progenies with the red fluorescent protein tdTomato before subjecting the mice to once-daily treatment of teriparatide. Mice with a genotype of Gli1-CreER<sup>T2</sup>;tdTomato;Coll-GFP were administered tamoxifen (TAM) once daily for three consecutive days starting at one month of age and then injected with teriparatide daily for 21 days before harvest. Micro-computed tomography ( $\mu$ CT) imaging and quantification of the cancellous bone in the distal femur confirmed that teriparatide caused a notable increase in bone mass (BV/TV), trabecular thickness (Tb.th), and trabecular bone number (Tb.N), coupled with decreased trabecular spacing (Tb.Sp), compared to the vehicle injection (Figure S1). When the bone sections were examined for tdTomato marking the Gli1-lineage cells, we found that teriparatide greatly increased the number of tdTomato<sup>+</sup> cells within the metaphyseal trabecular bone region (Figures 1A–1C). Teriparatide also extended the red domain within the metaphyseal periosteum but had no obvious effect on the labeling of the growth plate or the articular cartilage (Figures 1A and 1B). More importantly, teriparatide markedly increased the number of the GFP<sup>+</sup> tdTomato<sup>+</sup> cells (yellow) within the trabecular bone region, indicating a greater number of mature osteoblasts derived from MMPs (Figures 1A1, 1B1, and 1D). Thus, teriparatide not only expands the total population of MMPs and progenies but also increases the number of osteoblast descendants.

### Teriparatide stimulates proliferation and osteoblast differentiation of Gli1<sup>+</sup> progenitors

To examine the acute effect of teriparatide on MMPs, we injected the Gli1-CreER<sup>T2</sup>;tdTomato mice with teriparatide once daily for three days after marking the cells with TAM at one month of age. The mice were harvested at one day after the last teriparatide dose, and EdU (5-ethynyl-2'-deoxyuridine) was injected shortly before sacrifice to assess cell proliferation *in vivo*. Quantification of the EdU<sup>+</sup> cells on sections through the bone metaphysis revealed that teriparatide increased the proliferation index among tdTomato<sup>+</sup> cells (Figures 1E–1G). The proliferative effect was

specific to MMPs or their progenies, because teriparatide did not alter EdU labeling of the Gli1-lineage cells within the growth plate (Figure S2). In addition, immunostaining for Osx showed that a higher percentage of Gli1-lineage cells expressed the osteoblast marker upon teriparatide treatment (Figures 1H–1J). However, TUNEL staining detected no change in the rate of apoptosis among the Gli1-lineage cells ( $9.3\% \pm 3.2\%$  for vehicle versus  $9.5\% \pm 2.3\%$  for teriparatide,  $n = 3$ ), even though teriparatide reduced overall apoptosis within the metaphyseal marrow compartment ( $45.1 \pm 3.8/\text{section}$  for vehicle versus  $27.3 \pm 6.1/\text{section}$  for teriparatide,  $p < 0.05$ ,  $n = 3$  mice, one section per mouse). The data therefore indicate that teriparatide stimulates both proliferation and osteogenic differentiation of MMPs or their progenies.

To examine the effect of teriparatide more directly on MMPs, we treated the mice first with teriparatide once daily for three days before marking the MMPs with TAM. To exclude the possibility that teriparatide might simply activate the Gli1-CreER<sup>T2</sup> allele in mature osteoblasts, we performed the experiment in Gli1-CreER<sup>T2</sup>;tdTomato;Coll-GFP mice wherein the mature osteoblasts expressed GFP and therefore would turn yellow if they activated Gli1-CreER<sup>T2</sup>. Teriparatide expanded the tdTomato<sup>+</sup> population in the primary spongiosa but did not increase the small percentage ( $\sim 10\%$ ) of yellow cells normally seen among MMPs (Figures 1K–1N). Thus, the increase in Gli1<sup>+</sup> cells likely resulted from direct expansion of MMPs instead of Gli1-CreER<sup>T2</sup> activation in mature osteoblasts. To assess directly the effect on the proliferation status, we performed EdU labeling in Gli1-CreER<sup>T2</sup>;Ai9 mice that received teriparatide for three days before TAM for one day. The EdU labeling index among tdTomato<sup>+</sup> cells was increased by teriparatide (Figures 1O–1Q). Thus, teriparatide expands the pool size of MMPs through stimulation of cell proliferation.

### scRNA-seq identifies chondrocyte-like osteoprogenitors as a teriparatide target

To gain further insights about MMPs, we performed single-cell RNA sequencing with or without teriparatide treatment. Specifically, we treated one-month-old Gli1-CreER<sup>T2</sup>;tdTomato mice with three daily doses of TAM and then three daily injections of teriparatide or vehicle before sacrifice on the following day (6 days from the first TAM injection). After removal of the growth plate, the metaphyseal trabecular bone was enzymatically digested; tdTomato<sup>+</sup>CD45<sup>−</sup>Ter119<sup>−</sup>CD31<sup>−</sup> cells were selected from the dissociated cells by flow cytometry. The single cells were then subjected to RNA sequencing with 10x Genomics. After excluding the residual contamination of hematopoietic cells expressing Ptprc (encoding CD45), integrated analysis of the vehicle and teriparatide datasets identified four major clusters by tSNE (t-distributed stochastic neighbor embedding), including osteoblasts (OBs) marked by Sp7, Col1a1, Bglap2, and Dmp1 (Figures 2A and 2B; Figure S3). A second cluster expressed early osteoblast genes such as Runx2, Sp7, and Postn, but not Dmp1, and therefore was designated preosteoblast (preOB) (Figures 2B and 2C). The third cluster was enriched for chondrocyte markers, including Sox9, Sox5, Sox6, Col2a1, and Acan (Figures 2B and 2C). Because the growth plate was discarded before single-cell isolation and the hypertrophic chondrocytes that were closest to the

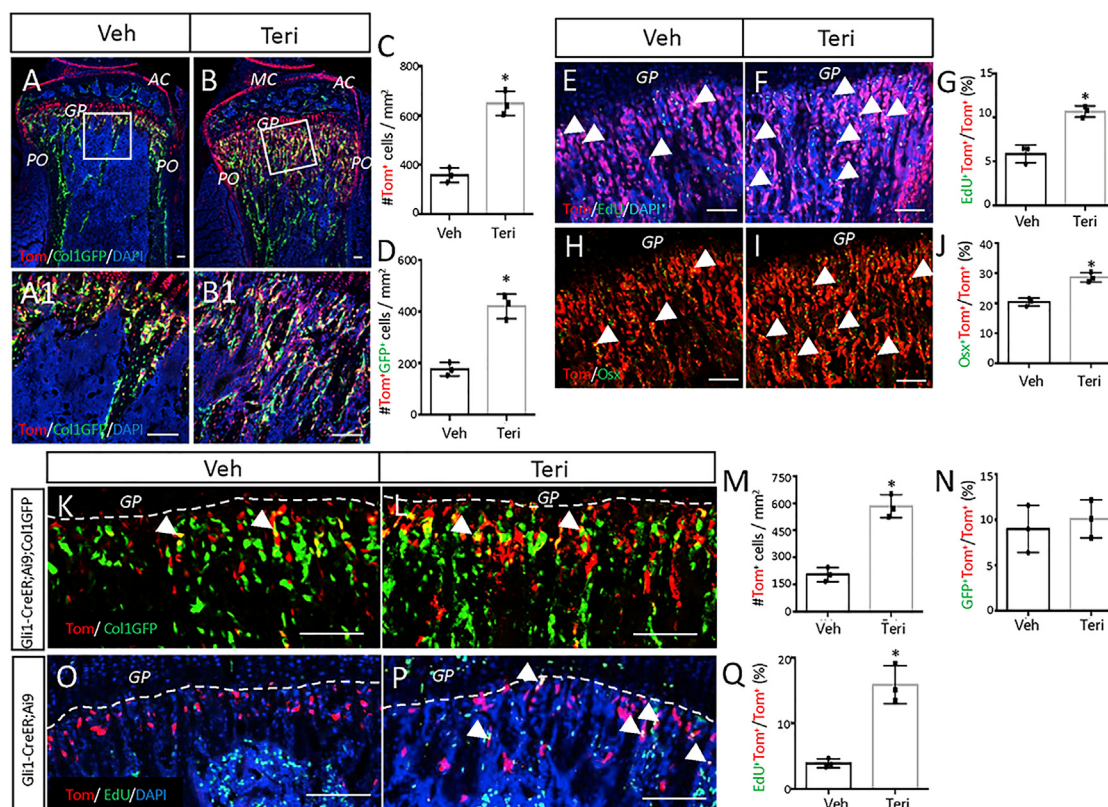

**Figure 1. Teriparatide promotes proliferation and osteoblast differentiation of MMPs**

(A–D) Mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9;Col1-GFP were injected daily with teriparatide (Teri) or vehicle (Veh) for 21 days after TAM induction. (A and B) Representative confocal images of the proximal tibia. MC, meniscus; AC, articular cartilage; GP, growth plate; PO, periosteum. Boxed areas are shown below at a higher magnification (A1 and B1). tdTomato, GFP, and DAPI were visualized by direct fluorescence. Same below. DAPI stains nuclei of all cells. (C and D) Number of tdTomato+ (C) or tdTomato+GFP+ cells (D) in the primary spongiosa region extending 300  $\mu$ m from the growth plate and spanning the width of the bone flanked by the periosteum. The same region of interest applies to quantifications below. ImageJ was used for all quantifications. (E–J) Mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9 were injected with teriparatide or vehicle for 3 days after TAM. (E, F, H, and I) Representative confocal images of primary spongiosa in the proximal tibia showing colocalization of tdTomato with EdU (E and F) or Osx (H and I). EdU was detected by click reaction, and Osx was detected by immunostaining. Arrowheads denote double-positive cells. (G and J) Quantification of EdU-positive cells (G) or Osx-positive cells (J) among tdTomato+ cells in the primary spongiosa region as described in (C) and (D). (K–N) Mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9;Col1-GFP were injected with teriparatide or vehicle for three days before TAM for three days. (K and L) Representative confocal images of primary spongiosa in the proximal tibia. (M and N) Quantification of total tdTomato+ (M) or the percentage of tdTomato+ cells expressing GFP (N) in the primary spongiosa region as described in (C) and (D). (O–Q) Mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9 were injected with teriparatide or vehicle for three days before TAM for one day. (O and P) Representative confocal images of primary spongiosa in the proximal tibia. (Q) Quantification of the EdU-labeling percentage among tdTomato+ cells in the primary spongiosa region as described in (C) and (D). Dashed lines demarcate the boundary of the growth plate. Arrows denote double-positive cells. Scale bars: 100  $\mu$ m. All quantifications were performed within the primary spongiosa region. Error bars: SD. \* $p < 0.05$ ,  $n = 3$  mice, 2 sections for each mouse, Student's t test.

trabecular bone region did not express tdTomato, we considered those chondrocyte-like cells unlikely to be conventional growth-plate chondrocytes. Furthermore, because most of the cluster also expressed Runx2 (81.2% of the cells) and Sp7 (60.7%), which are indicative of osteoblastogenic potentials, we termed the cluster COP (Figure 2C). The final cluster expressed Lepr, Cxcl12, Vcam1, Pdgfrb, and Adipoq, among other markers, and appeared to be identical to the adiponectin-expressing bone marrow stromal cells recently designated as marrow adipogenic lineage progenitors (MALPs) (Mukohira et al., 2019; Zhong et al., 2020) (Figure 2B; Figure S3). Thus, scRNA-seq has uncovered heterogeneous cell clusters among MMPs.

Further analysis of the clusters revealed unique features of COP. They were enriched for the prototypical Hh target genes Gli1, Ptch1, and Hhip, indicating that they were most responsive to Hh signaling among the clusters at the time of isolation (Figure 2D). Although all clusters expressed the teriparatide receptor Pth1r, COP was further enriched for the Igf signaling components including Igf1r, Irs1, and Irs2, whereas MALP expressed the most Igf1 (Figure 2E). Interestingly, teriparatide expanded the COP cluster, apparently at the expense of MALP and preOB (Figure 2F) (see Discussion). However, analysis of the differential gene expression showed that teriparatide increased the expression of multiple osteoblast marker genes in all four clusters, indicating

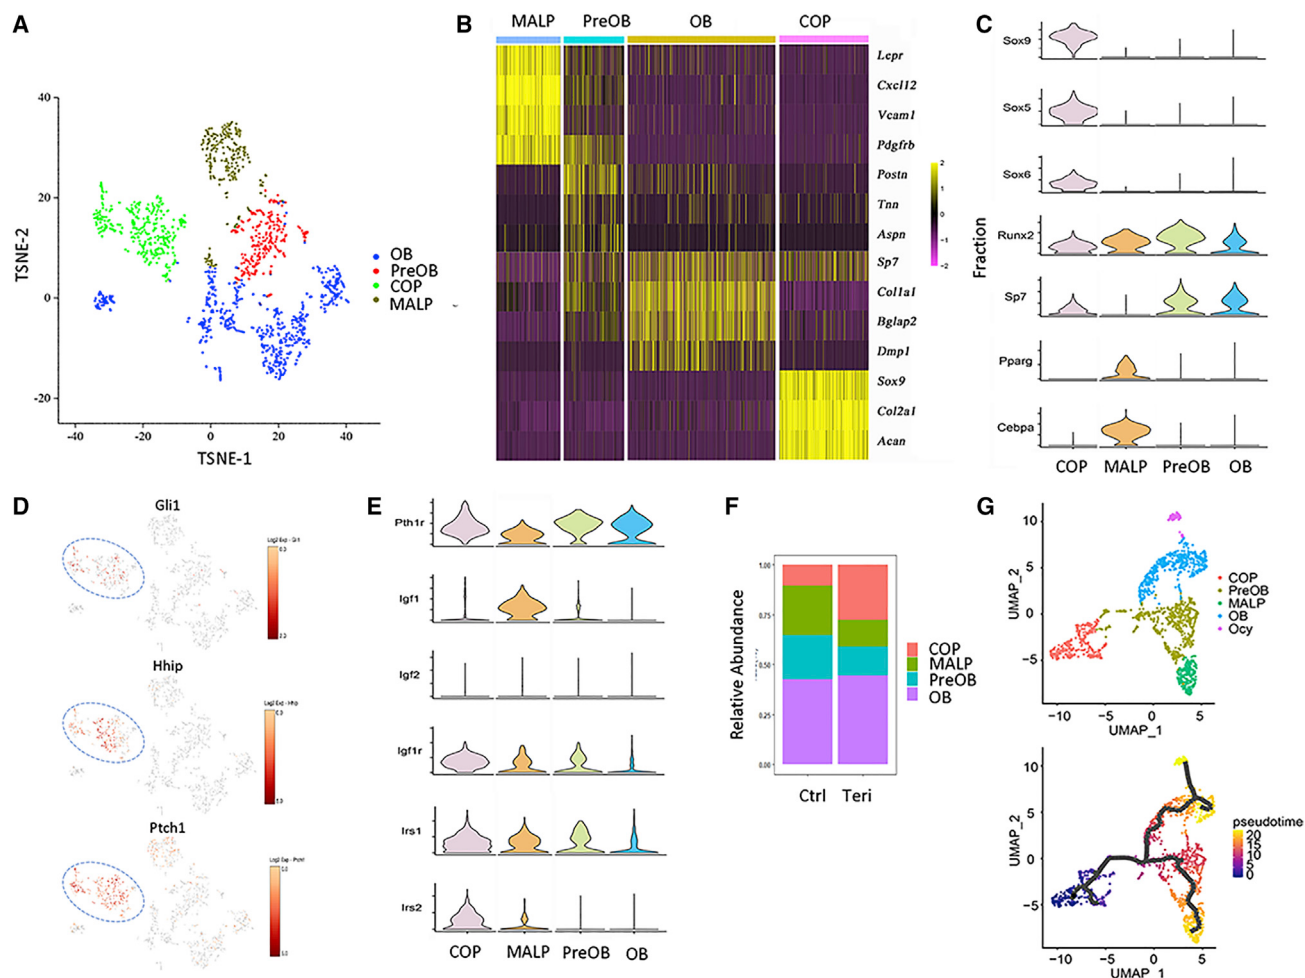

**Figure 2. scRNA-seq reveals heterogeneity of MMPs**

(A) Visualization of clusters from integrated analysis of vehicle and teriparatide datasets.

(B) Heatmap of representative marker genes for each cluster.

(C and E) Violin plots of representative genes for each cluster.

(D) Enriched expression of Hh target genes in the COP cluster.

(F) Relative abundance of each cluster in MMPs of vehicle- versus teriparatide-treated mice. OB, osteoblast; preOB, preosteoblast; COP, chondrocyte-like osteoprogenitor; MALP, marrow adipocyte lineage progenitor.

(G) Clustering by UMAP (upper) and subsequent pseudotime analysis with Monocle 3 (lower).

a broad osteogenic effect of teriparatide (Table S1). In particular, *Igf1r* was upregulated by teriparatide in the COP, OB, and MALP clusters, supporting a potential role of the *Igf* pathway in mediating teriparatide signaling. Furthermore, Gene Ontology and pathway analysis with DAVID (the database for annotation, visualization and integrated discovery) identified ribosomal proteins and oxidative phosphorylation as the top categories induced by teriparatide across all clusters (Tables S2–S5). Thus, teriparatide exerts a broad osteogenic and anabolic effect on all MMPs and their progenies, including the expansion of COP.

To explore the potential lineage relationship among clusters, we next performed trajectory analysis with Monocle 3. Clustering of the integrated data by UMAP (uniform manifold approximation and projection) confirmed the same four clusters as found by tSNE, except that it distinguished a subgroup of the

osteoblast cluster as Ocy marked by the expression of *Dmp1* and *Mepe* (Figure 2G, upper). Separate visualization of the datasets confirms that teriparatide expanded the COP cluster (Figure S4A). Trajectory prediction based on *Sox9* or *Acan* expression revealed temporal progression from COP to preOB and further to either MALP or OB/Ocy (Figure 2G, lower; Figure S4B). The computational analysis therefore indicates that COP could potentially function as osteoblast and MALP progenitors.

To test directly the computational prediction of COP as osteoblast progenitors, we used the *Acan-CreERT<sup>2</sup>* mouse that expresses *CreERT<sup>2</sup>* from the endogenous aggrecan gene locus and is therefore expected to mark the COP cells upon TAM administration. We first dosed the *Acan-CreERT<sup>2</sup>;Ai9* mice with TAM at four weeks of age before harvesting them 24 h later. Compared

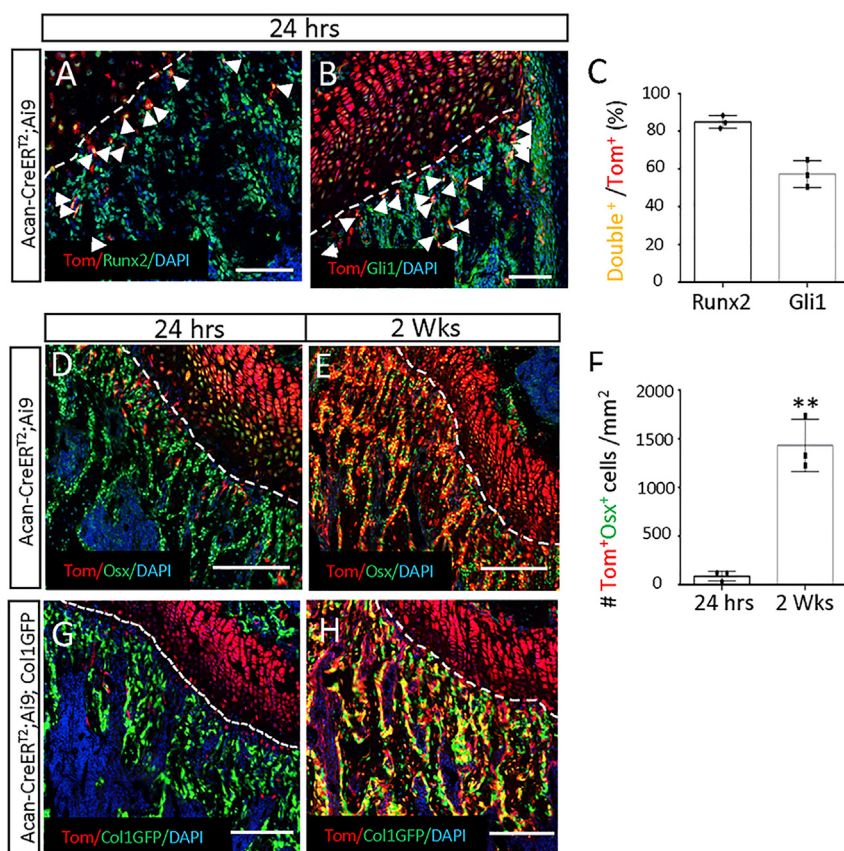

**Figure 3. COP gives rise to osteoblasts in the mouse**

Acan-CreER<sup>T2</sup>;Ai9 mice (A–F) or Acan-CreER<sup>T2</sup>;Ai9;Col1-GFP mice (G and H) were treated with TAM for three days at 28 days of age and harvested after 24 h or 2 weeks.

(A and B) Representative confocal images showing direct fluorescence of tdTomato and immunostaining of Runx2 (A) or Gli1 (B) in the distal femur of Acan-CreER<sup>T2</sup>;Ai9 mice harvested at 24 h after TAM. DAPI stains all nuclei. Nonnuclear staining from the Gli1 antibody is likely nonspecific. Arrowheads point to double-positive cells in the primary spongiosa. Dotted line denotes the boundary between the growth plate and the primary spongiosa. Same below.

(C) Quantification of double-positive cells among tdTomato<sup>+</sup> cells in the primary spongiosa region represented in (A) and (B). Region of interest (ROI) extends 200  $\mu$ m below the growth plate and spans the width of bone. Image Pro Plus was used for quantification.

(D and E) Representative confocal images showing direct fluorescence of tdTomato and immunostaining of Osx in the distal femur of Acan-CreER<sup>T2</sup>;Ai9 mice harvested at 24 h (D) or 2 weeks (E) after TAM. (F) Quantification of double-positive cells in the primary spongiosa region as represented in (D) and (E). Same ROI as in (C). Error bars: SD. \*\*p < 0.01, n = 3, Student's t test.

(G and H) Representative confocal images showing direct fluorescence of tdTomato and GFP in the distal femur of Acan-CreER<sup>T2</sup>;Ai9;Col1-GFP mice harvested at 24 h (G) or 2 weeks (H) after TAM. Scale bars: 100  $\mu$ m (A and B), 200  $\mu$ m (D, E, G, and H).

with Gli1-CreER<sup>T2</sup>, Acan-CreER<sup>T2</sup> marked significantly fewer cells within the primary spongiosa (Figures S5A–S5C). Immunostaining detected Runx2 or Gli1 protein in most Acan-CreER<sup>T2</sup>-targeted cells in the primary spongiosa, thus confirming the utility of Acan-CreER<sup>T2</sup> in targeting COP cells (Figures 3A–3C). However, Sox9 immunostaining failed to detect a clear signal in the primary spongiosa, indicating that the COP cells may contain little Sox9 protein despite mRNA expression; the result confirms our previous finding (Figures S5D and S5E) (Shi et al., 2017). We next tracked the fate of the COP cells for two weeks in the Acan-CreER<sup>T2</sup>;Ai9 mice after TAM dosing at 4 weeks of age. Immunostaining for Osx showed that compared with 24 h, the tdTomato<sup>+</sup>Osx<sup>+</sup> cells greatly expanded in the primary spongiosa and trabecular bone region (Figures 3D–3F). To clarify whether COP targeted by Acan-CreER<sup>T2</sup> became mature osteoblasts with time, we repeated the lineage tracing experiment in mice with the genotype of Acan-CreER<sup>T2</sup>;Ai9;Col1-GFP. At 24 h, the tdTomato<sup>+</sup> COP cells were distinct from the GFP<sup>+</sup> mature osteoblasts (Figure 3G). However, after 2 weeks, many double-positive cells were detected within the trabecular bone region, providing direct evidence for the differentiation of COP to osteoblasts (Figure 3H). The lineage tracing experiments therefore confirm the prediction from trajectory analysis that COP is an osteoblast progenitor.

We next examined the effect of teriparatide on COP. Mice with the genotype of Acan-CreER<sup>T2</sup>;Ai9 were dosed with TAM at four

weeks of age and then injected with teriparatide or vehicle once daily for three days before harvest. The mice were injected with EdU shortly before sacrifice to allow for cell proliferation assays. Immunostaining for Osx showed that teriparatide increased both the total number of tdTomato<sup>+</sup>Osx<sup>+</sup> cells and the percentage of double positives among tdTomato<sup>+</sup> cells within the primary spongiosa (Figures 4A–4D). Moreover, EdU labeling detected an increase in proliferation among the tdTomato<sup>+</sup> cells by teriparatide (Figures 4E–4G). To determine whether teriparatide enhances the production of mature osteoblasts from COP, we treated the Acan-CreER<sup>T2</sup>;Ai9;Col1-GFP mice with teriparatide or vehicle for seven days after they were dosed with TAM at four weeks of age. Teriparatide markedly increased the number of tdTomato<sup>+</sup>GFP<sup>+</sup> osteoblasts within the trabecular bone region (Figures 4H–4J). Thus, genetic experiments demonstrate that teriparatide stimulates COP to proliferate and produce more osteoblasts *in vivo*.

### Hh signal is required for teriparatide stimulation of MMPs

Because MMPs are characterized by Hh signaling and stimulated by teriparatide, we next examined whether the two signals interact in the progenitors. Ihh expressed by growth-plate chondrocytes is the predominant Hh ligand in the growing skeleton, so we decided to test whether reduced Ihh signaling might change the effect of teriparatide. Although the full knockout of

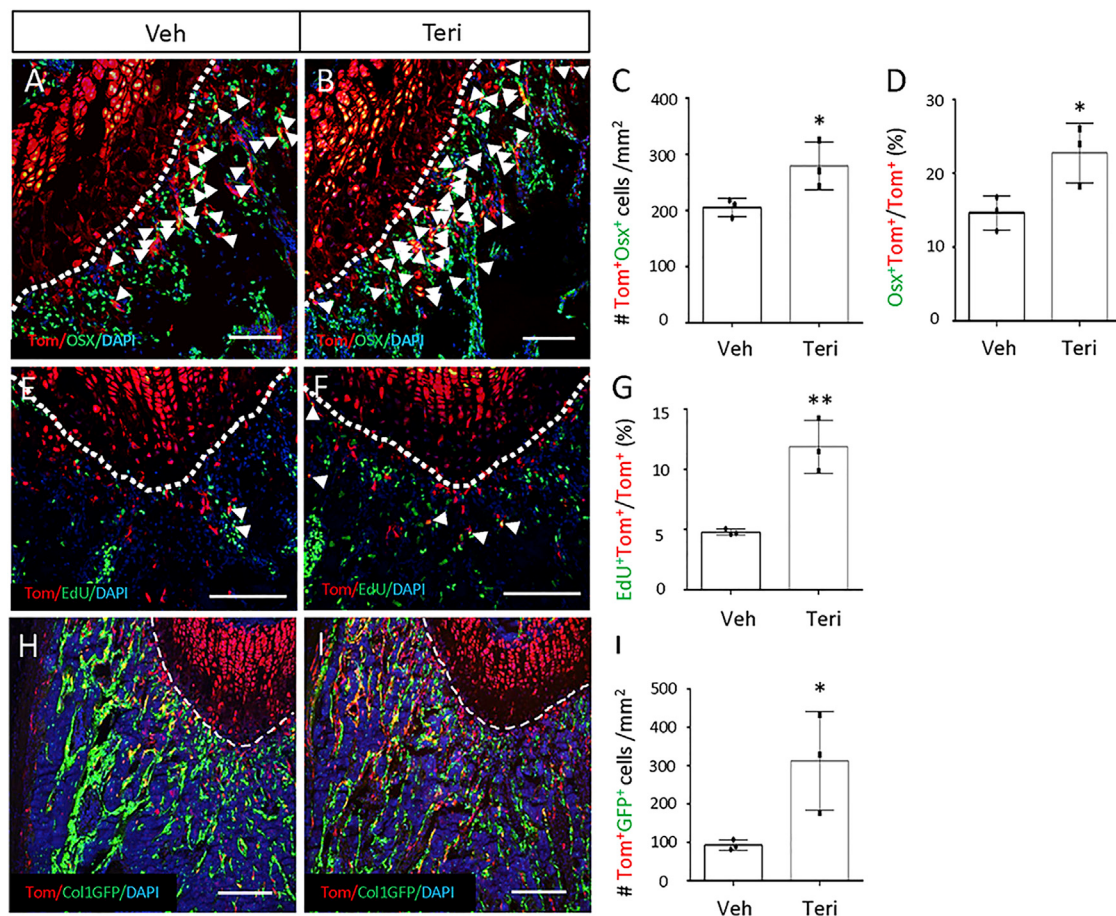

**Figure 4. Teriparatide stimulates COP proliferation**

(A–G) Acan-CreER<sup>T2</sup>;Ai9 mice were treated with TAM and then injected with teriparatide or vehicle for 3 days. (A and B) Confocal images showing tdTomato direct fluorescence and Osx immunostaining on sections of the distal femur. Arrowheads denote double-positive cells in the primary spongiosa. Dotted lines denote the boundary of the growth plate. Same below. (C and D) Quantification of double-positive cells in the primary spongiosa as represented in (A) and (B). The region for quantification extends 200  $\mu$ m below the growth plate and spans the width of the bone flanked by the periosteum. Same below. ImageJ used for quantification. (E and F) Confocal images showing tdTomato<sup>+</sup>EdU<sup>+</sup> cells (arrowheads) in the primary spongiosa of the distal femur. (G) EdU labeling index of tdTomato<sup>+</sup> cells in the primary spongiosa as represented in (E) and (F). Region of quantification is the same as in (C) and (D).

(H–J) Mice with the genotype of Acan-CreER<sup>T2</sup>;Ai9;Coll-GFP were treated with TAM and then injected with teriparatide or vehicle for 7 days. (H and I) Confocal images showing tdTomato and GFP direct fluorescence in the primary spongiosa region of the distal femur. (J) Quantification of tdTomato<sup>+</sup>GFP<sup>+</sup> cells in the primary spongiosa region as represented in (H) and (I). Region for quantification is the same as in (C) and (D).

Scale bars: 100  $\mu$ m. Error bars: SD. \* $p < 0.05$ , \*\* $p < 0.01$ ,  $n = 3$ , Student's  $t$  test.

Ihh leads to neonatal lethality, heterozygous mice live without obvious defects (St-Jacques et al., 1999). Therefore, we produced mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9;Ihh<sup>+/-</sup> and the littermate control of Gli1-CreER<sup>T2</sup>;Ai9 to compare their response to teriparatide followed by TAM administration at 1 month of age. When the animals were injected the vehicle solution, the number of tdTomato<sup>+</sup> cells within the metaphysis was similar between the genotypes (Figures 5A, 5A1, 5B, and 5B1). As expected, teriparatide greatly expanded the tdTomato<sup>+</sup> population in the control mice (Figures 5A, 5A1, 5C, and 5C1). However, no such increase was observed in the Gli1-CreER<sup>T2</sup>;Ai9;Ihh<sup>+/-</sup> mice (Figures 5B, 5B1, 5D, and 5D1). These results indicate that teriparatide expands the pool of MMPs, likely by amplifying Hh signaling among mesenchymal cells within the primary spongiosa.

We next assessed the effect of Hh signaling on MMP proliferation and differentiation induced by teriparatide. GDC-0449, a potent inhibitor of Smo, was used to block Hh signaling with or without teriparatide coinjection for three days, following TAM administration in the Gli1-CreER<sup>T2</sup>;Ai9 mice. EdU staining showed that GDC-0449 not only decreased the basal proliferation rate of MMPs but also eliminated the mitogenic effect of teriparatide (Figures 6A and 6B). Similarly, the inhibitor abolished the induction of Osx in MMPs by teriparatide (Figures 6C and 6D). Thus, Hh signaling is essential for teriparatide to stimulate the proliferation and osteoblast differentiation of MMPs.

To assess the impact of Hh inhibition on the bone anabolic effect of teriparatide, we treated wild-type mice with teriparatide, GDC-0449, or both for ten days.  $\mu$ CT analyses revealed that GDC-0449 modestly reduced the normal cancellous bone mass

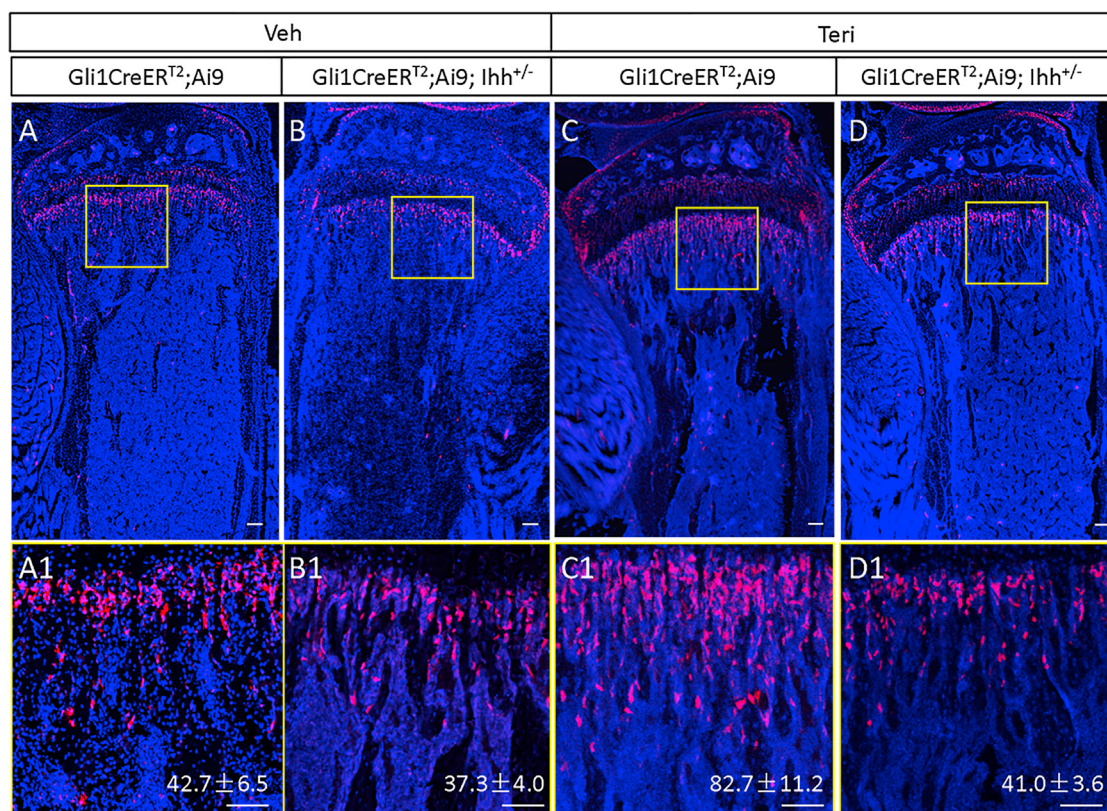

**Figure 5. Ihh is required for teriparatide stimulation of MMPs and progenies**

Mice of indicated genotypes were injected at one month of age with teriparatide or vehicle for three days and then TAM for three days.

(A–D) Confocal images of longitudinal sections through the proximal tibia.

(A1–D1) Boxed regions in (A)–(D) shown at higher magnification. Red, tdTomato<sup>+</sup> MMPs and progenies; blue, DAPI nuclear staining. Scale bar: 100  $\mu$ m. tdTomato<sup>+</sup> cells were counted in a primary spongiosa area of 0.09 mm<sup>2</sup> (300  $\times$  300  $\mu$ m) immediately below the growth plate. Quantification indicates mean cell number  $\pm$  SD, n = 3. One section per mouse was quantified.

but essentially eliminated the increase caused by teriparatide (Figures 6E and 6F; Figure S6A). Histology of the tibia confirmed that GDC-0449 abolished the expansion of the cancellous bone region by teriparatide (Figure S6B). Serum biochemistry showed that the inhibitor significantly suppressed the circulating PINP (procollagen type I N-terminal propeptide) level, an indicator of overall bone formation activity (Figure 6G). However, GDC-0449 did not seem to affect the bone resorption marker CTX-I (type I collagen cross-linked c-telopeptide), which was elevated by teriparatide as expected (Figure 6H). Because teriparatide is known to increase the activity of existing osteoblasts, we performed double-labeling experiments to assess whether GDC-0449 also affected osteoblast function. Quantification showed that the stimulation of mineral apposition rate (MAR) by teriparatide on the endosteal surface of the tibia was not affected by GDC-0449, indicating that the suppression of serum PINP levels by the inhibitor mostly resulted from decreased *de novo* osteoblast production (Figures 6I and 6J). Potential minor effects of GDC-0449 on bone resorption or osteoblast activity could still exist but were not detected here because of the small sample size. Nonetheless, the data support that Hh signaling is required for teriparatide to stimulate osteoblast differentiation from MMPs.

### Igf signaling is required for teriparatide to stimulate bone formation from MMPs

Because COP is enriched for the Igf signaling components and upregulates Igf1r expression in response to teriparatide, we next investigated whether Igf and teriparatide signaling interact in MMPs. To this end, we generated mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9;Igf1r<sup>c/c</sup> (CKO) to allow simultaneous labeling of MMPs and deletion of Igf1r upon TAM administration. We first assessed the impact of Igf1r deletion on the acute effect of teriparatide. For this, the CKO and control littermates with the genotype of Gli1-CreER<sup>T2</sup>;Ai9;Igf1r<sup>c/+</sup> (Ctrl) were treated with teriparatide or vehicle for three days following TAM dosing at one month of age. EdU labeling indicated that Igf1r deletion reduced the basal rate of MMP proliferation; it also blunted, but did not eliminate, induction by teriparatide (Figures 7A and 7B). Statistical analysis with two-way ANOVA did not detect a significant interaction between Igf1r and teriparatide (p value 0.8856), indicating that the two signals may stimulate proliferation independently. However, because we have not determined the deletion efficiency of Igf1r in MMPs, we cannot rule out that the apparent lack of interaction may result from incomplete deletion of Igf1r. Deletion of Igf1r also reduced the percentage of

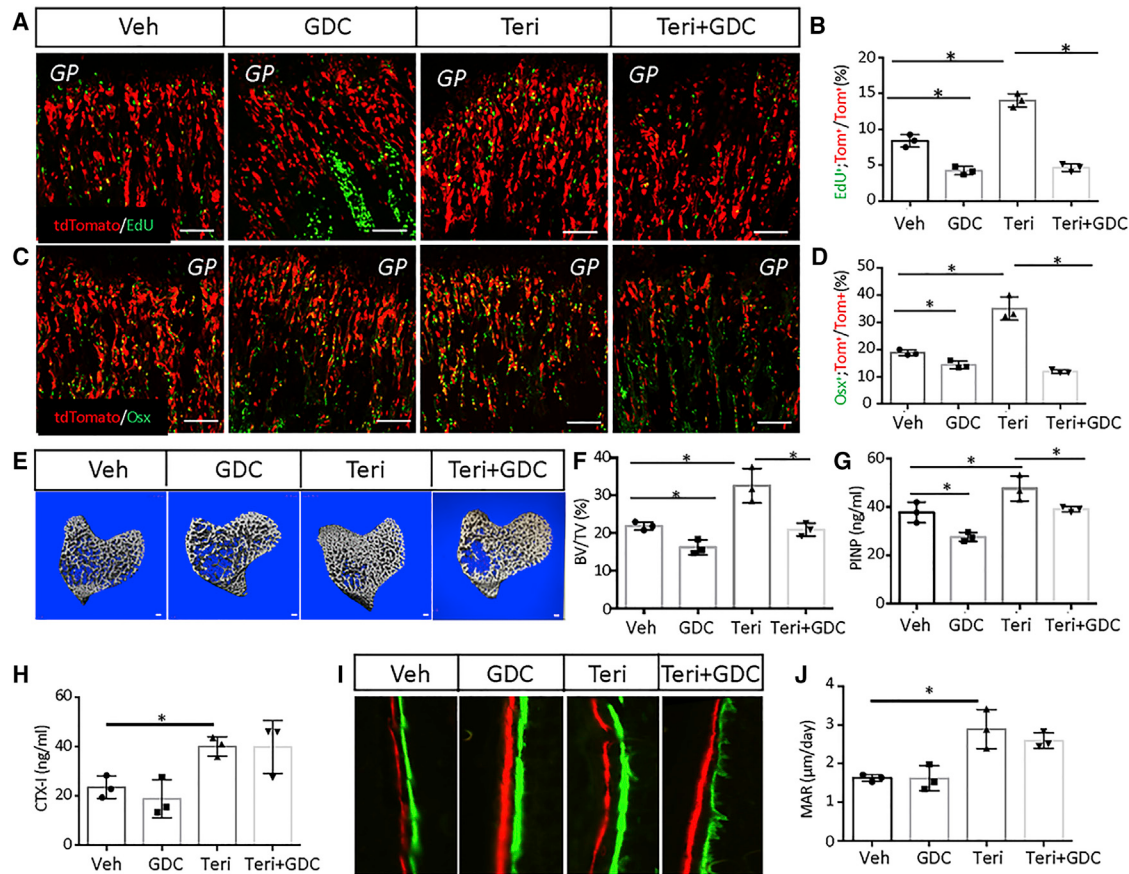

**Figure 6. Hh signal is required for proliferative and osteogenic effects of teriparatide**

(A and C) Representative confocal images of the chondro-osseous junction in the distal femur. Gli1-CreER<sup>T2</sup>;Ai9 mice were first treated with TAM and then injected with GDC, teriparatide, or both for 3 days. Scale bar: 100  $\mu$ m. PBS was used as vehicle control.

(B and D) Quantification of tdTomato<sup>+</sup>EdU<sup>+</sup> (B) or tdTomato<sup>+</sup>Osx<sup>+</sup> (D) over tdTomato<sup>+</sup> cells in areas represented by (A) or (C), respectively. Percentage (mean  $\pm$  SD) was quantified within the primary spongiosa of the proximal tibia, extending 300  $\mu$ m from the growth plate and across the width of the bone in two sections per mouse and three mice per group.

(E)  $\mu$ CT images of cancellous bone of the proximal tibia in wild-type mice with indicated treatments for 10 days. Scale bar: 100  $\mu$ m.

(F) Quantification of the trabecular bone mass (BV/TV) by  $\mu$ CT.

(G and H) Serum levels of bone formation (G) or resorption (H) markers.

(I) Representative images of double labeling for bone formation on the endosteal surface of the tibia. Green, calcein; red, alizarin red.

(J) Quantification of the mineral apposition rate (MAR) at the endosteal bone surface from double-labeling experiments.

Error bars: SD. \* $p < 0.05$ ,  $n = 3$ , two-way ANOVA.

Osx<sup>+</sup> cells derived from MMPs under both basal and teriparatide conditions (Figures 7C and 7D). Here, statistical analysis detected a significant interaction between Igf1r deletion and teriparatide (interaction  $p$  value 0.0321), indicating that Igf and teriparatide signaling synergize in promoting osteoblast differentiation. Overall, Igf signaling at least partially mediates the osteogenic function of teriparatide in MMPs.

We next assessed the effect of Igf1r deletion in MMPs on the overall bone anabolic activity of teriparatide after a longer-term treatment. Here we compared CKO or Ctrl littermate mice, both of which received once-daily teriparatide injection for 21 days after TAM administration at one month of age. Analyses of the proximal tibia by  $\mu$ CT detected a significant loss of cancellous bone mass in CKO versus Ctrl mice, regardless

of teriparatide (Figures 7E and 7F). Importantly, statistical analysis detected significant interaction between Igf1r and teriparatide (two-way ANOVA, interaction  $p$  value 0.0054). Additional quantification revealed that Igf1r deletion reduced Tb.th, coupled with increased Tb.Sp, without altering Tb.N (Figure S7). Serum biochemistry showed that Igf1r deletion suppressed both basal and teriparatide-induced PINP levels, with significant interaction between Igf1r and teriparatide (Figure 7G) (two-way ANOVA, interaction  $p$  value 0.0025). However, the deletion did not influence CTX-I levels, which were elevated by teriparatide regardless of Igf1r deletion (Figure 7H). Overall, Igf signaling in MMPs not only contributes to normal trabecular bone formation but also mediates the optimal anabolic response to teriparatide in growing mice.

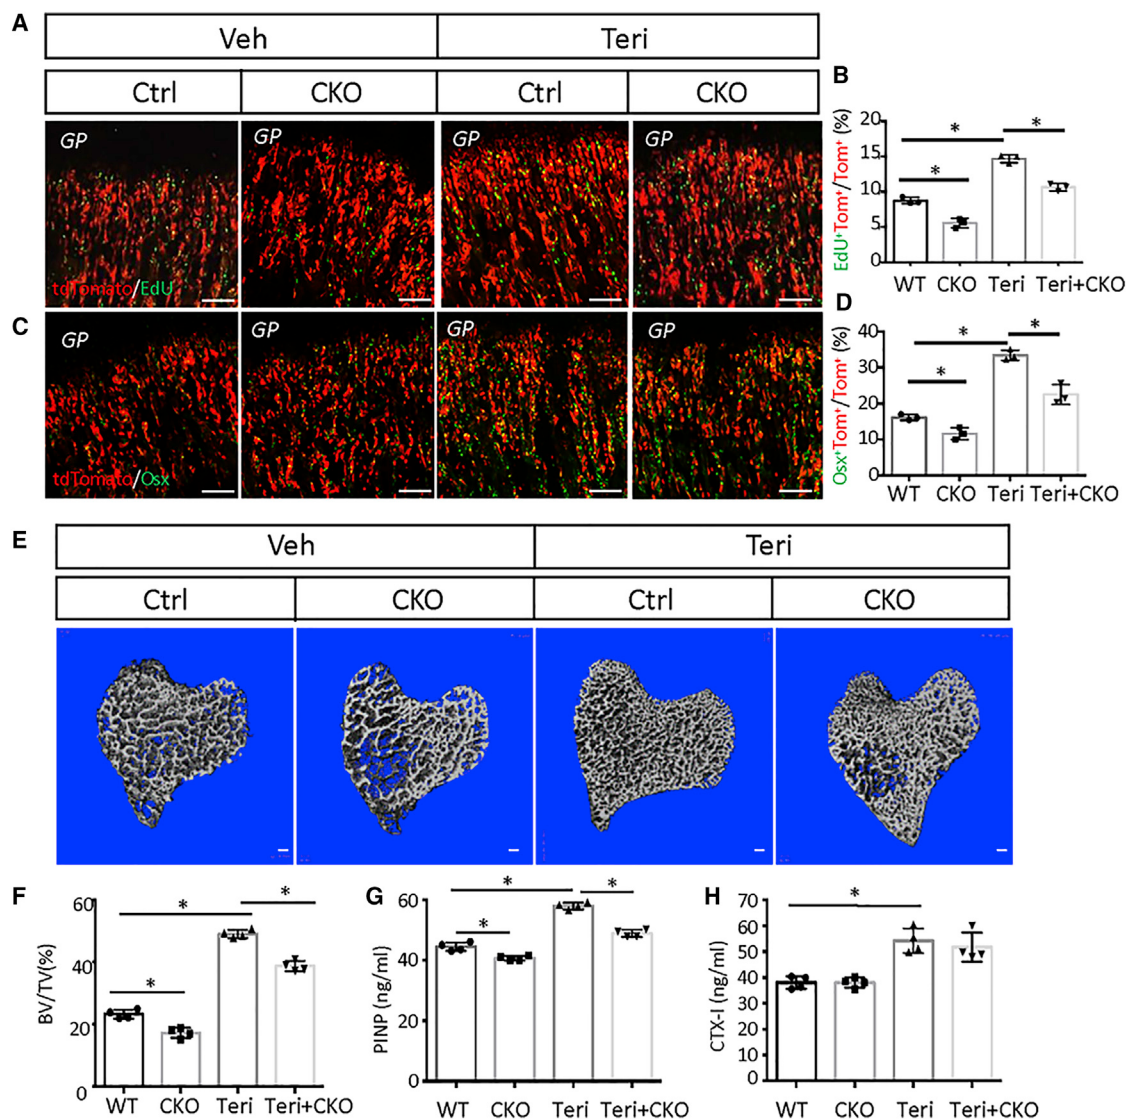

**Figure 7. Igf signaling mediates effects of teriparatide on MMPs and bone formation**

(A and C) Representative confocal images of the chondro-osseous junction in the distal femur. Mice with the genotype of Gli1-CreER<sup>T2</sup>;Ai9;Igf1r<sup>+/+</sup> (Ctrl) or Gli1-CreER<sup>T2</sup>;Ai9;Igf1r<sup>+/+</sup> (CKO) were injected with teriparatide or vehicle for three days after TAM treatment. Scale bar: 100  $\mu$ m.

(B and D) Quantification of tdTomato<sup>+</sup>Edu<sup>+</sup> (B) or tdTomato<sup>+</sup>Osx<sup>+</sup> (D) over tdTomato<sup>+</sup> cells in areas represented by (A) or (C), respectively. Percentage (mean  $\pm$  SD) was quantified within the primary spongiosa region extending 300  $\mu$ m from the growth plate of the proximal tibia and spanning the width of the bone, in two sections per mouse and three mice per group. Error bar: SD. \*p < 0.05, n = 3, two-way ANOVA.

(E)  $\mu$ CT images of cancellous bone of the proximal tibia. Ctrl or CKO mice were injected with teriparatide or vehicle for 21 days. Scale bar: 100  $\mu$ m.

(F) Quantification of BV/TV by  $\mu$ CT. Error bar: SD. \*p < 0.05, n = 4, two-way ANOVA.

(G and H) Serum levels of bone formation (G) or resorption (H) markers. Error bar: SD. \*p < 0.05, n = 4, two-way ANOVA.

## DISCUSSION

The study shows that once-daily teriparatide stimulates both proliferation and osteoblast differentiation of the Gli1<sup>+</sup> MMPs in postnatal growing mice. The proliferative effect of teriparatide critically depends on Hh, whereas the osteogenic function requires both Hh and Igf signaling in MMPs. scRNA-seq reveals that MMPs are heterogeneous and include a COP that responds to Hh signaling and increases in number when exposed to teriparatide.

The study therefore identifies COPs as important target cells of teriparatide within the primary spongiosa of long bones in growing mice.

Besides COP, scRNA-seq has revealed three additional populations (OB, preOB, and MALP) among MMPs or their progenies. Compared with COP, those other populations exhibited little to no expression of the classic Hh target genes, and trajectory analysis predicts that they could derive from Hh-responsive COP. Indeed, lineage tracing with Acan-CreER<sup>T2</sup> shows that

COP can give rise to OB. However, because Acan-CreER<sup>T2</sup> marked fewer cells than Gli1-CreER<sup>T2</sup> in the primary spongiosa at 24 h after TAM induction, COP likely represents only a subset of the MMPs initially marked by Gli1 but maintains Hh responsiveness, whereas the others (e.g., preOB) have lost the response by the time of harvest (6 days after the initial TAM injection). The origin of COP or the other MMPs is uncertain at present but could be the perichondrium, which has been shown to supply trabecular osteoblasts, as well as marrow stromal cells in developing bones (Maes et al., 2010). Alternatively, COP could arise from hypertrophic growth-plate chondrocytes, which have been shown to produce osteoblasts in the primary spongiosa (Yang et al., 2014; Zhou et al., 2014b). However, a recent study shows that the contribution of hypertrophic chondrocytes to trabecular bone mass is minimal after birth (Qin et al., 2020). In contrast, MMPs are a major source for trabecular bone formation in postnatal growing mice (Shi et al., 2017). Therefore, hypertrophic chondrocytes may not be the main source for postnatal MMPs, including COP.

The scRNA-seq data show that three daily injections of teriparatide expand the COP population, apparently at the expense of preOB and MALP without overt changes in OB. Whereas increased proliferation is likely responsible for the COP expansion, the decrease in preOB and MALP may result from changes in differentiation. Because the trajectory analysis indicates that preOB could give rise to either OB or MALP, teriparatide may accelerate the differentiation of preOB in favor of OB over MALP, thus reducing both preOB and MALP populations. Such a model would predict an increase in OBs, but all OBs may not be readily dissociated from the bone matrix, resulting in incomplete representation of OBs in scRNA-seq.

Our finding about COP is consistent with previous reports. The Col2 promoter was previously found to be active in at least a subset of the osteogenic progenitors associated with the trabecular bone during embryonic development (Hilton et al., 2007). Lineage tracing of cells expressing Col2, Sox9, or Acan in postnatal day-3 mice showed that they gave rise to osteoblasts during the subsequent growing phase (Ono et al., 2014). Further studies showed that the Sox9<sup>+</sup> cells persisted in the metaphysis of long bones in 6-week-old mice and produced osteoblasts with time, although it was not clear whether the Sox9<sup>+</sup> osteoblast precursors expressed the classic chondrocyte markers (Balani et al., 2017). Here, by scRNA-seq, we detected coexpression of Sox9 with all known chondrocyte markers in the COP cluster, indicating that the Sox9<sup>+</sup> osteoblast precursors, as previously reported, may overlap significantly with COP. However, despite mRNA expression, the COP cells seem to express little, if any, Sox9 protein detectable by immunostaining. Similarly, others reported only few cells targeted by Sox9-CreER<sup>T2</sup> in the primary spongiosa to exhibit Sox9 immunostaining (Balani et al., 2017).

The study has revealed important roles of Hh and Igf in mediating the proliferation and differentiation effect of teriparatide on MMPs. We have not explored the molecular mechanism here but have previously shown that Igf signaling augments the Hh signaling output in osteoprogenitors by activating Gli2 through site-specific phosphorylation (Shi et al., 2015). Because teriparatide upregulates Igf1r expression in multiple cell clusters, including COP, it may potentiate Hh signaling in MMPs via Gli2

activation. Although PKA (protein kinase A) activation by teriparatide is expected to dampen Hh signaling, stimulation of Gli2 by Igf signaling could counteract the inhibitory effect and lead to an increase in Hh signaling output (Riobó et al., 2006). Thus, the increased proliferation and osteoblast differentiation of MMPs by teriparatide could be mediated by Igf-induced enhancement of Hh signaling.

The study highlights the pleiotropic effect of teriparatide on skeletal cells. Teriparatide increases trabecular bone formation through stimulation of both proliferation and osteoblast differentiation of MMPs. Interestingly, an early study through *in vivo* competitive binding in the metaphysis of rat long bones identified a cell located in the intertrabecular tissue as a main parathyroid hormone target (Rouleau et al., 1990). The cell, described to be of osteoblast lineage but distinct from a differentiated osteoblast, could be related to MMPs. The expansion of MMPs by teriparatide also helps to explain the previous observation that a single injection of parathyroid hormone increased the number of mesenchymal progenitors that could be isolated from the metaphyseal bone for *in vitro* assays (Siclar et al., 2013). Despite the heterogeneity of MMPs, teriparatide induces in all four populations the expression of osteoblast genes, as well as genes encoding ribosomal proteins and the mitochondrial electron transport chain. The gene expression changes may reflect a general increase in protein synthesis and energy demands in cells responding to teriparatide.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - Tamoxifen administration
  - Chemicals
  - Immunofluorescence staining
  - Histology and dynamic histomorphometry
  - MicroCT
  - Serum CTX-I and PINP assays
  - Proliferation and apoptosis assay
  - Single-cell RNA sequencing
- QUANTIFICATION AND STATISTICAL ANALYSIS

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2021.109542>.

## ACKNOWLEDGMENTS

The work is partially supported by NIH grant DK111212 (to F. Long).  $\mu$ CT analysis was conducted at the Penn Center for Musculoskeletal Disorders (PCMD), supported by NIH P30 AR069619.

### AUTHOR CONTRIBUTIONS

Y.S. performed experiments and drafted the paper. X.L., B.Y., F. Lou, and G.H. performed experiments. J.Y.L. and L. Yao analyzed data. J.C., L. Ye, and L.Q. edited the paper. F. Long directed work and wrote the paper.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: February 3, 2021

Revised: May 27, 2021

Accepted: July 26, 2021

Published: August 17, 2021

### REFERENCES

- Ahn, S., and Joyner, A.L. (2004). Dynamic changes in the response of cells to positive hedgehog signaling during mouse limb patterning. *Cell* 118, 505–516.
- Balani, D.H., Ono, N., and Kronenberg, H.M. (2017). Parathyroid hormone regulates fates of murine osteoblast precursors *in vivo*. *J. Clin. Invest.* 127, 3327–3338.
- Bouxsein, M.L., Boyd, S.K., Christiansen, B.A., Guldberg, R.E., Jepsen, K.J., and Müller, R. (2010). Guidelines for assessment of bone microstructure in rodents using micro-computed tomography. *J. Bone Miner. Res.* 25, 1468–1486.
- Cao, J., Spielmann, M., Qiu, X., Huang, X., Ibrahim, D.M., Hill, A.J., Zhang, F., Mundlos, S., Christiansen, L., Steemers, F.J., et al. (2019). The single-cell transcriptional landscape of mammalian organogenesis. *Nature* 566, 496–502.
- Cipriani, C., Irani, D., and Bilezikian, J.P. (2012). Safety of osteoanabolic therapy: a decade of experience. *J. Bone Miner. Res.* 27, 2419–2428.
- Dietrich, P., Dragatsis, I., Xuan, S., Zeitlin, S., and Efstratiadis, A. (2000). Conditional mutagenesis in mice with heat shock promoter-driven cre transgenes. *Mamm. Genome* 11, 196–205.
- Esen, E., Lee, S.Y., Wice, B.M., and Long, F. (2015). PTH Promotes Bone Anabolism by Stimulating Aerobic Glycolysis Via IGF Signaling. *J. Bone Miner. Res.* 30, 1959–1968.
- Henry, S.P., Jang, C.W., Deng, J.M., Zhang, Z., Behringer, R.R., and de Crombrughe, B. (2009). Generation of aggrecan-CreERT2 knockin mice for inducible Cre activity in adult cartilage. *Genesis* 47, 805–814.
- Hilton, M.J., Tu, X., and Long, F. (2007). Tamoxifen-inducible gene deletion reveals a distinct cell type associated with trabecular bone, and direct regulation of PTHrP expression and chondrocyte morphology by Ihh in growth region cartilage. *Dev. Biol.* 308, 93–105.
- Ingham, P.W., and McMahon, A.P. (2001). Hedgehog signaling in animal development: paradigms and principles. *Genes Dev.* 15, 3059–3087.
- Jilka, R.L. (2007). Molecular and cellular mechanisms of the anabolic effect of intermittent PTH. *Bone* 40, 1434–1446.
- Joeng, K.S., and Long, F. (2009). The Gli2 transcriptional activator is a crucial effector for Ihh signaling in osteoblast development and cartilage vascularization. *Development* 136, 4177–4185.
- Kaljajic, I., Kaljajic, Z., Kaliterna, M., Gronowicz, G., Clark, S.H., Lichtler, A.C., and Rowe, D. (2002). Use of type I collagen green fluorescent protein transgenes to identify subpopulations of cells at different stages of the osteoblast lineage. *J. Bone Miner. Res.* 17, 15–25.
- Kim, S.W., Pajevic, P.D., Selig, M., Barry, K.J., Yang, J.Y., Shin, C.S., Baek, W.Y., Kim, J.E., and Kronenberg, H.M. (2012). Intermittent parathyroid hormone administration converts quiescent lining cells to active osteoblasts. *J. Bone Miner. Res.* 27, 2075–2084.
- Long, F. (2011). Building strong bones: molecular regulation of the osteoblast lineage. *Nat. Rev. Mol. Cell Biol.* 13, 27–38.
- Long, F., Zhang, X.M., Karp, S., Yang, Y., and McMahon, A.P. (2001). Genetic manipulation of hedgehog signaling in the endochondral skeleton reveals a direct role in the regulation of chondrocyte proliferation. *Development* 128, 5099–5108.
- Maes, C., Kobayashi, T., Selig, M.K., Torrekens, S., Roth, S.I., Mackem, S., Carmeliet, G., and Kronenberg, H.M. (2010). Osteoblast precursors, but not mature osteoblasts, move into developing and fractured bones along with invading blood vessels. *Dev. Cell* 19, 329–344.
- Mizoguchi, T., Pinho, S., Ahmed, J., Kunisaki, Y., Hanoun, M., Mendelson, A., Ono, N., Kronenberg, H.M., and Frenette, P.S. (2014). Osterix marks distinct waves of primitive and definitive stromal progenitors during bone marrow development. *Dev. Cell* 29, 340–349.
- Mukohira, H., Hara, T., Abe, S., Tani-Ichi, S., Sehara-Fujisawa, A., Nagasawa, T., Tobe, K., and Ikuta, K. (2019). Mesenchymal stromal cells in bone marrow express adiponectin and are efficiently targeted by an adiponectin promoter-driven Cre transgene. *Int. Immunol.* 31, 729–742.
- Ono, N., Ono, W., Nagasawa, T., and Kronenberg, H.M. (2014). A subset of chondrogenic cells provides early mesenchymal progenitors in growing bones. *Nat. Cell Biol.* 16, 1157–1167.
- Qin, X., Jiang, Q., Nagano, K., Moriishi, T., Miyazaki, T., Komori, H., Ito, K., Mark, K.V., Sakane, C., Kaneko, H., and Komori, T. (2020). Runx2 is essential for the transdifferentiation of chondrocytes into osteoblasts. *PLoS Genet.* 16, e1009169.
- Riobó, N.A., Lu, K., Ai, X., Haines, G.M., and Emerson, C.P., Jr. (2006). Phosphoinositide 3-kinase and Akt are essential for Sonic Hedgehog signaling. *Proc. Natl. Acad. Sci. USA* 103, 4505–4510.
- Rouleau, M.F., Mitchell, J., and Goltzman, D. (1990). Characterization of the major parathyroid hormone target cell in the endosteal metaphysis of rat long bones. *J. Bone Miner. Res.* 5, 1043–1053.
- Schneider, C.A., Rasband, W.S., and Eliceiri, K.W. (2012). NIH Image to ImageJ: 25 years of image analysis. *Nat. Methods* 9, 671–675.
- Shi, Y., Chen, J., Karner, C.M., and Long, F. (2015). Hedgehog signaling activates a positive feedback mechanism involving insulin-like growth factors to induce osteoblast differentiation. *Proc. Natl. Acad. Sci. USA* 112, 4678–4683.
- Shi, Y., He, G., Lee, W.C., McKenzie, J.A., Silva, M.J., and Long, F. (2017). Gli1 identifies osteogenic progenitors for bone formation and fracture repair. *Nat. Commun.* 8, 2043.
- Siclari, V.A., Zhu, J., Akiyama, K., Liu, F., Zhang, X., Chandra, A., Nah, H.D., Shi, S., and Qin, L. (2013). Mesenchymal progenitors residing close to the bone surface are functionally distinct from those in the central bone marrow. *Bone* 53, 575–586.
- St-Jacques, B., Hammerschmidt, M., and McMahon, A.P. (1999). Indian hedgehog signaling regulates proliferation and differentiation of chondrocytes and is essential for bone formation. *Genes Dev.* 13, 2072–2086.
- Yang, L., Tsang, K.Y., Tang, H.C., Chan, D., and Cheah, K.S. (2014). Hypertrophic chondrocytes can become osteoblasts and osteocytes in endochondral bone formation. *Proc. Natl. Acad. Sci. USA* 111, 12097–12102.
- Zhong, L., Yao, L., Tower, R.J., Wei, Y., Miao, Z., Park, J., Shrestha, R., Wang, L., Yu, W., Holdreith, N., et al. (2020). Single cell transcriptomics identifies a unique adipose lineage cell population that regulates bone marrow environment. *eLife* 9, e54695.
- Zhou, B.O., Yue, R., Murphy, M.M., Peyer, J.G., and Morrison, S.J. (2014a). Leptin-receptor-expressing mesenchymal stromal cells represent the main source of bone formed by adult bone marrow. *Cell Stem Cell* 15, 154–168.
- Zhou, X., von der Mark, K., Henry, S., Norton, W., Adams, H., and de Crombrughe, B. (2014b). Chondrocytes transdifferentiate into osteoblasts in endochondral bone during development, postnatal growth and fracture healing in mice. *PLoS Genet.* 10, e1004820.

## STAR★METHODS

How the deposited data were processed for this re-analysis (not part of the article)

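Gli1-CreER T2;Ai9 mice were given 3 doses of tamoxifen and 3 injections of vehicle or of teriparatide at 400 ng per g. Their metaphyseal cells were sorted and sequenced, with 1 library per condition. Each library is taken to hold the pooled cells of the 5 mice (3 males and 2 females) of its group, which the paper does not state. There are 2 libraries in all. The authors made the counts with Cell Ranger, which aligned the reads to mm10 and counted UMIs per gene and barcode, and they deposited the raw counts of the barcodes that Cell Ranger kept as cells, for each library apart. The header of the files names version 3.1.0 of Cell Ranger, which is not the version given in the methods. No filter on genes per cell, mitochondrial share, doublets or Ptprc had been applied to the deposited counts. Depth differed between the libraries, with a median of 14556 UMIs in the 1217 teriparatide cells within the limits and of 10875 in the 549 vehicle cells. Fewer than 200 genes were detected in 399 vehicle and 603 teriparatide barcodes, and more than 6000 in 13 and 38.

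The limits on genes and mitochondrial share, the integration by canonical correlation and the resolution are those of the paper's methods. The number of principal components, which the paper's text does not name, was set to 20. Clustering was done with Seurat 5.3.0 in R 4.3.3, in a first pass on all cells within the limits and in a second pass on the cells left after removal of blood cells. In each pass 2000 variable genes were chosen. The markers of the mesenchymal classes and every gene the paper names for these data were removed from them. The fixed lists of growth plate, cycling and sex-linked genes were removed too. This took out 56 in the second pass, so that 1944 were used. Markers of blood cells other than Ptprc were not removed, so the blood clusters are not independent of the markers that named them. The components were computed by an exact decomposition in place of Seurat's approximate one, a change made late because the latter was not the same in every run. It left the main clusters as they were and moved some values of the alternatives. Cells of hematopoietic-like and erythroid-like clusters, and every other cell with a Ptprc UMI, were left out before the second pass. Doublets were removed by the limit of 6000 genes alone, as in the paper. Scrublet, in scanpy 1.11.5, called 3 of the vehicle and 1 of the teriparatide cells within the limits, and leaving these out was one of the alternatives.

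Clusters were named from lists of markers fixed before the data were examined, and the same holds for the main settings, 19 alternatives and the genes to be named. The way in which the markers were scored was changed after its first output had been seen. A mean of standardized levels first named clusters on too few detected markers, so the score became the mean of the 3 largest log2 folds among markers detected in at least 10% of the cells of a cluster and above the mean CPM of the other clusters, with 10 CPM added, and at least 3 detected markers were needed. A shallow cluster was named only when a marker of its class was among its top 10 genes. The blood lineages were then scored as a group, because a neutrophil cluster had stayed unnamed, and markers of any list were counted among the top 10 genes in the second pass, because a shallow cluster led by S100a8 and S100a9 had been named OB. These changes were made on the grounds of the markers, and the final rule was used in every setting. It left a shallow cluster unnamed, with 54 vehicle cells (12.7%) and 54 teriparatide cells (8.94%) and a median of 2059.5 UMIs, and the cluster led by Col10a1.

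UMIs were summed over the cells of each class and library and divided by the total of the class to give CPM. Ratios between libraries or classes are log2 ratios of CPM. A gene with no UMI in 1 library has a bound, taken against a floor of 3 counts. The limit of its counting interval can lie closer to no change than this bound. Intervals of 95% are Clopper-Pearson for shares, Newcombe for differences of shares, Poisson for sums and conditional binomial for ratios, computed with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15. They cover counting error only, and no test, p-value or count of changed genes was made from cells. Ribosomal protein and oxidative phosphorylation genes were listed by symbol, and the median log2 ratio of those with at least 50 UMIs in a class, with 0.5 UMI added, was placed among the medians of 10000 random lists drawn from the 50 genes nearest in expression to each member. For values at one depth, each cell was thinned to 3400 UMIs, and 44 vehicle and 56 teriparatide cells below that depth were left out. Pseudotime was computed with the diffusion pseudotime of scanpy on 15 neighbors in the integrated components, with PAGA for the links between classes, and anndata 0.12.19 held the data. It stands in place of Monocle 3, which could not be run here. Figures were drawn with matplotlib 3.10.9. A cell was counted as cycling with UMIs of at least 2 of the 12 genes. The stricter call of sex asks for 5 UMIs of one kind and none of the other.

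The genes named are those the paper names for its single-cell data, fixed lists of growth plate, cycling and sex-linked genes, and in each class the 3 genes with the largest and the 3 with the smallest ratio between the libraries, among genes with at least 50 UMIs in the class, seen in at least 10% of its cells in the library where they are higher, and changed in the same direction in male and female cells. Leading genes of clusters are named to identify these clusters. A list of 6 further neutrophil genes (Ngp, Camp, Ltf, Retnlg, Mmp8 and Cd177) was added later for a test of free RNA. Gene positions and symbols were taken from GENCODE vM21.

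The ratios and the gene list medians were tested on simulated counts drawn from the means and totals of these libraries. Of 9292 genes in the simulation, 200 were changed 4-fold. For the ratio between the libraries, 95.9% of the intervals held the true ratio, and all 162 changed genes that could be tested lay on the right side of 0. The counts were drawn as Poisson sums without single cells, as the intervals themselves assume. This coverage thus checks the computation, and does not show that the intervals cover the spread of UMIs between cells. A list of 80 genes shifted by 0.40 on the log2 scale after scaling was found with a median of 0.33, below the true shift, and stood at the percentile of 100. Of 100 lists without a shift, 96% lay within the central 95%.

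The alternatives changed the variable genes, the integration, the resolution (0.3 and 1.0), the number of principal components (10 and 30), the mitochondrial limit (5% and 20%), the removal of blood cells and doublets, the depth of the cells, the sexes counted, the scaling of the ratios, the minimum of the gene lists (10 UMIs) and the root of the pseudotime. In one of the clusterings 1277 genes that differed at least 2-fold between the libraries were left out of the variable genes. After the data had been seen, 4 alternatives for the shares were added. They counted the Col10a1-led cluster as COP-like, took shares of the named cells alone, weighted male and female cells as 3 to 2, or thinned the teriparatide library to 67.0% of its UMIs before the limits, the clustering and the naming. The imaging, histology and lineage tracing of the paper were not analysed here.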

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

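The tests of misassigned sex, of the purity of the sort and of the Col10a1-led cells were chosen only after the result was seen. The tests on neutrophil RNA were set out before their own values were known, though the levels of S100a8, S100a9 and Slpi in each class had been seen.

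The paper does not report the sex of the cells, and the proportions differed between the libraries. Of the mesenchymal cells with a call, 52.6% were male in the vehicle and 90.0% in the teriparatide library, although the paper gives 3 male and 2 female mice for each group. Doublets or free RNA as the cause would need many cells with both kinds of UMI, and proportions that change under a stricter call. Both kinds were seen in 1.18% of the vehicle and 0.828% of the teriparatide cells. With at least 5 UMIs of one kind, the male share was 23.3% and 75.6%, a difference of 52.4 (43.3 to 60.0) percentage points, which argues against misassignment as the cause of the difference. The male share itself fell in both libraries under this call, which by its construction favors the sex whose genes leave more UMIs in a cell, so that the true proportions are known less well than their difference. At 3400 UMIs per cell the male share was 35.4% and 81.1%, so that depth does not account for it. The erythroid-like cells, whose male share was 63.2% (38.4 to 83.7) and 62.4% (51.2 to 72.6), did not show such a difference, while the hematopoietic-like cells did, at 46.5% and 74.2%. Unequal numbers of sorted cells per mouse, an effect of teriparatide that differs by sex, and a library made from other mice than the stated group stay open. None of these was tested. Since sex and condition go together here, results that take opposite directions in male and female cells cannot be assigned to the treatment from the pooled values.

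A cluster of 8 vehicle and 20 teriparatide cells was led by Col10a1 and Ihh, which the paper does not discuss for these data. Its share rose between the libraries by a ratio of 1.75 (0.740 to 4.61), against 2.83 (2.15 to 3.76) for the COP-like cells. All 22 cells of the cluster with a call of sex were male, and within male cells the ratio was 1.36 (0.481 to 4.70). Col10a1 itself rose within the COP-like cells, from 3 UMIs to 4377, a log2 ratio of 8.37 (6.82 to 10.64), but 95.4% of these UMIs lay in 5 of 266 cells, so that the rise is that of a few cells. At 3400 UMIs per cell it was seen in 4.96% of the COP-like and 3.73% of the erythroid-like cells of that library. The median cell of the cluster had 25814 UMIs, which argues against empty droplets with free RNA. Cells of the growth plate carried into the sort and cells of the metaphysis with hypertrophic genes cannot be told apart, because 28 cells are too few and their position in the bone is not recorded in the libraries.

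Blood cells passed the limits in both libraries although the sort was for CD45-negative and Ter119-negative cells. Hematopoietic-like cells made up 13.3% of the vehicle and 36.4% of the teriparatide cells, and erythroid-like cells 9.29% and 13.7%. If the sort of the teriparatide cells had been less pure by the same factor for all, every blood cluster would rise by the same ratio. The erythroid cluster led by Hemgn and Car1 had a ratio of 0.915 (0.599 to 1.42), and the neutrophil cluster led by Ltf one of 4.77 (2.75 to 8.94), which argues against 1 common factor as the whole cause. A purity that differed by cell type, and an effect of teriparatide on blood cells of the marrow, stay open, and neither was tested. These cells were removed before the shares of the classes were computed.

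S100a8 and S100a9 were higher in the OB-like cells of the teriparatide library, with log2 ratios of 5.20 (3.96 to 6.84) and 4.48 (3.48 to 5.71). They are abundant in neutrophils, of which that library held more, and they also rose in the COP-like cells, where S100a8 had a ratio of 5.03 (3.47 to 7.31). If free RNA of neutrophils is the source, 6 other neutrophil genes should rise too. Together these genes had a log2 ratio of 3.00 (2.01 to 4.17) in the OB-like cells, 2.60 in the COP-like, 2.60 in the MALP-like and 0.93 (-0.17 to 2.12) in the preOB-like cells. Of the 6 genes, Ltf, Ngp, Camp and Cd177 had already been seen as leading genes of the neutrophil cluster of these libraries. In the hematopoietic-like cells S100a8 stood at 41233 and 99754 CPM and Ngp at 20227 and 21754 CPM. The rise of S100a8 and S100a9 may thus come from RNA of neutrophils. An induction in the mesenchymal cells on top of it was not tested.

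Slpi had the largest rise in the OB-like cells, from 30 to 2072 UMIs, a log2 ratio of 5.80 (5.28 to 6.37), with 4.82 in male and 7.25 in female cells. RNA of neutrophils as its source would bring at most as much Slpi per S100a8 as those cells hold. The ratio of their UMIs was 9.09 (7.92 to 10.5) in the OB-like cells of the teriparatide library and 0.00350 in the hematopoietic-like cells, so that this source accounts for little of it. Slpi was seen in 8.85% of the OB-like cells of the vehicle and 45.8% of those of the teriparatide library, with 74.5% of the UMIs of the latter in 5 cells. An effect of teriparatide and a difference between the pooled mice both stay open, since there is 1 library per condition, and the size of the ratio rests on a few cells.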

How the results depend on the processing

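The alternatives that count the Col10a1-led cluster as COP-like, take shares of the named cells alone, weight the sexes as 3 to 2 or thin the teriparatide library before clustering were chosen only after the data were seen. No paired analysis was possible because both libraries are replicate 1 of their condition and no result comes from a test.

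Over 18 alternatives, the difference in the COP-like share was above 0 in each, from 22.1 to 43.2 percentage points. That in the MALP-like share ran from -26.7 to -14.5, and that in the preOB-like share from -12.0 to -0.949, both below 0 in each. The difference in the OB-like share was below 0 in all but the male cells. A larger COP-like share by itself lowers these other shares. With the teriparatide library thinned before clustering, the COP-like shares were 15.6% and 45.2%, while the shallow unnamed cluster joined the MALP-like cells, which then held 42.2% and 21.4%. With male and female cells weighted 3 to 2, the COP-like shares were 20.0% and 50.6%, and with the Col10a1-led cluster counted in they were 17.5% and 47.4%. The log2 ratios of Gli1, Ptch1, Hhip and Igf1r in the COP-like cells over the other classes were above 0 in every alternative that gave a value, and of the 33 pairs of Table S1 between 29 and 33 were higher in the teriparatide library.

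Clustering choices changed few results. Without integration, the difference in the preOB-like share was -11.3 percentage points. With 10 principal components, that in the MALP-like share was -23.3. In pseudotime the OB-like cells did not come after the preOB-like cells in any of 12 alternatives, with differences from -0.149 to -0.000600. The log2 ratio of Pth1r in the COP-like cells over the other classes of the vehicle library changed sign with 10 components (0.22), 30 components (0.21), Scrublet doublets left out (0.21), genes 2-fold apart left out (0.22), a mitochondrial limit of 5% (0.0168) and the Col10a1-led cluster counted in (0.21). With 30 components the ratio of Mgp in the preOB-like cells was 0.0210. The cause was not tested.

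With a mitochondrial limit of 5%, the difference in the preOB-like share was -0.949 percentage points and the ribosomal protein median in the preOB-like cells 0.40. The ratios in the preOB-like cells changed sign for Spp1 (-0.0242), Mgp (0.10) and Bgn (-0.12). With a limit of 20%, the difference in the preOB-like share was -12.0 percentage points. The cause was not tested.

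With every cell thinned to 3400 UMIs, the shares of COP-like cells with Runx2 and Sp7 fell to 25.4% and 15.6%, since fewer UMIs per cell leave fewer cells with one. The ratio over the other classes was 1.83 for Ptch1 in the vehicle and 3.50 in the teriparatide library, 4.37 for Hhip and 0.26 for Igf1r in the vehicle library. Igf1r between the libraries was 0.93 in the COP-like and -0.40, a change of sign, in the OB-like cells. Bglap2 in the COP-like cells (-0.32) and Mgp in the preOB-like cells (0.42) changed sign. The oxidative phosphorylation medians were 0.0838 in the MALP-like, 0.10 in the preOB-like and 0.10 in the OB-like cells. Thinned counts are few, so that the depth limits what can be said of single genes there, and the cause of the other changes was not tested.

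In male cells alone, the difference in the COP-like share was 22.1 and in the OB-like share 1.28 percentage points. Spp1 in the COP-like cells (-0.0962) and Phex in the OB-like cells (-0.29) changed sign. The ribosomal protein medians were 0.67 in the MALP-like, 0.43 in the preOB-like and 0.30 in the OB-like cells, and the oxidative phosphorylation medians -0.16 in the COP-like, 0.0778 in the MALP-like and 0.0888 in the OB-like cells. In female cells alone, of which the teriparatide library held 50, the differences in share were 43.2 for COP-like, -26.7 for MALP-like and -20.3 percentage points for OB-like cells, and Runx2 and Sp7 were seen in 88.9% and 66.7% of the COP-like cells. Over the other classes of the teriparatide library, Ptch1 was 3.67 and Igf1r 0.88, and the ratios of Pth1r (-0.0711) and Igf1 (-2.26) changed sign. Between the libraries, Igf1r was 0.0373 in the COP-like, 0.40 in the MALP-like and 0.25 in the OB-like cells and changed sign to -0.29 in the preOB-like cells. Bglap (-1.01) and Bglap2 (-2.30) in the COP-like cells and Mgp (1.08) and Sparc (-0.11) in the preOB-like cells changed sign. The ribosomal protein medians were 0.18 in the MALP-like, 0.15 in the preOB-like and 0.53 in the OB-like cells. The oxidative phosphorylation medians were 0.36 in the COP-like, a change of sign, 0.0644 in the MALP-like, 0.0787 in the preOB-like and 0.26 in the OB-like cells. The cause was not tested.

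Scaling by the median ratio raised every ratio by the shift of all genes, given with the values of Table S1. The ribosomal protein medians became 0.48 in the COP-like, 0.40 in the preOB-like and 0.34 in the OB-like cells, and the oxidative phosphorylation medians 0.0971 in the COP-like, a change of sign, 0.0925 in the MALP-like, 0.13 in the preOB-like, from just below 0, and 0.13 in the OB-like cells. With mitochondrial and ribosomal protein genes out of the total, the ribosomal protein medians were 0.36, 0.64 and 0.31 in the COP-like, MALP-like and OB-like cells, and the oxidative phosphorylation medians -0.0252, 0.11 and 0.0983. Taken as a difference of mean ln values per cell, Mgp in the preOB-like cells was 0.36, a change of sign, and the oxidative phosphorylation medians were 0.0121 in the preOB-like and -0.00501 in the OB-like cells. The changes of the medians follow from the scale, and the cause of that of Mgp was not tested. The side of 0 of the oxidative phosphorylation medians depends on the scale and on the cells counted. Scaling by the median ratio moves the matched random lists by the same amount. The percentiles among them stayed at 99.9, 98.8, 99.4 and 100 in the COP-like, MALP-like, preOB-like and OB-like cells.

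A change of sign is counted where the interval of the main value left out 0, and for the order in pseudotime at any change. The gene list medians have no counting interval, and 1 SD of the medians of the random lists to either side of the main value was used in its place. Among the main results, 387 values under the alternatives set beforehand stayed within that interval or the spread allowed for them, 53 moved further and 4 changed sign. Of the values of single genes, single shares and percentiles, 1112 stayed, 218 moved further and 21 changed sign. Under the added alternatives, 26 of the main and 34 of the other values stayed, 7 moved and 1 changed sign. Some alternatives gave no value because a gene had no UMI on one side or too few for a bound. With cells thinned, these were the ratios over the other classes of Gli1 in the vehicle and Hhip in the teriparatide library, and those between the libraries of Pi15 in MALP-like, S100a8 in OB-like and Tnfsf11 in COP-like cells. In male cells it was Gli1 in the vehicle library over the other classes. In female cells they were Gli1 and Hhip in the teriparatide and Igf1 in the vehicle library over the other classes, and between the libraries Dmp1, Car3, Esm1 and Fabp7 in preOB-like, Sost in OB-like, Cldn11, Hpgd and Tnfsf11 in COP-like, and Gm10260 and Pi15 in MALP-like cells. The order in pseudotime was not computed in thinned cells or within a sex.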

Differences from the paper's values

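Fig. 2F gives each cluster as a share of the cells of the paper's 4 clusters, while the shares here are of all 424 vehicle and 604 teriparatide cells kept, with those of unnamed clusters in the denominator. COP was about 10% of the vehicle cells in Fig. 2F, read by eye, and 15.6% here. Of the alternatives set before the data were examined, the value came within 1.5 times of the paper's in some, at 14.6% without integration, 14.9% at a resolution of 1.0, 13.0% with a mitochondrial limit of 20% and 6.79% in female cells alone, and in no other. For teriparatide, COP was about 27% in Fig. 2F, read by eye, and 44.0% here, and the gap closed at 38.8% with a mitochondrial limit of 20% and under no other of these alternatives. The preOB share was about 22% of the vehicle cells in Fig. 2F, read by eye, and 13.7% here, with the gap closed at 21.4% without integration, 22.8% with a mitochondrial limit of 20% and 14.7% with cells thinned to 3400 UMIs, and not under the others. Under teriparatide it was about 15% in Fig. 2F, read by eye, and 8.77% here, with the gap closed at 10.1% without integration, 10.8% with a mitochondrial limit of 20% and 12.0% in female cells alone, and not under the others. OB was about 43% of the vehicle cells in Fig. 2F, read by eye, and 26.7% here. It came within the range at 31.5% without integration, 31.6% at a resolution of 1.0, 28.7% with cells thinned to 3400 UMIs and 38.3% in female cells alone, but not under the others. Under teriparatide OB was about 45% in Fig. 2F, read by eye, and 21.7% here, and no alternative closed this gap. As shares of the named cells alone, an alternative chosen after seeing the values, preOB was 16.0% and 10.0% and OB in the vehicle library 31.2%, which lie within 1.5 times of the paper's values, while COP was 18.2% and 50.2% and OB under teriparatide 24.7%, which do not.

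Table S1 gives a log2 ratio between the averages of a cluster in each condition. Its value for Sost is finite where the average of the vehicle cells is close to 0, so that genes at low levels are not on the scale used here, which adds no constant. Of the 32 pairs with a ratio, 11 lay within counting error of the paper's value and 21 outside. Both values come from the same libraries, so counting error is not what separates them and serves only as a yardstick. It is narrow for genes with many UMIs, for which small differences already lie outside. In the OB-like cells, Dmp1 was 1.53 against the paper's 1.38 and Spp1 1.91 against the paper's 1.27, and none of the alternatives set before the data were examined closed these gaps. Ibsp was 1.23 against the paper's 1.02, closed at 0.99 without integration alone. For Sost, the bound of 4.15 against the floor, with a lower 95% limit of 3.81, stands against the paper's 1.23. The bound fell within 1.5-fold of the paper's value at 1.54 with cells thinned to 3400 UMIs alone. In the COP-like cells, Spp1 was 0.63 against the paper's 3.77 and Mgp 0.66 against the paper's 0.89, with no alternative that closed the gap. Bglap was 1.43 against the paper's 2.06, closed at 1.92 with a mitochondrial limit of 5% alone, and Bglap2 1.06 against the paper's 1.81, closed at 1.63 with a mitochondrial limit of 5% alone. Pth1r was 1.16 against the paper's 0.89, closed at 0.87 without the genes 2-fold apart, 0.89 with 10 principal components, 0.87 with 30 principal components and 0.88 without Scrublet doublets, and not under the others.

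In the MALP-like cells, Col1a2 was 0.43 against the paper's 0.59. This gap closed at 0.65 in male cells alone and 0.53 with mitochondrial and ribosomal protein genes out of the total, and not under the others. Runx1 was 0.22 against the paper's 0.36, with values within counting error at 0.24 without the genes 2-fold apart, 0.24 without integration, 0.27 at a resolution of 1.0, 0.28 with 10 principal components, 0.26 with 30 principal components, 0.30 with a mitochondrial limit of 20%, 0.23 without Scrublet doublets, 0.32 with cells thinned to 3400 UMIs, 0.30 with scaling by the median ratio and 0.32 with mitochondrial and ribosomal protein genes out of the total, and not under the others. In the preOB-like cells, Ibsp was 1.61 against the paper's 3.55, Spp1 0.68 against the paper's 3.37, Mgp -0.28 against the paper's 2.27, Mmp13 0.84 against the paper's 2.25, Sparc 0.72 against the paper's 1.31, Bgn 0.25 against the paper's 1.13 and Runx1 0.23 against the paper's 0.82. None of the alternatives set before the data were examined closed any of these 7 gaps. Enpp1 was 1.52 against the paper's 2.22, closed at 1.74 with a mitochondrial limit of 20%, 1.72 in male cells alone, 2.30 in female cells alone, 1.66 with scaling by the median ratio and 1.57 with mitochondrial and ribosomal protein genes out of the total, and not under the others. Postn was 1.51 against the paper's 1.86, closed at 1.70 without integration alone. Col1a2 was 1.27 against the paper's 1.47, closed at 1.44 with a mitochondrial limit of 5% alone. Col1a1 was 1.06 against the paper's 1.24, closed at 1.24 without integration, 1.20 with cells thinned to 3400 UMIs and 1.21 with scaling by the median ratio, and not under the others.

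The paper names Irs1 among the genes enriched in COP. Here its log2 ratio over the other classes was 0.05 (-0.24 to 0.33) in the vehicle library, where the preOB-like cells held the highest level, at 119.9 CPM against 78.4 CPM in the COP-like cells. In the teriparatide library the 2 classes lay within counting error, at 119.8 CPM (96.1 to 148) and 106 CPM (99.3 to 114). The paper gives MALP the highest expression of Igf1. Summed over the class, the COP-like cells of the vehicle library held 627 CPM of Igf1 and the MALP-like cells 368 CPM, and in the teriparatide library the intervals overlapped, at 186 CPM (177 to 196) and 183 CPM (159 to 209). At 3400 UMIs per cell, Igf1 was seen in 29.2% and 19.5% of the COP-like and 64.2% and 45.6% of the MALP-like cells, so that the difference from the paper holds for the summed CPM of the vehicle library alone. In the female cells of the teriparatide library the COP-like cells were lower than the other classes, at -2.26 on the log2 scale. The paper reports oxidative phosphorylation as induced in all clusters. The median log2 ratios of these genes were -0.11, 0.01, -0.01 and 0.03 in the COP-like, MALP-like, preOB-like and OB-like cells, and with scaling by the median ratio they were above 0 in all 4. The paper's trajectory leads from preOB to OB, whereas the median pseudotime of the OB-like cells differed from that of the preOB-like cells by -0.00111 for both libraries together, and was later than theirs in the vehicle library alone.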

Other observations

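The tests of the sexes, of growth plate cartilage and of shallow cells for the COP-like share, and that of free RNA for Runx2 and Sp7, were chosen only after the result was seen.

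The larger share of COP-like cells in the teriparatide library was set against technical explanations. Unequal proportions of the sexes would leave little difference within a sex, but it was 22.1 (13.7 to 29.8) percentage points in male and 43.2 (29.0 to 56.9) in female cells. If the mitochondrial limit had removed unequal parts of the classes, the difference would shrink towards 0 with cells of up to 20% kept. It moved in that direction from 28.5 to 25.8 (21.2 to 30.2) percentage points, less than counting error. The cells between 10% and 20% thus do not account for most of the difference. The higher limit took the cells within the limits only from 1766 to 2042. Barcodes above 20% stayed out, so that their part cannot be judged. With the teriparatide library thinned to the UMIs per barcode of the vehicle library before the limits, the clustering and the naming, the difference was 29.7 (24.3 to 34.7) percentage points, which argues against depth. This way of thinning was itself added after the data were seen. If shallow COP-like cells of the vehicle library had stayed unnamed, counting all 54 shallow unnamed cells of that library as COP-like, and none of the other library, would close the gap, but the vehicle share became 28.3 (24.1 to 32.8)%, below the 44.0% of the teriparatide library. Growth plate cartilage carried into the teriparatide library stays open. The ratio for the Col10a1-led cells, 1.75, has an interval that holds the ratio for the COP-like cells, so that the explanations cannot be told apart with these cell numbers. Differences between the pooled mice and between the dissections were not tested, as there is 1 pool per condition. An expansion of COP by teriparatide may account for the difference, and from these libraries alone remains a hypothesis next to these. The paper also reports more EdU labeling under teriparatide among cells marked through Acan-CreER T2, in other mice. That evidence was not analysed here.

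COP-like cells of the vehicle library were mostly male (82.5%), unlike the MALP-like (43.6%), preOB-like (54.2%) and OB-like cells (38.0%). If calls were only lost in shallow classes, the shares would even out at one depth. At 3400 UMIs per cell, the male share was 66.7 (44.7 to 84.4)% in the COP-like cells and 28.5 (22.2 to 35.4)% in the other 3 classes together. In the teriparatide library the male share at that depth was 76.3% in the COP-like and 85.7% in the OB-like cells. A difference between single mice of the pool was not tested.

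The sexes were also weighed for the shifts in expression. In male cells alone, the smallest of the 4 ribosomal protein medians was 0.28, in the COP-like cells, where random lists of matched genes centred on -0.12, with 2 SD reaching from -0.21 to -0.03. Igf1r in the COP-like cells had a log2 ratio of 0.36 (0.11 to 0.62) within male cells. Both stayed above 0, which argues against the proportions of the sexes as the whole cause. For Igf1r in the COP-like cells, the ratio in female cells was 0.04 (-0.63 to 0.75), and a difference between the sexes was not tested.

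Free RNA was weighed as the source of Runx2 and Sp7 in the COP-like cells. It would give them at one depth no larger a share of cells with a UMI than the erythroid-like cells have. The share was 15.6 (11.8 to 20.0)% for Sp7 and 25.4 (20.8 to 30.5)% for Runx2, against 0% and 0.599% in the erythroid-like cells, which argues against free RNA as the whole source. In the hematopoietic-like cells Runx2 was seen in 9.09% at that depth and Sp7 in 0.233%.

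The paper does not report the genes with the largest ratios between the libraries in each class. In the COP-like cells the first by the rule were 3 genes whose ratio is unbounded because the vehicle library has no UMI of them. Against a floor of 3 counts, Tnfsf11 (0 to 65 UMIs) was 4.90-fold, Hpgd (0 to 193 UMIs) 14.6-fold and Cldn11 (0 to 102 UMIs) 7.69-fold higher. Their lower 95% limits were 1.95, 3.55 and 2.62 on the log2 scale. Of the UMIs of Cldn11, 72.5% lay in 5 cells. Col10a1 (8.37 on the log2 scale) and Ihh (6.44), with UMIs in both libraries, exceeded these folds, also with most of their UMIs in 5 cells. S100a8 (5.03) and Ibsp (4.12, 3.88 to 4.38) exceeded them too. Ibsp went from 136 to 10477 UMIs and was seen in 9.09% of the vehicle and 19.9% of the teriparatide COP-like cells. Its ratio was 4.02 in male cells, and female cells went from 0 to 135 UMIs. The lowest were Arhgap39 (-3.11 on the log2 scale), Tagln (-2.74) and Cxcl14 (-2.74). In the MALP-like cells the highest were F5 (3.56), Gpr176 (3.01) and Per3 (2.84), and among the lower ones Gm10260 (-3.03), Gm2564 (-2.48) and Pi15 (-2.34). In the preOB-like cells, Fabp7 and A2m likewise have 0 UMIs in 1 library. Fabp7 (0 to 51 UMIs), Mt1 (3.67) and Slitrk6 (3.55) were higher, and A2m (136 to 0 UMIs), Car3 (-4.83) and Esm1 (-2.96) lower. Against the floor, Fabp7 was 16.2-fold higher and A2m 47.5-fold lower, with 95% limits of 3.67 and -5.25 on the log2 scale. In the OB-like cells Btg3 (-2.19), Pgk1 (-2.02) and Prss35 (-1.79) were the lowest, and Slpi, S100a8 and S100a9 the highest. These genes were chosen as the extremes of 1 library against another, and their ratios have no replicate check. No biological explanation was tested for them.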
